# Endothelial cell-derived stem cell factor promotes lipid accumulation through c-Kit-mediated increase of lipogenic enzymes in brown adipocytes

**DOI:** 10.1038/s41467-023-38433-5

**Published:** 2023-05-13

**Authors:** Hyuek Jong Lee, Jueun Lee, Myung Jin Yang, Young-Chan Kim, Seon Pyo Hong, Jung Mo Kim, Geum-Sook Hwang, Gou Young Koh

**Keywords:** Growth factor signalling, Endocrinology, Fat metabolism

## Abstract

Active thermogenesis in the brown adipose tissue (BAT) facilitating the utilization of lipids and glucose is critical for maintaining body temperature and reducing metabolic diseases, whereas inactive BAT accumulates lipids in brown adipocytes (BAs), leading to BAT whitening. Although cellular crosstalk between endothelial cells (ECs) and adipocytes is essential for the transport and utilization of fatty acid in BAs, the angiocrine roles of ECs mediating this crosstalk remain poorly understood. Using single-nucleus RNA sequencing and knock-out male mice, we demonstrate that stem cell factor (SCF) derived from ECs upregulates gene expressions and protein levels of the enzymes for de novo lipogenesis, and promotes lipid accumulation by activating c-Kit in BAs. In the early phase of lipid accumulation induced by denervation or thermoneutrality, transiently expressed c-Kit on BAs increases the protein levels of the lipogenic enzymes via PI3K and AKT signaling. EC-specific *SCF* deletion and BA-specific *c-Kit* deletion attenuate the induction of the lipogenic enzymes and suppress the enlargement of lipid droplets in BAs after denervation or thermoneutrality in male mice. These data provide insight into SCF/c-Kit signaling as a regulator that promotes lipid accumulation through the increase of lipogenic enzymes in BAT when thermogenesis is inhibited.

## Abstract (web summary)

Although it is known that cellular crosstalk between endothelial cells and brown adipocytes is essential, it remains poorly understood. Here the authors show that SCF derived from the surrounding endothelial cells promotes lipid accumulation in BAT by enhancing lipogenic enzymes in through c-Kit activation.

## Introduction

As a specialized organ for non-shivering thermogenesis in response to sympathetic activation, brown adipose tissue (BAT) produces heat through uncoupling protein 1 (UCP1). Fatty acids (FAs) released from lipid droplets by lipolysis upon β3-adrenergic receptor (β3-AR) activation serve as a primary fuel for thermogenesis and stimulate UCP1 in brown adipocytes (BAs)^1,2^. Lipogenesis via de novo lipogenesis (DNL), defined as a process of converting glucose to FAs, is required for thermogenesis in BAs, which is atypical because FA synthesis and FA oxidation antagonize each other in other tissues^3,4^. Therefore, the balance between lipolysis for FA supply and lipogenesis for FA storage is tightly regulated for the maintenance of homeostasis and thermogenesis in BAs. Activated BAT improves metabolic syndrome by accelerating FA and glucose usage^2,5^. In contrast, impaired thermogenic function that is observed in metabolic syndromes, aging, and thermoneutrality (the equilibrium point of heat production and loss) results in BAT whitening, characterized by reduced β-adrenergic signaling, mitochondrial dysfunction, and lipid accumulation^4,6–8^. Moreover, excessive lipid accumulation in BAs leads to BAT involution^9^, characterized by decreased mitochondrial mass and increased lipid deposition^9^. Although the enzymatic machinery of DNL, including ATP-citrate lyase (ACL), acetyl-CoA carboxylase (ACC), fatty acid synthase (FASN), and stearoyl-CoA desaturase 1 (SCD1), is crucial for lipid accumulation in adipose tissues, their expression is decreased in BAT whitening induced by high-fat diet feeding, BAT denervation, or thermoneutrality^4,10,11^. Moreover, deletion of carbohydrate response element binding protein (ChREBP), a key transcription factor for DNL enzymes, inhibits FA synthesis in BAT at thermoneutrality, indicating that DNL is the central player for lipid accumulation in BAT whitening at thermoneutrality^9^.

Endothelial cells (ECs) maintain organ homeostasis with distinct molecular and functional properties, and endothelial dysfunction initiates and progresses metabolic diseases^12–15^. The angiogenic response in adipose tissues is critical for maintaining normal function and proper remodeling of fat depots depending on energy consumption and metabolic demand^16–18^. Moreover, FA uptake and transport in ECs are crucial for lipid accumulation in white adipocytes (WAs)^19^ because ECs regulate FA uptake in a paracrine manner^17,20–22^. In comparison, white adipocytes promote FA uptake and transport in ECs by regulating fatty acid transport proteins (FABPs)^23,24^. Therefore, the reciprocal interaction between ECs and white adipocytes is indispensable in lipid metabolism, insulin sensitivity, and adiposity in white adipose tissue (WAT)^25,26^. Although BAT, compared with WAT, is highly vascularized, the interaction between BAs and surrounding ECs in lipid metabolism has been poorly elucidated.

The receptor tyrosine kinase c-Kit and its only known ligand, stem cell factor (SCF), are expressed in various cells and tissues^27–30^. Activated c-Kit undertakes intracellular internalization and degradation and then activates phosphatidylinositol-3-kinase (PI3-K)/AKT, mitogen-activated protein kinase (MAPK)/ERK, Janus kinase/signal transducer, and activator of transcription (JAK/STAT) signaling depending on cell type^28,31^. SCF/c-Kit signaling is required for pancreatic development, glucose tolerance, and insulin secretion^31–33^. In addition, c-Kit expression is inversely associated with adiposity in both WAT and BAT, and blood SCF is increased in diet-induced obese mice, *db*/*db* mice, and human subjects with obesity^34^, suggesting that c-Kit may play a role in lipid metabolism. However, the presence and roles of SCF/c-Kit signaling in BAT are unknown.

Here, we show that SCF/c-Kit signaling upregulates gene expression and protein level of the lipogenic enzymes and promotes lipid accumulation in BAs. SCF originates mainly in ECs, whereas c-Kit is present in classical BAs but not in WAs or beige cells. c-Kit^+^ BAs are transiently but dramatically increased in the early phase of lipid accumulation after denervation or thermoneutrality, but not by cold exposure. SCF/c-Kit signaling boosts lipogenic enzymes through the AKT signaling pathway, whereas SCF or c-Kit deficiency in ECs or BAs prevents the expansion of lipid droplets by attenuating the induction of lipogenic enzymes. Our results indicate that EC-derived SCF promotes lipid accumulation in BAs as a paracrine regulator for upregulating lipogenic enzymes in BAT.

## Results

### Potential crosstalk between ECs and BAs through SCF/c-Kit signaling

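Nuclei were taken from the floating layer of digested interscapular BAT, which holds lipid-filled BAs together with pieces of vessels, and their RNA was captured on the BD Rhapsody whole-transcriptome platform. This platform tags each captured molecule with a unique molecular identifier (UMI), so that amplified copies are counted once. The untreated BAT, from 20 mice as the paper gives it, went into 1 library, so no value has a replicate spread and no test between classes of nuclei was made. The authors deposited UMI counts per gene and nucleus, made with the BD Rhapsody analysis pipeline on GRCm38 with correction of UMI errors and without normalization. The table lists 13707 barcodes and 23041 genes, with 14971579 UMIs in all and a median of 859 UMIs and 600 detected genes per barcode. These counts precede the removal of debris with DIEM and of ambient RNA with decontX in the paper's methods, and neither step was repeated. Barcodes with at least 200 detected genes and at most 50% mitochondrial UMIs were kept, as in the paper's methods, and nuclei with UMIs of 2 exclusive cell types were removed as doublets. The 9741 nuclei left held 11064052 UMIs, with a median of 907 UMIs and 633 detected genes per nucleus. A minimum of 500 detected genes moved their number most, to 6384. UMIs were summed over each class of nuclei and given as CPM, the rate of the gene among all UMIs of the class. Each CPM has an exact 95% Poisson interval, each share an exact 95% binomial interval, and each log2 ratio an exact conditional binomial interval. The intervals cover counting error only. Gene positions are those of the GENCODE vM21 annotation of GRCm38, in which all genes given with a position are protein-coding.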

To identify an EC-specific role in BAT, we performed single-nucleus RNA sequencing (snRNA-seq) in the floating mixture of BAs and fragmented vasculature (FV) isolated from BAT (Fig. 1a). 

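Louvain clustering of the untreated nuclei gave 13 clusters, which were named from lists of marker genes that leave out Ucp1, Slc7a10, Retn and the lipogenic genes. The rule that turns these lists into names was set after the clusters had been seen. Endothelial-like nuclei were 52.4% of all nuclei (51.4 to 53.4), with 5105 nuclei in 5 clusters and a median of 660 UMIs per nucleus. Brown adipocyte-like nuclei were 38.2% (37.2 to 39.2), with 3720 nuclei in 3 clusters and a median of 1780 UMIs. Pericyte-like nuclei numbered 654 and were 6.71% (6.22 to 7.23). The smallest classes were 69 immune-like, 30 fibroblast-like and 29 Schwann-like nuclei. The endothelial-like share moved most with a minimum of 500 detected genes, to 36.7%. The endothelial-like cluster of 687 nuclei was led by the immediate early genes Fos, Egr1 and Nr4a1, and that of 277 nuclei by the interferon-response genes Ifit1 and Oasl2. The brown adipocyte-like cluster of 587 nuclei was led by genes that include the heat shock genes Hspa1a, Dnajb1 and Hspa1b. Ucp1, on chromosome 8 of GRCm38 from 83290352 to 83298452, had 340 CPM in brown adipocyte-like nuclei (326 to 354) and 90.5 CPM in endothelial-like nuclei (80.9 to 101). In white adipocyte-like nuclei it had 108 CPM (63.9 to 170), from 18 UMIs. The brown adipocyte-like nuclei were clustered again, and a sub-cluster with a Ucp1 CPM at or above that of the whole class was called Ucp1-high. This held for 1 sub-cluster of 1682 nuclei, with 368 CPM of Ucp1 (349 to 388). The remaining 4 sub-clusters, with 2038 nuclei, had 306 CPM (286 to 326) and are called Ucp1-low. Among them, a sub-cluster of 509 nuclei was led by the same heat shock genes, and one of 133 nuclei was led by genes that include the endothelial marker Flt1.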

Through unsupervised clustering, we identified five distinct clusters- *Ucp1*^high^ BA, *UCP1*^low^ BA, *Ucp1*^*-*^ white adipocyte (WA), *Pecam1*^high^ EC, and *PDGFR*β^high^ pericyte (PC) clusters in the mixture (Fig. 1b, c), defined by differential expression of marker genes (Supplementary Fig. 1). The relative number of WAs was small but highly and selectively expressed *Slc7a10* and *Retn* (Fig. 1b–d), known WA-specific markers. 

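White adipocyte-like nuclei of untreated BAT formed 1 cluster of 134 nuclei, or 1.38% of all nuclei (1.15 to 1.63), with a median of 1111.5 UMIs per nucleus. Slc7a10 and Retn took no part in naming this cluster, but they were not withheld from the clustering and are among its leading genes. Slc7a10, on chromosome 7 of GRCm38 from 35186385 to 35201114, had 98 UMIs there, or 587 CPM (477 to 716). In brown adipocyte-like nuclei it had 25 UMIs, or 3.74 CPM (2.42 to 5.52), a log2 ratio of 7.29 (6.65 to 7.99). On the scale of the mean log2 of counts per 10000 plus 1, which compresses low counts, the difference was 1.55. At least 1 Slc7a10 UMI was found in 42.5% of white adipocyte-like nuclei and in 0.0392% of endothelial-like nuclei. Retn, on chromosome 8 from 3655770 to 3660110, had 449 CPM in white adipocyte-like nuclei (353 to 563) and 11.5 CPM in brown adipocyte-like nuclei (9.09 to 14.4). Its log2 ratio was 5.29 (4.81 to 5.76). Retn in endothelial-like nuclei was at 17.2 CPM (13.2 to 22.1).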

Cell-to-cell interaction analysis based on ligand-receptor pairing using CellChat^35^ distinguished enriched molecules involved in outgoing communication (signals from source cells) and incoming communication (signals to target cells) (Fig. 1e). 

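The CellChat scores of Fig. 1e were not recomputed, and the ligand and receptor genes were read directly from the untreated library. Kitl, which encodes SCF, lies on chromosome 10 of GRCm38 from 100015630 to 100100416. It had 1234 CPM in endothelial-like nuclei (1198 to 1272) and 27.4 CPM in brown adipocyte-like nuclei (23.6 to 31.6). In pericyte-like nuclei Kitl had 211 CPM (174 to 252). Hspg2, on chromosome 4 from 137468769 to 137570630, had 734 CPM in endothelial-like nuclei (706 to 763) and 93.8 CPM in brown adipocyte-like nuclei (86.6 to 101). Its receptor gene Dag1 had 547 CPM in brown adipocyte-like nuclei (529 to 565) and 163 CPM in endothelial-like nuclei (150.0 to 177). Ephb2 had 16.8 CPM in brown adipocyte-like nuclei (13.8 to 20.2) and 3.95 CPM in endothelial-like nuclei (2.16 to 6.62). Bmp6, on chromosome 13 from 38345107 to 38500302, had 547 CPM in endothelial-like nuclei (523 to 572) and 11.8 CPM in brown adipocyte-like nuclei (9.36 to 14.7).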

Here, we noted four molecules (*Hspg*, *Kitl*, *Ephb, and Bmp*) in the ECs could interact with the cognate receptors in BAs through outgoing and incoming communications. Among these four molecules, *Kitl* receptor signaling pathways were highly enriched in the incoming communication of BAs (Fig. 1e). *c-Kit* expression was similarly high in both *Ucp1*^high^ and *Ucp1*^low^ BAs (Fig. 1f), which implies that the SCF highly secreted from the ECs may equally interact with the c-Kit of both BA clusters. 

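Kit, which encodes c-Kit, had 344 CPM in Ucp1-high brown adipocyte-like nuclei of untreated BAT (325 to 363) and 276 CPM in Ucp1-low nuclei (257 to 295). The log2 ratio was 0.32 (0.19 to 0.45), a difference larger than the counting error. The median depth was 2176 UMIs per nucleus in the Ucp1-high and 1416 in the Ucp1-low nuclei. With 1072 nuclei of each group matched on UMIs, the log2 ratio was 0.27 (0.11 to 0.43). The ratio moved most without removal of doublets, to 0.67. Where nuclei with a Ucp1 UMI were set against nuclei with none, all thinned to 800 UMIs, it was 0.058 (-0.19 to 0.30) and not distinguishable from 0. Without the sub-cluster led by endothelial genes and a sub-cluster of 1 nucleus, an alternative chosen after seeing the data, it was 0.29 (0.16 to 0.42).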

Since the selective expressions of *SCF* and *c-Kit* between ECs *versus* BAs were distinctively higher than those of *Efnb1/Efnb2* and *Ephb2/Ephb4 or Bmp1/Bmp6* and *Bmpr1a/Bmpr2* (Fig. 1f), we chose and focused on investigating the roles of SCF/c-Kit signaling in the BAT.

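Kitl was higher in endothelial-like than in brown adipocyte-like nuclei of untreated BAT by a log2 ratio of 5.49 (5.28 to 5.72). Kit, on chromosome 5 of GRCm38 from 75574916 to 75656722, went the other way, with 313 CPM in brown adipocyte-like nuclei (300.2 to 327) and 49.9 CPM in endothelial-like nuclei (42.8 to 57.8). Its log2 ratio of brown adipocyte-like over endothelial-like nuclei was 2.65 (2.43 to 2.88). Kit moved most when ambient RNA was subtracted, to 6.62, because 8.96 corrected UMIs were left in endothelial-like nuclei. The profile subtracted was that of all barcodes, nuclei included, so Kit made by endothelial cells may have been removed as well. Kitl moved most on the scale of the mean log2 of counts per 10000 plus 1, to 2.00. Among the ephrin ligands, Efnb1 was higher in endothelial-like nuclei by 3.72 (3.49 to 3.97) and Efnb2 by 5.57 (5.07 to 6.11). Their levels there were 324 CPM (306 to 343) and 241 CPM (225 to 258). The receptor gene Ephb4 was also higher in endothelial-like nuclei, by 3.41 (3.19 to 3.63), while Ephb2 was lower there, with a log2 ratio of -2.09 (-3.00 to -1.28). Bmp1 had 29.3 CPM in endothelial-like nuclei (24.0 to 35.5) and was higher there by 2.33 (1.79 to 2.90), and Bmp6 was higher by 5.53 (5.21 to 5.88). Bmpr1a had 159 CPM in brown adipocyte-like nuclei (149 to 169) and 7.33 CPM in endothelial-like nuclei (4.79 to 10.7), a log2 ratio of endothelial-like over brown adipocyte-like nuclei of -4.44 (-5.06 to -3.88). Bmpr2 was higher in endothelial-like nuclei by 1.27 (1.12 to 1.42). From the selective expression of SCF in ECs and of c-Kit in BAs relative to the other pairs, the paper reasons that SCF and c-Kit were the pair to investigate.

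**Figure D1:**
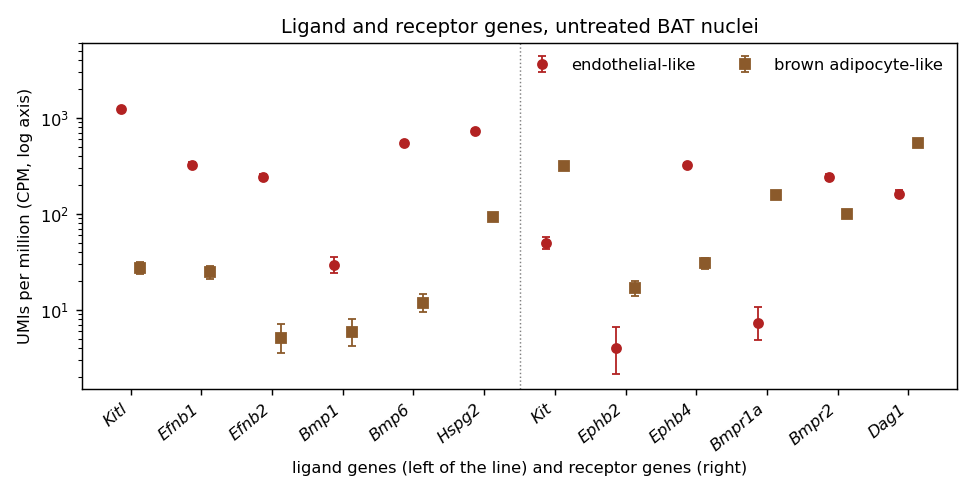
CPM, on a log axis, of ligand and receptor genes in endothelial-like (circles) and brown adipocyte-like (squares) nuclei of the untreated library, with exact 95% Poisson intervals for counting error as bars. Kitl is the highest ligand gene plotted in endothelial-like nuclei, and Kit lies below Dag1 and above the other receptor genes in brown adipocyte-like nuclei.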

**Fig. 1:**
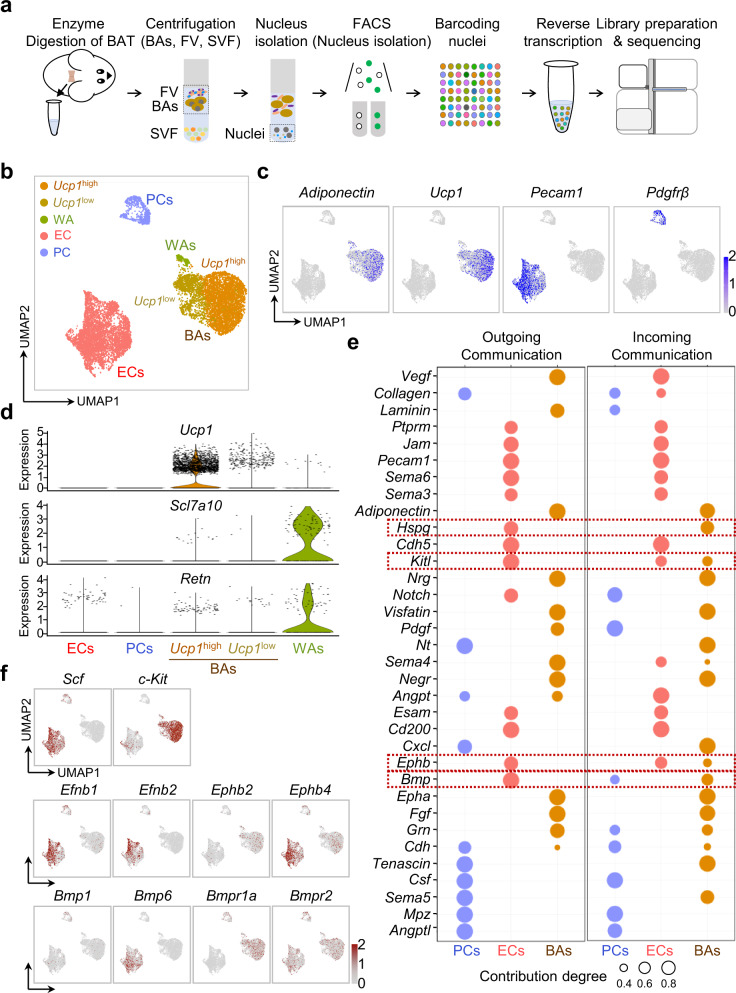
snRNA-seq analysis reveals distinct ligand-receptor pairings between ECs and BAs in BAT of adult mice. **a** Diagram depicting the procedures for snRNA-seq on the isolated nuclei of BAs, ECs, and SCs of the BAT in adult C57BL/6 J mice (N = 20). snRNA-seq was performed in nuclei isolated from a floating layer consisting of brown adipocytes (BAs) and fragmented vasculature (FV) after BAT digestion. **b** UMAP plot showing 5 main clusters, *Ucp1*^high^ and *Ucp1*^*l*ow^ BAs, white adipocytes (WAs), endothelial cells (ECs), and pericytes (PCs) of a total of 10,841 cells in BATs. **c** UMAP plots showing the expression of the distinct genes in each cluster of BAs, ECs, and PCs. **d** Violin plots showing the expressions of indicated genes in *Ucp1*^high^ and *Ucp1*^*l*ow^ BAs and WAs. **e** Dot plots showing indicated signaling pathways from source cells (outgoing communication) to target cells (incoming communication) according to ligand-receptor pairings among BAs, ECs, and PCs. The signaling pathways from ECs to BAs are highlighted by dark red dotted-lined boxes. Relative contribution degrees are present as different sizes of circles. **f** UMAP plot showing ligand-receptor pairing for *Kit*, *Efnb*, and *Bmp* signaling pathways in 5 main clusters.

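Of the 13707 barcodes of the untreated library, 11836 had at least 200 detected genes and 11792 of these also had at most 50% mitochondrial UMIs. The paper's reported number for Fig. 1b is 10841. The paper's text does not state which library or libraries these nuclei come from, and its methods also describe an integration of datasets. With doublets called by Scrublet in place of co-expressed markers, 11420 nuclei were kept.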

Using *SCF*-GFP reporter mice^36^, we verified the selective expression of SCF in the ECs of major metabolic organs. SCF was detected in more than 90% of CD31^+^ ECs and F4/80^+^ macrophages in BAT and WAT, while it was detected in 57% and 20% of CD31^+^ ECs in the pancreas and skeletal muscle, respectively (Supplementary Fig. 2a–e). For tracing c-Kit expression, we generated *c-Kit*^iTR^ mice by crossing *c-Kit*-Cre-ER^T2^ mice with tdTomato^flox/+^ mice and then treated them with tamoxifen for 3 consecutive days to turn on c-Kit expression. Of note, c-Kit signal was detected in a certain population of BAs of BAT but was not detected at all in white adipocytes of WAT (Supplementary Fig. 3a). c-Kit was partially detected in CD31^+^ ECs in BAT, WATs, liver, and skeletal muscle but not in the pancreas (Supplementary Fig. 3a, b). However, abundant c-Kit^+^ cells were found in the non-EC population in the pancreas (Supplementary Fig. 3b), consistent with previous findings^31,37^. These results suggest that EC- or macrophage-derived SCF may communicate with c-Kit that is expressed almost exclusively in BAs.

### Thermogenic activation reduces c-Kit^+^ BA number and c-Kit protein level in BAT

Since BAT is a specialized organ for thermogenesis^38^, we hypothesized that c-Kit in BAs might be involved in BAT thermogenesis. To test our hypothesis, we adapted *c-Kit*^iTR^ mice to cold exposure (Cold, 7 °C) for 7 days to enhance thermogenesis and compared them with the mice exposed at room temperature (RT, 25 °C) (Supplementary Fig. 4a). The number of c-Kit^+^ BAs in BAT was 72.1% less in Cold versus RT, whereas the number of c-Kit^+^ ECs in inguinal white adipose tissue (iWAT) was comparable between the two groups (Supplementary Fig. 4b, c). Of note, although Cold generated beige cells that share the thermogenic function with BAs in WAT^39^, c-Kit^+^ adipocytes were not detected in iWAT under either RT or Cold (Supplementary Fig. 4b). Because *c-Kit*^iTR^ mice showed indelible and amplified labeling of *c-Kit*-expressing cells, we used immunoblotting to further analyze c-Kit protein in adipose tissues of C57BL/6 J mice adapted to Cold for 3 days or to RT or Cold for 7 days (Supplementary Fig. 4d). In BAT, UCP1 was 2.1-fold higher at day 3 in Cold than at day 7 at RT and maintained that level at day7 in Cold, whereas c-Kit was reduced in Cold at day 3 (75.3%) and day 7 (77.2%) (Supplementary Fig. 4e–g). Interestingly, the protein concentration of SCF in BAT was increased at day 3 (27.2 %) in Cold than RT and went back to RT level at day7 (Supplementary Fig. 4h), suggesting that increased SCF might activate c-Kit and internalized it in BAs^40,41^. Unlike BAT, the c-Kit in iWAT was unchanged despite UCP1 augmentation by beige cell recruitment in Cold^38^ (Supplementary Fig. 4i–k).

To recapitulate induction of thermogenesis, we administered a β3-AR agonist (CL316,247) to *c-Kit*^iTR^ mice for 5 consecutive days (Supplementary Fig. 5a). In agreement with the findings under Cold, compared with the mice receiving vehicle only as a control, the number of c-Kit^+^ BAs in BAT was 87.3% less with β3-AR agonist treatment, whereas the number of c-Kit^+^ ECs in iWAT was comparable between the vehicle- and agonist-treated mice (Supplementary Fig. 5b, c). However, c-Kit^+^ adipocytes were not detected in iWAT in either group (Supplementary Fig. 5b). In C57BL/6 J mice, BAT was isolated at day 3 in the β3-AR agonist group and at day 5 in the vehicle and agonist-treated groups for immunoblotting (Supplementary Fig. 5d). β3-AR agonist treatment reduced c-Kit in BAT by 57.3% at day 3 and 38.6% at day 5, but UCP1 was 2.7-fold higher at day 3 and 2.4-fold higher at day 5 in agonist-treated mice compared with vehicle-treated mice at day 5 (Supplementary Fig. 5e–g). In contrast, c-Kit in iWAT was not significantly altered despite UCP1 augmentation by beige cell recruitment even after β3-AR agonist treatment^42^ (Supplementary Fig. 5h–j). Collectively, these findings imply that the presence of c-Kit is limited only to classical BAs, not to beige cells, and c-Kit^+^ BAs and c-Kit protein are reduced by activating thermogenesis.

### Sympathetic denervation increases the number of c-Kit^+^ BAs and c-Kit protein level in BAT

Sympathetic denervation of BAT results in UCP1 downregulation, thermogenesis impairment, and abnormal lipid storage in BAs by inhibiting β3-AR signaling, eventually leading to BAT whitening^10,43,44^. To elucidate whether c-Kit is altered upon deactivation of thermogenesis in BAT, we employed a BAT unilateral-denervation (UDN) model in *c-Kit*^iTR^ mice^10,45^. Left intercostal nerves on BATs were cut and removed (D-BAT), while the right nerves were left intact (I-BAT) as an internal control (Fig. 2a). Both I-BAT and D-BAT were separately isolated at days 3 and 5 after UDN with tamoxifen treatment (Fig. 2b). We confirmed the denervation in the D-BAT by measuring the protein level of tyrosine hydroxylase (TH), a specific enzyme for sympathetic neurons. The TH levels in D-BAT were 60-70% less than those in I-BAT on day 3 after UDN (Fig. 2c, d). Intriguingly, the number of c-Kit^+^ BAs was 15.8-fold and 10.1-fold higher in D-BAT compared with I-BAT at days 3 and 5 (Fig. 2e, f).

**Fig. 2:**
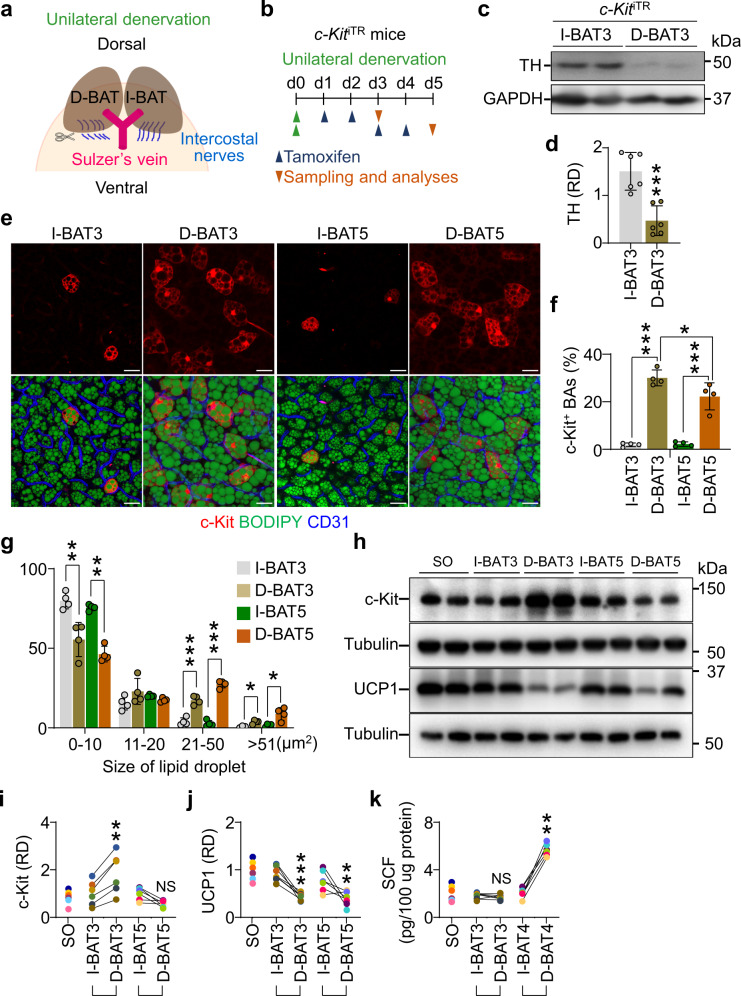
Denervation increases the number of c-Kit^+^ BAs and protein level of c-Kit in BAT. **a,** **b** Diagram depicting the experimental procedure for the unilateral denervation (D-BAT) and contralateral sham-operation (intact BAT, I-BAT) in the interscapular BAT of 8-week-old *c-Kit*^iTR^ mice, tamoxifen administrations, and sampling 3 or 5 days later for the analyses. **c,** **d** Representative immunoblotting and comparisons of tyrosine hydroxylase (TH) in I-BAT and D-BAT at day 3 after unilateral denervation (I-BAT3 or D-BAT3). The same amount of protein loading in each lane is verified by immunoblotting of GAPDH. Each dot indicates a value from one mouse and *n* = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. ***P < 0.001 versus I-BAT3 by two-tailed t-test. Protein sizes are indicated as kilodalton (kDa). **e**–**g**, Representative images and comparisons of populations of different sizes of lipid droplets in I-BAT and D-BAT and the number of c-Kit^+^ BAs in BAT from *c-Kit*^iTR^ mice at day 3 or 5 after unilateral denervation (I-BAT3, D-BAT3, I-BAT5, or D-BAT5). Scale bars, 20 µm. Each dot indicates a value from one mouse and *n* = 4 mice/group from two independent experiments. Vertical bars indicate mean ± SD. ***P < 0.001 versus I-BAT and *P < 0.05 versus D-BAT3 by one-way ANOVA test followed by Tukey’s *post-hoc* test (**d**), *P < 0.05, **P < 0.01 and ***P < 0.001 versus I-BAT by two-tailed t-test (**e**). **h**–**j** Unilateral denervation in the interscapular BAT of 8-week-old C57BL/6 J mice was performed and BATs were isolated 3 or 5 days later for the analyses (I-BAT3, D-BAT3, I-BAT5, or D-BAT5). Representative immunoblotting and comparisons of relative density (RD) of c-Kit and UCP1 in BAT of sham-operated (SO), I-BAT, and D-BAT. The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Each dot indicates a value from one mouse and *n* = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. **P < 0.01 and ***P < 0.001 versus I-BAT3 or I-BAT5 by one-way ANOVA test followed by Tukey’s *post-hoc* test. NS, not significant. Protein sizes are indicated as kilodalton (kDa). **k** Comparisons of SCF concentration in the BAT of sham-operated (SO), I-BAT, and D-BAT at day 3 or 4 after unilateral denervation (I-BAT3, D-BAT3, I-BAT4, or D-BAT4). Each dot indicates a value from one mouse and n = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. **P < 0.01 versus I-BAT3 or I-BAT4 by one-way ANOVA test followed by Tukey’s *post-hoc* test. NS not significant.

We then analyzed lipid accumulation in BAs after UDN by measuring the size of lipid droplets. Droplet size was defined as an area of BODIPY^+^ lipid droplet and categorized into four size-based subpopulations, as follows: small-sized, 0–10 μm^2^; medium-sized, 12–20 μm^2^; large-sized, 21–50 μm^2^; and extra-large-sized, >51 μm^2^. Consistent with previous reports^43,44^, most lipid droplets (79.9%) in I-BAT at day 3 and 5 were in small-sized group, whereas D-BAT at day 3 and 5 had more large-sized lipid droplets and fewer small-sized lipid droplets (Fig. 2e, g), implying enlargement of lipid droplets in D-BAT at day 3 and 5. In line with immunofluorescence staining results, c-Kit protein was 1.8-fold higher at day 3 in D-BAT compared with I-BAT, but not at day 5 (Fig. 2h, i). The latter could be due to a reduced *c-Kit* expression by rapid metabolic adaptation, an enhanced ligand-induced internalization and degradation of c-Kit, or both, since SCF concentration in BAT was 3.31-fold increased in D-BAT at day 4 after UDN (Fig. 2k), indicating that SCF was a primary cause for the reduction of c-Kit^40,41^ in BAT at day 5 after UDN. UCP1 proteins were 47% reduced at day 3 and 51% reduced at day 5 in D-BAT compared with I-BAT (Fig. 2h, j). Together, these findings indicate that UDN transiently increased the number of c-Kit^+^ BAs along with UCP1 reduction and lipid droplet enlargement in BAs.

### c-Kit activation induces DNL enzymes in cultured BAs

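Nuclei of D-BAT at 3 days after denervation, from 20 mice as the paper gives it, went into 1 library, deposited by the authors as UMI counts from the same pipeline. The run name in the header of this table contains nKO, where that of the untreated table contains nC, which the paper's text does not explain, and the library is taken as denervated from its sample label and the paper. The table lists 15822 barcodes and 23089 genes, with 9420030 UMIs in all and a median of 428 UMIs and 334 detected genes per barcode, less than in the untreated library. The filters of the untreated library left 8871 nuclei, after 1591 were removed as doublets, with a median of 652 UMIs and 488 detected genes. Clustering gave 9 clusters, of which 3 were brown adipocyte-like, with 4579 nuclei in all and a median of 856 UMIs per nucleus. A brown adipocyte-like nucleus with at least 1 Kit UMI was called c-Kit-positive. This held for 694 nuclei, or 15.2% (14.1 to 16.2), and 84.8% had no Kit UMI. The paper's reported values are 15.6% and 84.3%, over its own BA cluster. In pericyte-like nuclei, which should lack Kit, 0.675% had a Kit UMI (0.219 to 1.57) at a median of 382 UMIs, and in endothelial-like nuclei 2.77% (2.13 to 3.54) at a median of 358.5 UMIs. Thinned to 800 UMIs per nucleus, which leaves out 2025 shallower brown adipocyte-like nuclei, the share was 13.2% (11.9 to 14.6). The 140 endothelial-like nuclei deep enough for the same thinning, with 2062 left out, had a share of 7.86% (3.99 to 13.6), an interval that overlaps that of the brown adipocyte-like nuclei. Kit CPM, which uses all nuclei, was 192 in brown adipocyte-like nuclei (179.6 to 206) and 69.6 in endothelial-like nuclei (54.1 to 88.3). The share of c-Kit-positive nuclei moved most when at least 2 Kit UMIs were required, to 2.82%. A nucleus without a Kit UMI can still express Kit, so the split is one of detection at this depth.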

To uncover the roles of c-Kit in BAs, we performed snRNA-seq in the floating layer of D-BAT at day 3 after denervation (Supplementary Fig. 6a) and focused on analyzing only the BAs cluster among the three clusters obtained (Supplementary Fig. 6b). *c-Kit*^+^ BAs and *c-Kit*^-^ BAs constituted 15.6% and 84.3% of the total BAs of the D-BAT3 dataset (Supplementary Fig. 6b). We compared differentially expressed genes between *c-Kit*^+^ BAs *versus c-Kit*^-^ BAs using the volcano plotting (Supplementary Fig. 6c). 

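The c-Kit-positive and c-Kit-negative nuclei of D-BAT3, which come from 1 library, were compared by summed UMIs without a test. Kit UMIs were left out of the totals. The median depth was 1128 UMIs in c-Kit-positive and 820 in c-Kit-negative nuclei. Among genes with a UMI in at least 20% of nuclei of either group, the 5 with the largest log2 ratio of c-Kit-positive over c-Kit-negative nuclei were Slc25a1, Ppp1r3c, Hspa5, Agpat2 and Cebpa. Ppp1r3c had a log2 ratio of 0.57 (0.34 to 0.79), Hspa5 of 0.53 (0.31 to 0.75), Agpat2 of 0.51 (0.37 to 0.65) and Cebpa of 0.49 (0.26 to 0.72). The 5 genes with the smallest log2 ratio were Hspa1b at -1.09 (-1.29 to -0.90), Cyr61 at -0.96 (-1.17 to -0.76), Hspa1a at -0.87 (-1.05 to -0.70), Hspb1 at -0.81 (-0.98 to -0.63) and Hsp90aa1 at -0.76 (-0.90 to -0.62). With the groups matched on UMIs per nucleus, the same 5 largest lay between 0.26 for Cebpa and 0.47 for Hspa5, and the same 5 smallest between -0.48 for Hspa1b and -0.15 for Hsp90aa1.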

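In brown adipocyte-like nuclei of D-BAT3, Fasn, on chromosome 11 of GRCm38 from 120805846 to 120824547, had 5075 CPM in c-Kit-positive and 3985 CPM in c-Kit-negative nuclei, a log2 ratio of 0.35 (0.30 to 0.40). Scd1, on chromosome 19 from 44394455 to 44407879, was higher in c-Kit-positive nuclei by 0.34 (0.31 to 0.36), and Acly, on chromosome 11 from 100476353 to 100528000, by 0.30 (0.23 to 0.37). Thrsp had a log2 ratio of 0.45 (0.36 to 0.54) and Slc25a1 of 0.63 (0.43 to 0.82), the latter from 309 and 862 UMIs. The median over these 5 lipogenesis-related genes was 0.35. Ppp1r3b, with 3738 and 2945 CPM, had a log2 ratio of 0.34 (0.29 to 0.40), and Slc2a4 of 0.45 (0.30 to 0.60). Acaca did not differ beyond the counting error, at 0.03 (-0.01 to 0.07). The median moved most on the scale of the mean log2 of counts per 10000 plus 1 per nucleus, to 0.73. With 694 nuclei of each group matched on UMIs per nucleus, it was 0.19 (0.11 to 0.29).

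**Figure D2:**
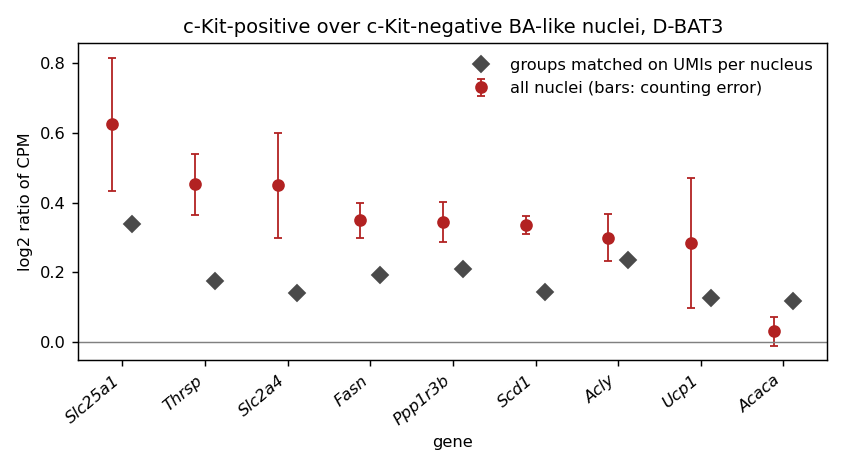
Log2 ratio of CPM of 9 genes, c-Kit-positive over c-Kit-negative brown adipocyte-like nuclei of D-BAT3, over all nuclei (circles, bars the exact 95% interval for counting error) and after matching on UMIs per nucleus (diamonds). All circles lie above 0, that of Acaca with an interval that includes 0, and the diamonds are lower than the circles except for Acaca.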

Of interest, expressions of lipogenesis-related genes (*Fasn*, *Scd1*, *Acly*, *Thrsp*, and *Slc25a1*) and a glycogen metabolism-related gene (*Ppp1r3b*) were higher in *c-Kit*^+^ BAs compared with *c-Kit*^-^ BAs (Supplementary Fig. 6c). These results show that lipogenesis-related genes, more specifically DNL enzymes (*Acly* and *Scd*), are upregulated in *c-Kit*^+^ BAs in D-BAT3.

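The difference in lipogenesis-related genes was set against splits of the same D-BAT3 nuclei by other genes. Of 437 other genes with a UMI in a share of brown adipocyte-like nuclei within 2 percentage points of that of Kit, the median log2 ratio of the same 5 genes was 0.16, and the middle 90% lay from 0.02 to 0.40. The value for Kit was above that of 90.2% of them. The paper named these 5 genes for being higher in c-Kit-positive BAs of D-BAT3, which favours Kit in this ranking. Matched on UMIs per nucleus, Acly was higher in c-Kit-positive nuclei by 0.23 and Scd1 by 0.14. Within the 3 brown adipocyte-like clusters the median of the 5 genes was 0.11 (0.06 to 0.19), 0.19 (0.02 to 0.35) and 0.19 (0.08 to 0.52), with the median of the bounds of the 5 genes as interval. From the higher expression of these genes in c-Kit-positive BAs, the paper concludes that DNL enzymes are upregulated in them.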

To validate the upregulation of DNL enzyme genes in *c-Kit*^+^ BAs, we investigated whether SCF-induced c-Kit activation enhances DNL enzymes in the cultured BAs (see Method).

To validate whether the cultured BAs differentiate and considering the experimental setting, the BAs were transfected with c-Kit cDNA inserted (c-Kit overexpressed) or empty lentiviral plasmid (Control) tagged with GFP encoding gene, and were differentiated under differentiation media and induction media (Supplementary Fig. 7a). Both c-Kit–overexpressed and Control cultured BAs were similarly differentiated by gaining lipid droplets and upregulated expression of *Ucp1* mRNA (Supplementary Fig. 7b, c). After 12 h of starvation with 1% fetal bovine serum (FBS), either bovine serum albumin (BSA, 100 ng/mL) or SCF (100 ng/mL) was treated into c-Kit–overexpressed BAs for 12 h. Compared with BSA treatment, SCF treatment reduced c-Kit by 58.4% at 6 h and 78.2% at 12 h, as previously described^40,41^. At 10 min after SCF treatment, the phosphorylations of AKT and ERK, representative downstream molecules of the c-Kit pathway, were increased [pAKT1 (Ser473) by 9.6-fold, pAKT2 (Ser474) by 12.4-fold, and pERK1/2 (Thr202/Tyr204) by 12.3-fold] (Fig. 3a, b). Additionally, SCF treatment increased protein levels of ACL (2.1-fold) and ACC (1.5-fold) at 12 h (Fig. 3a, b). Surprisingly, SCD1 was dramatically increased by SCF treatment (4.1-fold at 6 h and 6.3-fold at 12 h) (Fig. 3a, b). In comparison, either BSA or SCF treatment did not alter AKT and ERK1/2 phosphorylations and protein levels of ACL, ACC, and SCD1 in Control (transfected with empty lentiviral plasmid) BAs for 12 h (Fig. 3a, b). Nevertheless, the protein level of FASN was not altered either by BSA or SCF treatment in Control or c-Kit–overexpressed BAs (Fig. 3a, b). Thus, the activations of intracellular signaling Akt and ERK and upregulation of DLN enzymes are specifically mediated through SCF/c-Kit signaling.

**Fig. 3:**
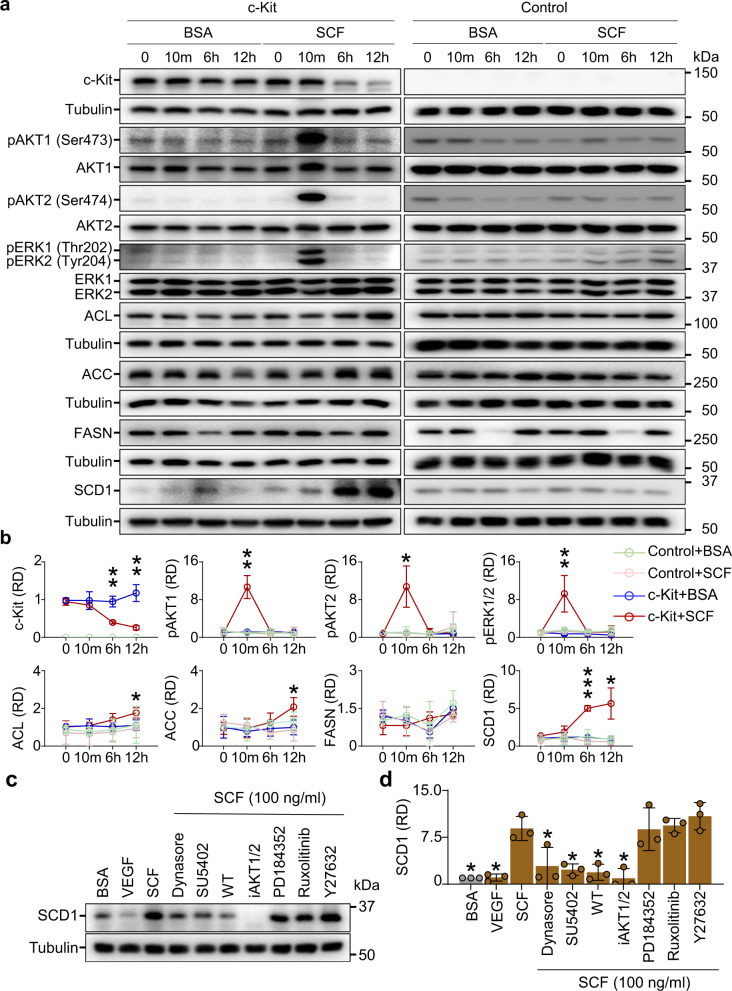
SCF increases DNL enzymes by activating c-Kit signaling pathway in cultured BAs. **a**, **b** Representative immunoblotting and comparisons of c-Kit, pAKT1 (Ser473), AKT1, pAKT2 (Ser474), AKT2, pERK1/2 (Thr202/Tyr204), ERK1/2, ACL, ACC, FASN, and SCD1 before and 10 min (10 m), 6 h, and 12 h after either bovine serum albumin (BSA, 100 ng/ml) or SCF (100 ng/ml) treatment in Control (transfected with empty lentiviral plasmid) or c-Kit over-expressed (transfected with c-Kit cDNA inserted lentiviral plasmid) cultured BAs. The cultured BAs were pre-incubated in high glucose DMEM containing 1% FBS for 12 h before and after the treatment. The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Dots and bars indicate mean ± SD from *n* = 3/group from two independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001 versus BSA by two-tailed t-test. Protein sizes are indicated as kilodalton (kDa). **c**, **d** Representative immunoblotting and comparison of effect of indicated signaling inhibitor on the SCF-induced increased protein level of SCD1 in the c-Kit over-expressed and differentiated cultured BAs. The cultured BAs were pre-incubated in high glucose DMEM containing 1% FBS for 12 h before and after the treatment. For the inhibitor experiments, either Dynasore (20 µM), SU5402 (1 µM), wortmanin (30 nM), AKT1/2 inhibitor (25 nM), PD 0325901 (1 µM), ruxolitinib (10 µm) or Y27632 (10 mM) was treated to cultured cells for 1 hr, and then SCF (100 ng/ml) or VEGF (100 ng/ml) was added and incubated for 12 h. Each dot indicates a value from one experiment and *n* = 3/group from two independent experiments. Vertical bars indicate mean ± SD. *P < 0.05 versus SCF by one-way ANOVA test followed by Tukey’s post-hoc test. Protein sizes are indicated as kilodalton (kDa).

To examine whether activation of c-Kit signaling actually enhances lipid accumulation, SCF (100 ng/ml) or BSA (100 ng/ml) was added into the c-Kit–overexpressed preadipocytes for 7 days, which were grown in the induction media without insulin supplement (Supplementary Fig. 7d). Compared with BSA treatment, SCF treatment showed 1.64-fold higher LipidTOX^+^ lipid area in the cultured BAs (Supplementary Fig. 7e, f), implying that activation of c-Kit signaling enhances lipid accumulation in BAs mediated through upregulation of DNL enzymes.

The key transcriptional factors for DNL enzymes are sterol regulatory element-binding protein 1 (SREBP1)^46–49^ and ChREBP^50,51^, and of importance, AKT is necessary for stimulating both transcriptional factors^4,52^. To examine whether c-Kit regulates SCD1 via AKT, several inhibitors targeting c-Kit downstream signaling pathways at different levels were pretreated for 1 h before BSA, VEGF, or SCF treatment. Inhibitors such as dynasore (20 μM, a cell-permeable inhibitor of clathrin-dependent internalization), SU5402 (1 µM, a potent multi-targeted receptor tyrosine kinase inhibitor), wortmannin (30 nM, a specific PI3K inhibitor), or AKT1/2 inhibitor (25 nM, a potent isozyme selective AKT1/2 kinase inhibitor) almost completely inhibited induction of SCD1 at 12 h after SCF treatment (Fig. 3c, d). However, inhibitors including PD0325901 (1 µM, a selective and non-ATP-competitive MEK inhibitor), ruxolitinib (10 µM, a potent and selective JAK1 and JAK2 inhibitor), and Y27632 (10 µM, a selective ROCK inhibitor) could not block the increase in SCD1 after SCF treatment (Fig. 3c, d). These results imply that SCF/c-Kit signaling positively regulates protein levels of DNL enzymes via the PI3K and AKT intracellular signaling pathways in BAs.

### c-Kit deletion in BAs reduces DNL enzymes after denervation

To further clarify the function of c-Kit in protein levels of DNL enzymes, we generated BA-specific *c-Kit* deletion (*c-Kit*^∆BA^) mice by crossing *UCP1*-Cre mice with *c-Kit*^flox/flox^ mice^53^ (Supplementary Fig. 8a). In 8-week-old *c-Kit*^∆BA^ mice compared with control mice, c-Kit was decreased only in BAT (77.8%) and not in WATs or pancreas. At baseline, body weight, fat weight, protein levels of DNL enzymes, BA lipid droplet size, and BA size were comparable between the groups (Supplementary Fig. 8b–i). Moreover, differences in mitochondrial sizes and areas and protein levels of PGC1-α and UCP1 in the BAs between control and *c-Kit*^∆BA^ mice were not detected (Supplementary Fig. 9a–e). To address whether c-Kit signaling truly plays a functional role in BAT thermogenesis, we adapted *c-Kit*^∆BA^ mice to RT or Cold for 5 days and conducted calorimetry measurements (Supplementary Fig. 9f). Unexpectedly, BA-specific *c-Kit* deletion did not lead to any differences in UCP1 protein level or metabolic rate as measured by oxygen and carbon dioxide consumption in RT or Cold (Supplementary Fig. 9g–o), suggesting that c-Kit does not alter thermogenesis in BAT, which is inconsistent with the findings of Hwang et al.^34^. using the global *c-Kit*^mutant^ mice.

Next, we performed UDN in *c-Kit*^∆BA^ mice to interrogate the effect of c-Kit on protein levels of DNL enzymes by conducting protein analysis at day 3 and morphologic analysis at day 5 in the separately isolated I-BAT and D-BAT mice (Fig. 4a). In control mice, ACC and FASN were reduced by 47.9% and 50% in D-BAT3 compared with I-BAT3 (Fig. 4b, c), consistent with previous results^10^. However, in *c-Kit*^∆BA^ mice, only SCD1 was markedly reduced by 63.3% in D-BAT compared with I-BAT (Fig. 4b, c). As a central regulator of DNL, SCD1 modulates FA accumulation and the FA component of cellular lipids by converting palmitate (C16:0) into palmitoleate (C16:1) and stearate (C18:0) into oleate (C18:1)^54,55^. Therefore, we postulated that the BA-specific *c-Kit* deletion might affect lipid droplet size in BAs. To address this idea, we measured and compared the sizes of lipid droplets in I-BAT and D-BAT from control and *c-Kit*^iTR^ mice. In both groups, UDN generated large-sized lipid droplets, and the population of small-sized lipid droplets was diminished. However, to our surprise, BA-specific *c-Kit* deletion prevented the production of extra-large-sized lipid droplets after UDN (Fig. 4d, e). Collectively, these results indicate that c-Kit contributes to the enlargement of lipid droplets by preventing the reduction of SCD1 in BAs after UDN.

**Fig. 4:**
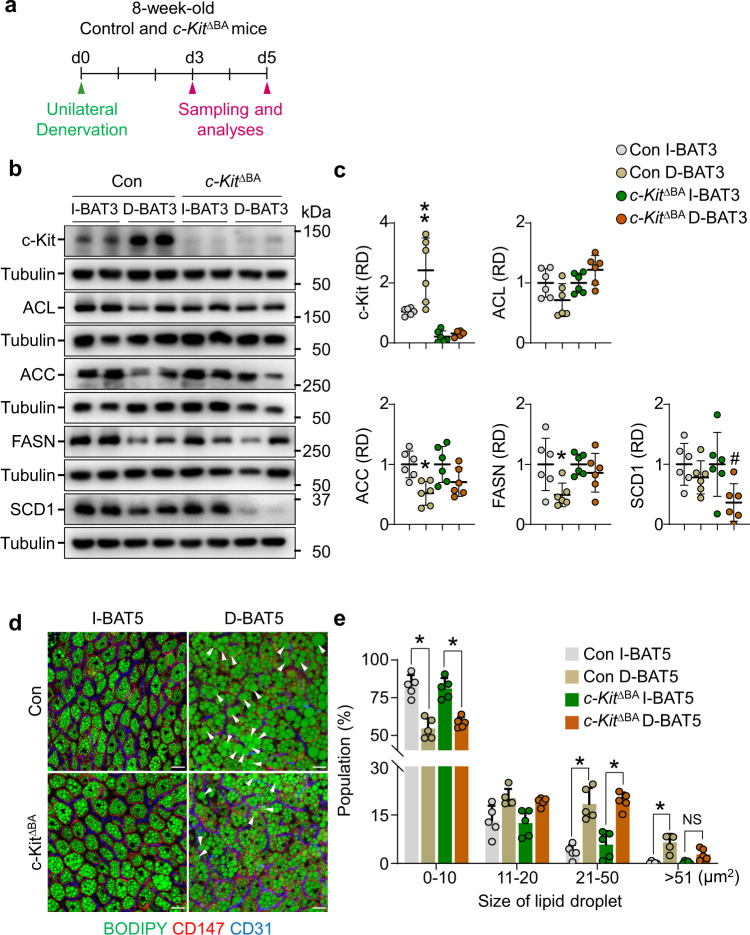
BA-specific deletion of c-Kit inhibits the denervation-induced lipid accumulation and reduces SCD1 in the BAs of BAT. **a** Diagram of the experimental procedure for the unilateral denervation of BAT in 8-week-old control (Con) and *c-Kit*^∆BA^ mice, and harvest BAT (I-BAT and D-BAT) 3 or 5 days later for the analyses. **b**, **c** Representative immunoblotting and comparisons of c-Kit, ACL, ACC, FASN, and SCD1 in the I-BAT and D-BAT 3 days after the unilateral denervation (I-BAT3 or D-BAT3). The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Each dot indicates a value from one mouse and *n* = 6 mice/group from two independent experiments. Horizontal and vertical bars indicate mean ± SD. *,#P < 0.05 versus Con I-BAT3 or *c-Kit*^∆BA^ I-BAT3 by one-way ANOVA test followed by Tukey’s post-hoc test. Protein sizes are indicated as kilodalton (kDa). **d**, **e** Representative images and comparisons of the populations of different sizes of lipid droplets in the CD147^+^ BAs of BAT among the indicated groups. White arrowheads indicate the lipid droplets whose size is larger than 51 µm^2^ in CD147^+^ BA. Scale bars, 20 µm. Each dot indicates the population (%) of the total of 1200–2400 droplets (100%) from three portions of BAT in one mouse and *n* = 5 mice/group from two independent experiments. Vertical bars indicate mean ± SD. *P < 0.05 by two-way ANOVA test followed by Sidak test. NS not significant.

### c-Kit deletion in BAs reduces lipogenic enzymes at thermoneutrality

To validate and expand our observations on the UDN mouse model, we adapted the mice to a thermoneutrality condition that naturally leads to BAT whitening with lipid deposition and mitochondrial mass reduction. To delineate whether c-Kit is altered at thermoneutrality, we adapted *c-Kit*^iTR^ mice to RT (25 °C) or thermoneutrality (30 °C) for 3 or 5 days (TN3, TN5) (Fig. 5a). In line with the findings of the UDN, thermoneutrality increased the number of c-Kit^+^ BAs at day 3 (17.4-fold) or at day 5 (12.4-fold) (Fig. 5b, c). In addition, thermoneutrality increased the size of lipid droplets and reduced the population of small-sized lipid droplets at day 3 and day 5 (Fig. 5b, d). We additionally analyzed the expression of c-Kit and DNL enzymes in BAT from C57BL/6 J mice at day 3 and day 5 after adaptation at thermoneutrality (Fig. 5e). c-Kit was 2.2-fold higher only at day 3 and then returned to RT level at day 5. ACL was decreased by 22.4% and SCD1 by 65.0% on day 5, but ACC and FASN were unchanged (Fig. 5f–k). These results indicate that thermoneutrality transiently increased c-Kit and subsequently decreased ACL and SCD1 despite lipid accumulation in BAs.

**Fig. 5:**
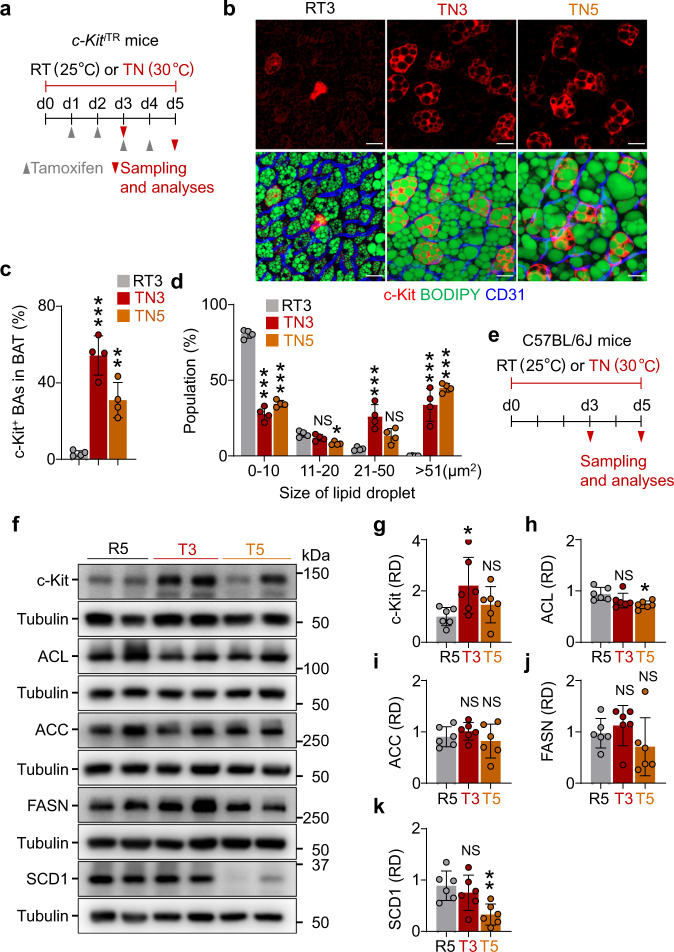
Thermoneutrality increases the number of c-Kit^+^ BAs and expression of c-Kit in BAT. **a** Diagram depicting the experimental procedure for the exposure of 8-week-old *c-Kit*^iTR^ mice to RT (25°C) or thermoneutrality (TN, 30°C) for 3 or 5 days with tamoxifen administrations. **b**–**d** Representative of the number of c-Kit^+^ BAs, and the populations of different sizes of lipid droplets in BATs from the *c-Kit*^iTR^ mice at RT (25°C) or thermoneutrality (TN, 30°C) for 3 or 5 days (RT3, TN3, or TN5). Scale bars, 20 µm. Each dot indicates a value from one mouse and *n* = 4 mice/group from two independent experiments. Vertical bars indicate mean ± SD. ***P < 0.001 versus RT by one-way ANOVA test followed by Tukey’s post-hoc test (**c**). Each dot indicates the population (%) of the total of 1200–2400 droplets (100%) from three portions of BAT in one mouse and *n* = 4 mice/group from two independent experiments. Vertical bars indicate mean ± SD. *P < 0.05 and ***P < 0.001 versus R3 by one-way ANOVA test followed by Tukey’s post-hoc test (**d**). NS, not significant. **e** Diagram depicting the experimental procedure for the exposure of 8-week-old C57BL/6 J mice to RT (25 °C) or thermoneutrality (TN, 30°C) for 3 or 5 days (R5, T3, or T5). **f**–**k** Representative immunoblotting and comparisons of c-Kit and UCP1 in BATs from C57BL/6 J mice at R5, T3, and T5. Each dot indicates a value from one mouse and *n* = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. *P < 0.05 versus R5 by one-way ANOVA test followed by Tukey’s post-hoc test. NS, not significant. Protein sizes are indicated as kilodalton (kDa).

Next, we questioned whether BA-specific *c-Kit* deletion could diminish DNL enzyme levels and lipid accumulation under thermoneutrality. To address this question, we adapted *c-Kit*^∆BA^ mice to thermoneutrality for 3 or 5 days (TN3 or TN5) (Fig. 6a) and found similar degrees of substantial decreases in ACL (35.8% and 50.9%), ACC (31.1% and 40.6%), FASN (55.1% and 48.6%), and SCD1 (61.1% and 65.5%) at TN3 and TN5 in BAT of *c-Kit*^∆BA^ mice (Fig. 6b–f). Since there were no significant differences in the reductions of the enzymes between TN3 and TN5, the lack of c-Kit does not seem to generate a fast or delayed adaptative response to the TN. To elucidate whether SCD1 activity changes under c-Kit signaling, we performed ultra-performance liquid chromatography coupled with a hybrid quadrupole orthogonal time-of-flight mass spectrometer (UPLC − QTOF − MS) analysis in BAT at day 3 after thermoneutrality and measured key free FAs (FFAs) related to SCD1 activity. In BATs from *c-Kit*^∆BA^ mice compared with controls, the proportion of palmitoleate (C16:1) in the total FFA fraction was lower by 24.5% and the SCD1 desaturation index (C16:1 to C16:0 ratio) was 18.7% reduced. However, the proportions of stearate (C18:0) and oleate (C18:1) in total FFAs did not differ between the two groups (Fig. 6g). Our findings imply that palmitoleate (C16:1) rather than oleate (C18:1) is presumably a dominant product by c-Kit-mediated increased SCD1 activity in BAT. Accordingly, the population of medium- and large-sized lipid droplets was increased, but those in the extra-large group were dramatically decreased in *c-Kit*^∆BA^ mice at day 5 of thermoneutrality (Fig. 6h, i). Together, these findings lead us to conclude that c-Kit induces lipid accumulation by upregulation of DNL enzymes, triggering the enlargement of lipid droplets in BAs at thermoneutrality.

**Fig. 6:**
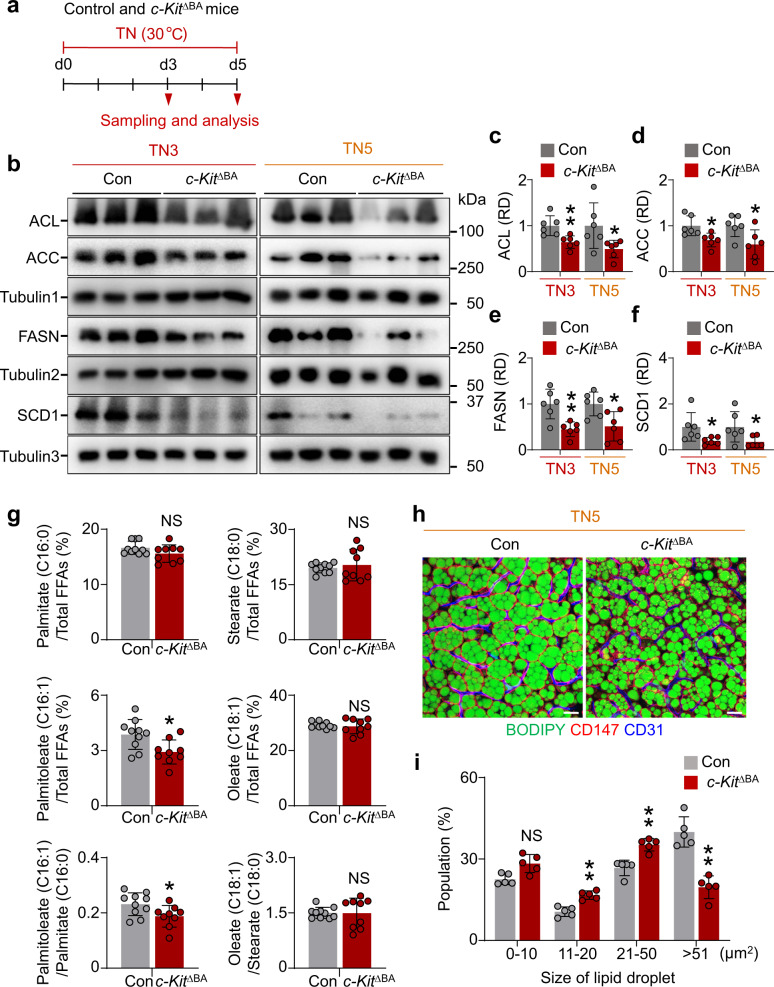
BA-specific c-Kit deletion reduces SCD1 and attenuates the growth of lipid droplets in BAs at thermoneutrality. **a** Diagram depicting experimental procedure for the exposure of 8-week-old control (Con) and *c-Kit*^∆BA^ mice to thermoneutrality (TN, 30 °C) for 3 or 5 days, and sampling and analyses. **b**–**f** Representative immunoblotting and comparisons of ACL, ACC, FASN, and SCD1 in BAT from Con and *c-Kit*^∆BA^ mice at the thermoneutrality for 3 or 5 days (TN3 or TN5). The same amount of protein loading in each lane is verified by immunoblotting of tubulin1 for ACL and ACC, tubulin2 for FASN, and tubulin3 for SCD1. Each dot indicates a value from one mouse and *n* = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. *P < 0.05, **P < 0.01 versus Con by two-tailed *t*-test. Protein sizes are indicated as kilodalton (kDa). **g** Comparisons of the proportions of palmitate (16:0), palmitoleate (16:1), stearate (C18:0), and oleate (C18:1) in total FFAs of BATs between Con versus *c-Kit*^∆BA^ mice at the thermoneutrality for 3 days. SCD1 desaturation indices calculated by the ratio of 16:1/16:0 and 18:1/18:0 are shown. Each dot indicates a value from one mouse and *n* = 9–10 mice/group. Vertical bars indicate mean ± SD. *P < 0.05 versus Con by two-tailed t-test. NS, not significant. **h**, **i** Representative images and comparisons of the populations of different sizes of lipid droplets in BATs from Con and *c-Kit*^∆BA^ mice at the thermoneutrality for 5 days (TN5). Scale bars, 20 µm. Each dot indicates the population (%) of total 1200–2400 droplets (100%) from three portions of BAT in one mouse and *n* = 5 mice/group from two independent experiments. Vertical bars indicate mean ± SD. **P < 0.01 versus Con by two-way ANOVA test followed by Sidak test. NS not significant.

### EC-derived SCF promotes lipid accumulation via c-Kit signaling in BAs at thermoneutrality

Finally, we asked whether EC-derived SCF could positively regulate c-Kit-mediated lipid accumulation in BAs. Our previous results (Supplementary Fig. 2a–e) had shown that SCF was produced by ECs and macrophages in adipose tissues. Thus, we examined SCF expression in BAT using EC-specific *SCF* deletion mice (*SCF*^iΔEC^) generated by crossing *VE-cadherin*-Cre-ER^T2^ mice and *SCF*^*flox/flox*^ mice (Supplementary Fig. 10a). For determining the deletion efficiency, adipose tissues in *SCF*^iΔEC^ mice were obtained at day 7 after the first tamoxifen treatment (Supplementary Fig. 10a). Compared with control mice, the concentration of SCF in *SCF*^iΔEC^ mice, as measured by ELISA, was significantly reduced in BAT (94%), iWAT (83%), epididymal WAT (76%), and plasma (63%) (Supplementary Fig. 10b). However, SCF deletion in ECs did not yield any significant change in body or fat weight or in levels of c-Kit and lipogenic enzymes in BAT at baseline (Supplementary Fig. 10c–i). Because SCF/c-Kit signaling plays an essential role in insulin secretion from pancreatic β-cells^32,33^, we measured fasting blood glucose weekly in *SCF*^iΔEC^ mice during 8–11 weeks of age. For at least the first 2–3 weeks after SCF was turned off in the ECs by tamoxifen, fasting blood glucose levels were unaffected in *SCF*^iΔEC^ mice (Supplementary Fig. 10j), indicating that pancreatic insulin secretion was unimpaired.

To characterize the expression of SCF in macrophages, we generated macrophage-specific *SCF* deletion mice (*SCF*^ΔMΦ^) by crossing *LysM*-Cre mice and *SCF*^*flox/flox*^ mice (Supplementary Fig. 11a). In contrast to *SCF*^iΔEC^ mice, the concentrations of SCF in adipose tissues and plasma were unchanged in *SCF*^ΔMΦ^ mice (Supplementary Fig. 11b–d). These results imply that SCF in BAT is almost exclusively expressed in ECs than in macrophages.

To determine whether EC-derived SCF activates c-Kit-mediated lipid accumulation in BAs, *SCF*^iΔEC^ mice were adapted to thermoneutrality for 3 or 5 days (Fig. 7a). c-Kit protein was increased 3.7- and 3.6-fold at day 3 and 5 of thermoneutrality in BAT of *SCF*^iΔEC^ mice, while it was increased only 2.3- and 1.6-fold at day 3 and 5 of thermoneutrality in BAT of control mice (Fig. 7b, c). These data imply that the SCF deletion from the adjacent ECs diminishes the ligand-dependent internalization and degradation of c-Kit^40,41^, which leads to higher levels of c-Kit in the cell membrane of *c-Kit*^+^ BAs in the *SCF*^iΔEC^ mice compared with control mice. In addition, compared with BAT from control mice, ACC (79.4%) and SCD1 (79.6%) were decreased in BAT of *SCF*^iΔEC^ mice at TN3, and ACC (58.8%), FASN (47.3%), and SCD1 (83.9%) were decreased in BAT of *SCF*^iΔEC^ mice at TN5 (Fig. 7d–h). To determine whether SCD1 activity in BAT at day 3 of thermoneutrality is altered by SCF ablation in ECs, we measured key FFAs related to SCD1 activity using UPLC − QTOF − MS analysis. The proportion of palmitoleate (C16:1) in total FFAs declined by 45.7% and the SCD1 desaturation index by 39.6% in BAT from *SCF*^iΔEC^ compared with control mice. However, the proportions of stearate (C18:0) and oleate (C18:1) did not differ between the two groups (Fig. 7i), similar to the findings in *c-Kit*^∆BA^ mice. Additionally, the population of large-sized lipid droplets increased but the number of extra-large-sized lipid droplets dramatically declined in *SCF*^iΔEC^ mice (Fig. 7j, k). These data suggest that EC-derived SCF enhances lipid accumulation via c-Kit–mediated induction of lipogenic enzymes and promotes the growth of lipid droplets in BAs.

**Fig. 7:**
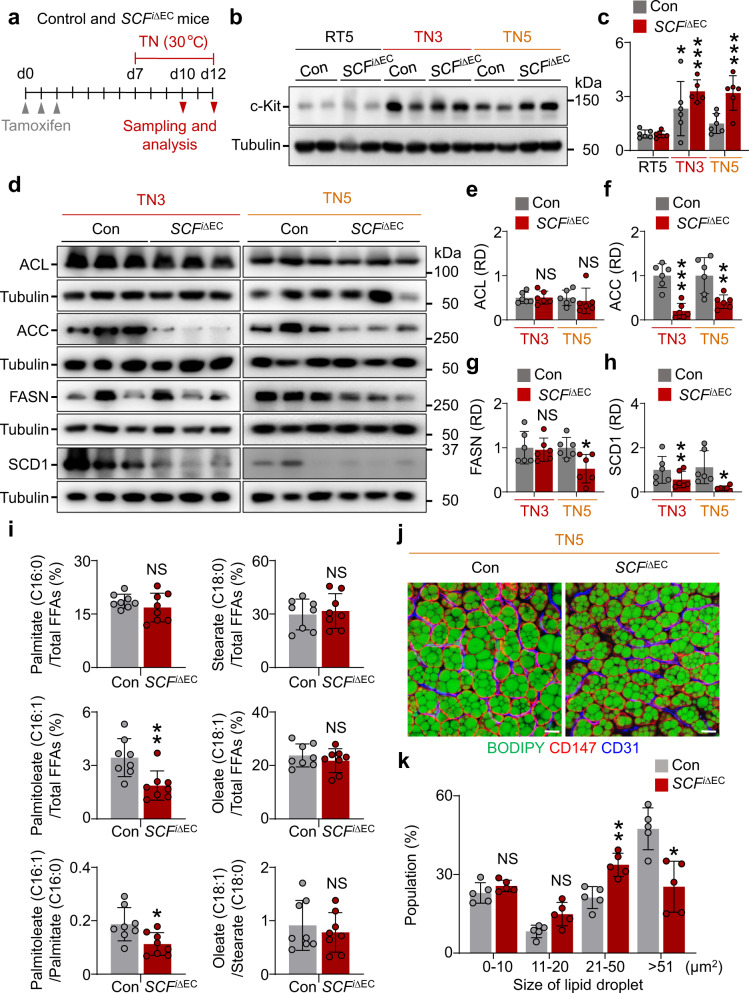
EC-specific SCF deletion reduces SCD1 and attenuates the growth of lipid droplets in BAs at thermoneutrality. **a** Diagram depicting an experimental procedure for the exposure of 8-week-old control (Con) and *SCF*^i∆EC^ mice to thermoneutrality (TN, 30 °C) for 3 or 5 days, and sampling and analyses. **b,c**, Representative immunoblotting and comparison of c-Kit in BAT in Con and *SCF*^i∆EC^ mice at RT or thermoneutrality for 3 or 5 days (RT5, TN3, or TN5). The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Each dot indicates a value from one mouse and *n* = 5 mice for *SCF*^iΔEC^ group in TN3 and *n* = 6 mice for other groups from two independent experiments. Vertical bars indicate mean ± SD. *P < 0.05, ***P < 0.001 versus RT by one-way ANOVA test followed by Tukey’s post-hoc test. Protein sizes are indicated as kilodalton (kDa). **d**–**h** Representative immunoblotting and comparisons of ACL, ACC, FASN, and SCD1 in BAT of Con and *SCF*^i∆EC^ mice at thermoneutrality for 3 or 5 days (TN3 or TN5). The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Each dot indicates a value from one mouse and *n* = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 versus Con by two-tailed t-test. NS, not significant. Protein sizes are indicated as kilodalton (kDa). **i** Comparisons of the proportions of palmitate (16:0), palmitoleate (16:1), stearate (C18:0), and oleate (C18:1) in total FFAs of BATs between Con versus *SCF*^i∆EC^ mice at the thermoneutrality for 3 days. SCD1 desaturation indices calculated by the ratio of 16:1/16:0 and 18:1/18:0 are shown. Each dot indicates a value from one mouse and n = 8 mice/group. Vertical bars indicate mean ± SD. *P < 0.05 versus Con by two-tailed t-test. NS, not significant. **j**, **k** Representative images and comparison of the populations of different sizes of lipid droplets in BAT from Con and *SCF*^i∆EC^ mice at the thermoneutrality for 5 days (TN5). Scale bars, 20 µm. Each dot indicates the population (%) of a total of 1200–2400 droplets (100%) from three portions of BAT in one mouse and *n* = 5 mice/group from two independent experiments. Vertical bars indicate mean ± SD. *P < 0.05 versus Con by two-way ANOVA test followed by Sidak test. NS not significant.

## Discussion

In this study, we demonstrated that SCF is mainly localized in vascular ECs, interacts with c-Kit expressing BAs, and promotes lipid accumulation in BAs by positively regulating DNL enzymes. c-Kit^+^ BAs transiently increased only in BAT after UDN or thermoneutrality, which induces lipid accumulation and mitochondrial inactivation. As a consequence, SCF or c-Kit deficiency in ECs or BAs, respectively, prevents the expansion of lipid droplets by reducing DNL enzymes (Fig. 8).

**Fig. 8:**
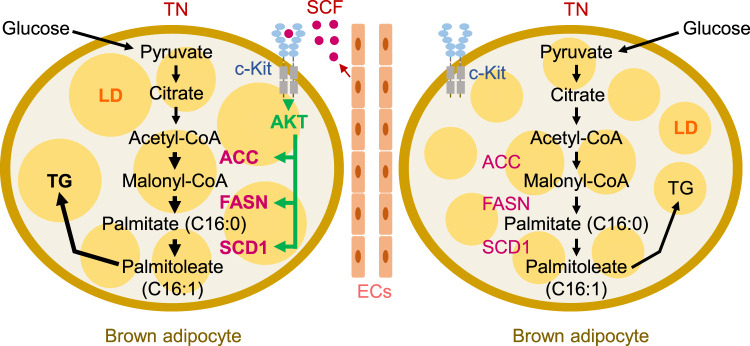
Schematic diagram depicting the promoting role of SCF/c-Kit signaling in lipid accumulation in BAs. Activation of c-Kit in BAs by SCF derived from ECs increases protein levels of DNL enzymes, which enhances the growth of lipid droplets. TN thermoneutrality, TG triglycerides, LD lipid droplet.

SCF/c-Kit signaling is crucial for the growth and function of multiple lineages of progenitor cells and pancreatic β-cells, and c-Kit may be involved in peripheral lipid metabolism^32,34^. Impairment of β-cell growth and function in global c-Kit mutant mice compromises insulin secretion associated with various physiological processes^32,33^, which from a metabolic perspective has distracted attention from the roles of SCF and c-Kit in organs other than the pancreas. Our analysis with snRNA-seq and immunofluorescence staining using reporter mice clearly showed the presence of SCF in ECs and c-Kit in BAs of BAT. 

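In the untreated library, 46.6% of endothelial-like nuclei had a Kitl UMI (45.2 to 47.9) at a median of 660 UMIs per nucleus, against 4.17% of brown adipocyte-like nuclei (3.55 to 4.86) at a median of 1780 UMIs. Kit was found in 37.4% of brown adipocyte-like nuclei (35.9 to 39.0), against 3.11% of endothelial-like nuclei (2.66 to 3.63) and 0.917% of pericyte-like nuclei (0.337 to 1.99), the latter at a median of 774 UMIs. Thinned to 800 UMIs per nucleus, Kitl was found in 51.3% of endothelial-like and 2.13% of brown adipocyte-like nuclei, and Kit in 21.7% of brown adipocyte-like and 4.05% of endothelial-like nuclei. This left out 3377 endothelial-like and 339 brown adipocyte-like nuclei with fewer UMIs.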

Interestingly, c-Kit was detected only in a certain population of classical BAs and not in white adipocytes, beige cells, hepatocytes, or myocytes at the basal level, implying that c-Kit plays a selective role in BAs only. Indeed, our findings clearly show that c-Kit plays a promoting role in lipid accumulation rather than lipolysis in the BAs. Moreover, we found that BA-specific c-Kit ablation does not affect thermogenesis induced by cold exposure. These findings are inconsistent with those of Hwang et al. ^34^. using the global *c-Kit*^mutant^ mice, which show reduced thermogenesis. The main reason for this difference could be attributed to the different metabolic phenotypes between the *c-Kit*^∆BA^ mice and the *c-Kit*^mutant^ mice. The *c-Kit*^∆BA^ mice used in this study were 8–10 weeks old and exhibited no apparent alterations in the metabolic organs. In fact, the BATs of *c-Kit*^∆BA^ mice have no alterations in total size, lipid droplet size, protein levels of DNL enzymes, PGC1-α and UCP1, and mitochondrial sizes and areas, which leads to no alteration in thermogenesis induced by cold exposure. In contrast, the *c-Kit*^mutant^ mice used and analyzed in their study^34^ were 20–40 weeks old and exhibited multiple defects in the major metabolic organs. In particular, the BAT and skeletal muscle, major thermogenic organs, of 20-weeks-old *c-Kit*^mutant^ mice have reduced number, mtDNA, and respiration in mitochondria and reduced PGC1-α protein level^34^, which leads to reduced thermogenesis. We attribute these alterations of BAT to impairment of insulin secretion from the compromised pancreas or metabolic alterations of other major metabolic organs in the *c-Kit*^mutant^ mice^32,33^, since our *c-Kit*^∆BA^ mice did not show any alterations in the BAT and thermogenesis.

We also showed that lipid droplets grow rapidly by inhibiting thermogenesis or sympathetic activation. However, the underlying mechanism of lipid accumulation in these conditions has not been fully characterized. Using snRNA-seq and knock-out mice, we found that c-Kit in BAs is connected with lipogenesis. DNL initiates a series of enzymatic reactions for converting glucose into FAs that are later esterified for triglyceride synthesis. Both SREBP1-c and ChREBP transcriptionally regulate DNL enzymes, and their activity is determined by AKT^4,52^. DNL enzymes are decreased under abnormal lipid accumulation in white adipocytes^56^, which may lead to insulin resistance based on induction of WAT inflammation and systemic insulin resistance in adipocyte-specific ChREBP deletion mice^57^. Hyperleptinemia is a possible mechanism for reducing DNL enzymes in obesity-related WAT^58^, but whether leptin plays the same role in BAs after UDN or thermoneutrality is unclear. Our data indicate that c-Kit^+^ BAs are dramatically and transiently increased in BAT after UDN or thermoneutrality and that c-Kit activation enhances the augmentation of DNL enzymes through AKT activation in cultured BAs. Conversely, ablation of SCF or c-Kit in BAT reduces DNL enzyme levels after UDN or thermoneutrality, emphasizing that c-Kit prevents the reduction of DNL enzymes in lipid accumulation. As a rate-limiting enzyme, SCD1 modulates FA accumulation and the FA component of cellular lipids by converting palmitate (C16:0) into palmitoleate (C16:1) and stearate (C18:0) into oleate (C18:1)^54,55^. In our observations, c-Kit activation by SCF in vitro or ablation of SCF or c-Kit in BAT preferentially manipulates SCD1 more than other DNL enzymes, so that reduction of SCD1 and its activity by SCF or c-Kit deficiency inhibits expansion of lipid droplets in BAs after UDN and thermoneutrality. In addition, our findings indicate that the SCF/c-Kit signaling-induced SCD1 seems to facilitate the conversion of palmitate to palmitoleate rather than the conversion of stearate to oleate in the BAT. In fact, the preferential conversion of palmitate to palmitoleate or stearate to oleate by SCD1 is fat-depot specific^59–61^. Therefore, it is warranted to investigate the preferential conversion of SCD1 in the BAT under several different conditions as a future study.

In WAT, the reciprocal interaction between ECs and white adipocytes is crucial for lipid accumulation. Although vascular refraction contributes to BAT whitening by hypoxia-induced β-AR inhibition^8^, it is unclear whether the vasculature is directly related to lipogenesis in BAT.

Our results emphasize that SCF from ECs is a paracrine regulator for lipogenesis in BAs. The decline in DNL enzyme with EC-specific SCF deletion is similar to that observed in c-Kit ablation in BAs, but SCF deletion in ECs does not entirely remove SCF in the plasma due to other origins of SCF, including stromal cells and fibroblasts^62^, which results in the maintenance of fasting glucose level and less degree of reduction in DNL enzyme than c-Kit ablation in BAs. Nonetheless, we found that EC-specific SCF deletion prevents the growth of lipid droplets in BAs after thermoneutrality. The growth of lipid droplets in BAs is a process for unilocular lipid droplet formation found in BAT whitening^63^. BAT whitening results in the death of BAs and BAT inflammation, eventually leading to BAT involution^64^. In this study, we found that SCF/c-Kit signaling is involved in the early phase of lipogenesis and contributes to the BAT whitening process. Thus, inhibition of SCF or c-Kit might be considered as a possible way to prevent lipid accumulation and the resulting BAT whitening.

## Methods

### Study approval

Animal care and experimental procedures were performed under the approval (KA2018-70) of the Institutional Animal Care and Use Committee of Korea Advanced Institute of Science and Technology (KAIST).

### Mice and treatment

C57BL/6 J, *tdTomato*^flox/flox^ (#007909), *c-Kit*^flox/flox^ (#042035)^53^, *UCP1*-Cre (#024670), and *LysM*-Cre (#004781) mice were obtained from The Jackson Laboratory. *Scf*^*+/gfp*^ and *Scf*^flox/flox^ mice were kindly provided by Dr. Sean Morrison (Southwestern University, USA)^36,65^. *c-Kit*-CreER^T2^ and *VE-cadherin*-CreER^T2^ mice were kindly provided by Dr. Bin Zhou (Chinese Academy of Sciences in Shanghai, China) and Dr. Yoshida Kubota (Keio University, Japan), respectively^66,67^. All mice were bred and maintained under specific pathogen-free conditions at KAIST. Mice were housed under a 12 h light/dark cycle within a temperature-controlled room (21–22 °C) and allowed to free access food (Teklad global 18% protein rodent diet, #2018C, Envigo®) and water. To induce Cre activity in the CreER^T2^ mice, tamoxifen (50 mg/kg of body weight, #T5648, Sigma-Aldrich) was administered by oral gavage at indicated time point. Cre or CreER^T2^-negative but flox/flox-positive mice among the littermates were regarded as Control mice. Tamoxifen was given to both the CreER^T2^-positive and CreER^T2^-negative (Control) mice in the same manner. To avoid the off-target effect of tamoxifen on iWAT browning in the CreER^T2^ female mice^68^ and to preclude the possible sexual differences among the mice groups, only male mice were used in all of this study. For the β3-AR activation, CL316,247 (1 mg/kg of body weight, #C5976, Sigma-Aldrich) was injected intraperitoneally (i.p.) at the indicated time point. Mice were anesthetized with i.p. injection of a combination of anesthetics (80 mg/kg ketamine and 12 mg/kg xylazine) before any procedure. Mice were euthanized by CO_2_ inhalation.

### Isolation of nuclei from BAs for single-nucleus RNA sequencing (snRNA seq)

Interscapular BATs were harvested from 8-week-old C57BL/6 J mice and incubated in RPMI buffer containing 0.1% collagenase type II (#LS004177, Worthington), 0.1% dispase (#17105041, Gibco), and 0.05% trypsin (#T4799, Sigma-Aldrich) for 60 min at 37 °C with constant shaking at 1000 rpm (Eppendorf thermomixer, Sigma-Aldrich). After inactivating collagenase with RPMI buffer containing 10% fetal bovine serum (FBS) (#26140079, Gibco), the cell suspension was filtered through a 100 μm nylon mesh (BD Biosciences), followed by centrifugation at 100 *g* for 5 min. Because massive amounts of fragmented vasculatures (FVs) were already aggregated with floating BAs after centrifugation, the entire floating cells were digested in Nuclei EZ lysis buffer (#NUC-101, Sigma-Aldrich) to disrupt cell membranes for the isolation of nuclei. The digestion was filtered through a 40 μm nylon mesh, followed by centrifugation at 350 g for 10 min. The pellet was resuspended and incubated with Vybrant™ DyeCycle™ (#V35004, Thermo Fisher Scientific) for 30 min at 4 °C to identify the nuclei and sorted with a BD FACS Aria cell sorter (BD Biosciences) equipped with a 75-mm nozzle. In the total nuclei population detected by SSC-A and FSC-A distribution, doublet nuclei were removed by the gating in FSC-W and FSC-A detectors, and then the Vybrant™ DyeCycle™-positive nuclei were sorted (Supplementary Fig. 12). Vybrant™ DyeCycle™-negative cluster was defined as unstained nuclei. Compensation was performed at the time of acquisition in Diva software using compensation beads (#552843, BD Biosciences).

### Single-nucleus library preparation and sequencing

The FACS-assisted isolated nuclei in the mixture of BAs and fragmented vasculature were counted using Countess® II FL Automated Cell Counter (ThermoFisher Scientific), and a total of 20,000 nuclei were loaded on a microwell cartridge of the BD Rhapsody Express system (BD Biosciences). Single-nucleus whole transcriptome libraries were prepared according to the manufacturer’s instructions using BD Rhapsody WTA Reagent kit (#633802, BD Biosciences). The final libraries were quantified using a Qubit Fluorometer with the Qubit dsDNA HS Kit (ThermoFisher Scientific), and the size distribution was measured using the Agilent high-sensitivity DNA chip assay on a Tapestation system (Agilent technologies). Lastly, the generated single-nucleus libraries were sequenced by Illumina HiSeq-X platform (150 cycles, Illumina). Raw sequencing data were processed via the standard Rhapsody analysis pipeline (BD Biosciences) on Seven Bridges (https://www.sevenbridges.com) according to the manufacturer’s recommendation. The final output of Seven Bridges (molecule per cell matrix) was then analyzed in ‘R’ (version 4.0.3) using the package Seurat (version 4.0.6). For the pre-processing, we first removed debris and empty droplets by applying DIEM^69^ with default options, except for setting the lower bound for the number of detected genes for defining cell-containing droplets as 200^70^. Then, we removed ambient RNA using decontX function in R package “Celda”^71^ with default options. From the pre-processed matrix, potential dead cells with more than 50% of UMIs mapped to mitochondrial genes were discarded. After initial clustering, a small number of contaminating cell clusters, such as immune cells, were also removed. In addition, cells simultaneously expressing mutually exclusive marker genes for EC, adipocyte, and stromal cells were considered as doublets and removed. 

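Applied as at least 3 UMIs of each of 2 exclusive marker lists, the smaller sum at least 25% of the larger, this step removed 2051 of 11792 nuclei of the untreated library, or 17.4%. In the denervated library it removed 15.2%. The paper's text does not give the number of UMIs or the marker genes behind its own calls.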

For downstream analysis, the resulting expression matrix after quality control was used. First, normalization was performed by dividing expression values in a cell by the total expression of the given cell. Then, log_2_ transformation with the addition of pseudo-count of 1 was performed. After the identification of highly variable genes and scaling, principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) were performed for visualization in 2-dimension plots. Unsupervised clustering was achieved by applying Louvain algorithm. For the integration of datasets, methods implemented in Seurat were used. Briefly, highly variable genes were selected and used for finding the anchors between datasets for integration. Differentially expressed genes were identified using “MAST” test in the R package Seurat with options: min.pct = 0.2, logfc.threshold = 0.1. To infer ligand-receptor interactions, R package CellChat (10.1038/s41467-021-21246-9) was used. Volcano plots were generated using the EnhancedVolcano ‘R’ package (10.18129/B9.bioc.EnhancedVolcano).

### Sample preparations for histological analyses and immunofluorescence staining

After anesthesia, mice were perfused with ice-cold PBS followed by 2% formalin (#HT501128, Sigma-Aldrich) through the left ventricle by puncturing the right auricle. BAT, WATs, liver, skeletal muscle, and pancreas were harvested, and the tissues were then post-fixed in 2% formalin at 4 °C overnight. The liver, skeletal muscle, and pancreas were cut into 200 μm-thick sections using a vibrating microtome (#VT1200S, Leica). ATs were whole-mounted. The samples were washed with PBS several times and blocked with 5% goat or donkey serum (Jackson ImmunoResearch) in 0.2% Triton-X 100 in PBS (PBST) for 1 h at RT. The samples were then incubated with the following primary antibody diluted in the blocking solution at 4 °C overnight: anti-CD31 (hamster monoclonal, #MAB1398Z, Millipore); anti-GFP (goat polyclonal, #ab6658, Abcam); anti-F4/80 (rat monoclonal, #MCA497G, Bio-Rad); Alexa Fluor^TM^ 647 conjugated anti-phalloidin [mouse, #8940, Cell Signaling Technology (CST)]; PE-conjugated CD147 (rat monoclonal, #123707, BioLegend). After several washes with PBS, the samples were incubated at 4 °C for 4 h with Cy3-, Cy5-, or Alexa488-conjugated secondary antibodies (Jackson ImmunoResearch) in PBS. Neutral lipids in adipocytes were stained with BODIPY^TM^ 493/503 (#D3922, Invitrogen) or LipidTOX red dyes (#H34476, Invitrogen) according to the manufacturer’s instructions. To visualize lipid droplets, the cells were fixed with 1% formalin for 1 h at RT, then washed with PBS several times and blocked with 5% goat or donkey serum in 0.2% Triton-X 100 in PBS (PBST) for 1 h at RT. Cells were then incubated with LipidTox (0.2 μg/ml) diluted in the blocking solution at 4 °C overnight. Lipid accumulation in the cell was calculated by determining the total LipidTox^+^ lipid area per total GFP^+^ cell area, and the data were presented as a percentage.

### Imaging and morphometric analyses

Immunofluorescent images were acquired using an LSM880 confocal microscope (Carl Zeiss). ZEN 2.3 software (Carl Zeiss) was used to acquire and process images. Confocal images of stained samples were processed with maximum intensity projections of single plane z-stack images through the 4–10 µm thickness of tissues, which were all taken at a resolution of 1024 X1024 pixels with the LD C-Apochromat 40x/1.1 NA water immersion Corr M27 (LSM 880) with multichannel scanning in the frame. 3D reconstruction images were created from z-stack confocal images using the 3D tab in ZEN 2.3 software. Images were obtained from 3 different portions of each sample, and morphometric measurements were performed in 210 μm × 210 μm fields of an image using ImageJ software (version 1.8.0_172, NIH) and Zen 2.3 software. The vessel coverage of SCF was defined as the total SCF-GFP^+^ area in CD31^+^ ECs divided by the total area of CD31^+^ ECs. The macrophage coverage of SCF was defined as the total SCF-GFP^+^ area in F4/80^+^ macrophages divided by the total area of F4/80^+^ macrophages. The total number of c-Kit^+^ BAs in tdTomato reporter mouse was counted manually and then presented as a percentage of total BAs in 3 independent images. The size of a single brown adipocyte was analyzed by measuring the area of CD147^+^ BAs manually using the polygon tool and then presented as the average size of 90–120 cells in a BAT from one mouse. The size (area; μm^2^) of a single lipid droplet was defined as an area of BODIPY^+^ lipid droplet. The size of 1200–2400 droplets obtained from one BAT was categorized into size-based 4 subpopulations [small (0–10 μm^2^), middle (12–20 μm^2^), large (21–50 μm^2^), and larger ( > 51 μm^2^)]. The data was presented as a percentage of the total number of lipid droplets in three independent images. Lipid droplet in the cultured BAs was visualized by the LipidTox staining, calculated the lipid accumulation in the cell by total LipidTox+ lipid area per total GFP+ cell area, and presented the data as a percentage.

### Immunoblotting assay

For the protein isolation, frozen tissues in RIPA buffer (#CBR002, LPS solution) containing protease inhibitor and phosphatase inhibitor (#5872, CST) were homogenized with ULTRA-TURRAX® dispersers (IKA) at 20,000 rpm for 2–3 min at 4 °C until tissues were completely lysed, followed by centrifugation at 16,000 *g* for 10 min at 4 °C. Total protein isolated from each sample was measured and normalized with a Pierce BCA Protein Assay Kit (#23225, ThermoFisher Scientific). An equal amount of protein from tissue lysate was loaded into each well of a 7.5–12% SDS-polyacrylamide gel after denaturation with SDS loading buffer for 5 min at 95 °C. After electrophoresis, proteins were transferred to a PVDF membrane, incubated with 2% bovine serum albumin (BSA) blocking buffer for 1 h at RT, and blotted with the following antibodies overnight: rabbit anti-c-Kit (#3074); rabbit anti-ACC (#3676); rabbit anti-FASN (#3180); rabbit anti-SCD1 (#2794); rabbit anti-GAPDH (#5174) (CST); rabbit anti-p-AKT1 (ser473) (#9018); rabbit-anti-AKT1 (#2938); rabbit-anti-p-AKT2 (Ser474) (#8599); rabbi-anti-AKT2 (#3063); rabbi-anti-p-p44/42 MAPK (Thr202/Tyr204) (#4377); rabbi-anti-p44/42 MAPK (#4695); rabbit anti-PGC1-α (#ab191838); rabbit anti-tyrosine hydroxylase (#ab137869); rabbit anti-ACL (#ab40793); rabbit anti-UCP1 (#ab23841) (Abcam) (4 h at RT or overnight); rat anti-α-tubulin (#sc-69970, Santacruz). After several washes with TBST solution (#CBT007, LPS solution), the membrane was incubated with anti-rabbit (#7074, CST) or anti-mouse (#7076, CST) secondary peroxidase-conjugated antibody for 1 h at RT. Target proteins were detected using ECL western blot detection solution (#WBKLS0500, Millipore). The same amount of protein loading in each lane is verified by immunoblotting of tubulin or GAPDH. Images were obtained using Amersham Imager 600 (GE Healthcare Life Sciences), and protein density was measured using Image Studio Lite (LI-COR).

### Unilateral denervation of sympathetic nerves on BATs

Unilateral denervation on BAT was performed in the 8-week-old mice as previously described^10,45^. After anesthesia, the mouse was weighed, shaved, and placed on a warm surgical table. Under a stereomicroscope, interscapular BAT lobes were elevated from the underlying cervical and scapular caudally to separate them from the surrounding muscle and expose sympathetic nerves. Five branches of intercostal nerves of the left lobe were isolated and cut (denervated) without disrupting the vasculature, and the right intercostal nerve bundles were left intact as an internal negative control. After the unilateral denervation UDN), the interscapular BAT lobes were returned to their original position, and the skin was sutured with a tissue adhesive and skin clips (#RS-9255, Roboz Surgical Instrument). The operated mice were housed individually in a clean cage. BATs were isolated at the indicated time points and frozen at −80 °C until further analysis.

### BAs isolation and immortalization

Interscapular BATs were isolated at postnatal day 2 in C57BL/6 J mice, minced, and digested with isolation buffer (2 mg of collagenase in 2 ml of isolation buffer containing 0.123 M NaCl, 5 mM KCl, 1.3 mM CaCl_2_, 5 mM glucose, 100 mM HEPES (4-(2-hydroxyethyl) piperazine-1-ethanesulfonic acid), and 4% BSA) for 40 min at 37 °C with constant shaking at 900 rpm (Eppendorf thermomixer, Sigma-Aldrich). The digestion was quenched with DMEM/F12 containing 10% FBS, and the dissociated cells were passed through a 100 μM filter, followed by centrifugation at 100 *g* for 10 min. The pellet containing precursor cells was washed once with isolation buffer and centrifuged again. The resulting pellet was resuspended in high glucose Dulbecco’s modified Eagle medium (DMEM) media containing 10% FBS, seeded on a 35 mm plate, and grown in a humidified atmosphere of 5% CO_2_ and 95% air. The medium was changed every other day. After reaching 80% confluence, cells were passed to 10 cm plates and infected with the puromycin resistance retroviral vector pBabe encoding SV40 T antigen (Addgene) for 24 h. Following infection, the brown adipose precursor cells were maintained in a culture medium for 72 h and then subjected to selection with puromycin (1 mg/ml) for two weeks.

### *c-Kit* overexpression in immortalized pre-adipocytes and differentiation

For the overexpression of *c-Kit*, mouse *c-Kit* cDNA (#MR227469, OriGene) was inserted in FUGW lentiviral plasmid (#14883, Addgene) tagging with GFP, and the resulting plasmid was transfected into pre-adipocytes for 24 h. As a control, the empty FUGW lentiviral plasmid was transfected into pre-adipocytes in the same manner. GFP-positive Control or *c-Kit* overexpressed pre-adipocytes were sorted with a BD FACS Aria cell sorter. The sorted preadipocytes were grown in DMEM media until reached around 95% confluency. The cells were incubated in differentiation media (high glucose DMEM media supplemented with 10% FBS, 20 nM insulin (#I5523, Sigma-Aldrich) and 1 nM T3 (#T2877, Sigma-Aldrich) for 48 h and then incubated in induction media that was further supplemented with 0.5 mM isobutylm-ethylxanthine (#I5879, Sigma-Aldrich), 0.5 mM dexamethasone (#D1756, Sigma-Aldrich), and 0.125 mM indomethacin (#I7378, Sigma-Aldrich) in differentiation media for four days until exhibiting a fully differentiated phenotype with accumulation of multilocular lipid droplets. BSA (100 ng/ml, #23209, Thermo Fisher Scientific), VEGF-A (100 ng/ml, #493-MV, R&D Systems), or SCF (100 ng/ml, #455-MC, R&D Systems) was treated as indicated. For inhibitor treatment, cells were pretreated for 60 min with dynasore (20 µM, #324410, Sigma-Aldrich), wortmannin (30 nM, #W1628, Sigma-Aldrich), AKT1/2 inhibitor (25 nM, #A6730, Sigma-Aldrich), PD184352 (1 µM, #PZ0181, Sigma-Aldrich), SU-5402 (1 µM, #SMl0443, Sigma-Aldrich), Y-27632(10 µM, #Y0503, Sigma-Aldrich), or ruxolitinib (10 µM, #7064, TOCRIS), followed by SCF treatment for 12 h. All experiments were performed within five passages following *c-Kit* overexpression.

### Real-time PCR

Total RNA was extracted using TRIzol isolation reagent (Invitrogen, Carlsbad, CA, USA) under the manufacturer’s instructions. RNA concentration was spectrophotometrically determined using NanoDrop (Thermo Fisher Scientific, Waltham, MA, USA). Using murine leukemia virus reverse transcriptase and oligo (dT)16 primer, two micrograms of cell RNAs were reverse transcribed. The resulting cDNAs from samples were assayed in duplicate. Reverse transcription-polymerase chain reaction was conducted using 2X SYBR green PCR master mix on a real-time PCR system (Applied Biosystems, Waltham, MA, USA). Gene expression data were normalized to the housekeeping gene *GAPDH* and analyzed using the delta-delta cycle threshold method (ΔΔCt). Primer sets were designed using PrimerQuest tool (Integrated DNA Technologies); *Ucp1* (5’-GAGGTCGTGAAGGTCAGAATG-3’, 5’-AAGCTTTCTGTGGTGGCTATAA-3’) *Gapdh* (5’-AATGTGTCCGTCGTGGATCT-3’, 5’-CCTGTTGCTGTAGCCGTATT-3’).

### Transmission electron microscopy (TEM)

The BATs were fixed with 2% glutaraldehyde-2% paraformaldehyde in a 0.1 M sodium cacodylate buffer pH 7.4 for 24 h at 4 °C. The fixed samples were washed with 0.1 M sodium cacodylate and then post-fixed in 1% osmium tetroxide (EMS) for 1 h at RT. After several washes in 0.1 M sodium cacodylate, the samples were dehydrated in a series of graded ethanol series, substituted with propylene oxide, and then progressively infiltrated by a 2:1, 1:1, and 1:2 mixture of propylene oxide and embedded in EMBed 812 resin (EMS). Polymerization was performed at 60 °C for 40 h. Ultrathin (70 nm) sections were prepared using an ultramicrotome (Leica, EM UC7) collected on 100-mesh formvar/carbon-coated copper grids (EMS). The grids were stained with 2 % uranyl acetate (7 min) and Reynold’s lead citrate (3 min). The sections were examined with a transmission electron microscope (FEI, Tecnai G2 spirit TWIN) at 120 kV accelerating voltage. Images were acquired using a NanoSprint12 CMOS camera (Advanced Microscopy Techniques). TEM was carried out in EM & Histology Core Facility at the BioMedical Research Center in KAIST.

### Indirect respiration calorimetry measurement

The calorimetry measurements were performed as previously described^72^. The Oxymax/CLAMS calorimetry system (Columbus Instruments) was maintained on a 12 h light/dark cycle at 25 °C in the core facility at the BioMedical Research Center (KAIST). Mice were acclimated to the core facility for 24 h and then transferred to calorimetry chambers contained in a 25 °C incubator for another 24 h acclimation. The calorimetry measurement was maintained for 48 h. Room air was drawn through the calorimetry chambers at 500 ml/min. Samples of dried room and chamber air were analyzed for oxygen and carbon dioxide content using the Oxymax system. Calorimeter calibration was performed daily before the beginning of the measurement. A 0.50% CO_2_ and 20.50% O_2_ (balance nitrogen) calibration gas and dry room air were used for the calibration of the analyzers.

### Measurement of SCF in ATs and serum

Total proteins from the adipose tissues were extracted and normalized as described above (**Immunoblotting assay, Methods**). Plasma was isolated from the blood collected by penetrating the retro-orbital sinus in mice with a sterile hematocrit capillary coated with EDTA. The concentration of SCF in the adipose tissues or plasma was measured using a Mouse SCF Quantikine ELISA Kit (#MCK00, R&D systems) according to the manufacturer’s instructions.

### Fasting glucose measurement

Tamoxifen was treated in 7-week-old control and *Scf*^iΔEC^ mice by oral gavage for 3 consecutive days. For the assessment of fasting glucose, *Scf*^iΔEC^ mice fasted for 12 h, and then a drop of blood was collected from a tiny cut on the skin over the tail vein with a surgical blade. Tail blood glucose concentrations were measured with a glucometer (Accu-check, Roche) once a week from 8 to 11 weeks of age.

### UPLC − QTOF − MS analysis

To extract lipids, 40 mg of BAT was mixed with 600 μl of H_2_O-methanol (1:1, v/v) and homogenized twice with zirconium oxide beads at 5000 rpm for 20 seconds using a Precellys 24 tissue grinder (Bertin Technologies, Ampère Montigny-le-Bretonneux, France). After mixing with 600 μl of chloroform and storing at 4 °C for 10 min, the sample was then centrifuged for 20 min at 15,000 *g* at 4 °C, and 100 μl of the lower phase (chloroform-methanol extract) was dried under a nitrogen stream. The lipid extract was reconstituted with 200 μl of internal standard SPLASH LipidoMix (Part No. 330707, Avanti Polar Lipids inc., Alabaster, AL, USA) in isopropanol and diluted with H_2_O-isopropanol (2:8, v/v). Finally, 5 μl of each sample was injected into ultra-performance liquid chromatography (UPLC) coupled with quadrupole time-of-flight mass spectrometry (QTOF MS). Lipid extracts were separated using an Acquity UPLC system (Waters Corp., Milford, MA, USA) equipped with an Acquity UPLC CSH C18 column (100 mm × 2.1 mm, 1.7 μm particle size; Waters Corp.) at 55 °C and a flow rate of 0.4 ml/min. The mobile phase consisted of 10 mM ammonium formate in H_2_O-acetonitriler mixture (4:6, v/v) containing 0.1% formic acid (solvent A), and isopropanol-acetonitrile mixture (9:1, v/v) containing 0.1% formic acid (solvent B) for positive ion mode. The mobile phase for negative ion mode comprised 10 mM ammonium acetate in H_2_O-acetonitriler mixture (6:4, v/v) (solvent A) and isopropanol-acetonitrile mixture (9:1, v/v) (solvent B). The steps of the gradient were programmed as follows: 40–43% B from 0 min to 2 min, 43–50% B from 2 min to 2.1 min, 50–54% B from 2.1 min to 12 min, 54–70% B from 12 min to 12.1 min, 70–99% B from 12.1 min to 18 min, 99–40% B from 18 min to 18.1 min, and 40% B for 2 min to equilibrate for the next run. A Waters Xevo G2-XS QTOF MS (Waters Corp., Milford, MA, USA) was used to acquire mass spectral data in positive and negative ESI modes with an *m/z* range of 80–1500. The following parameter settings were used: capillary voltages of +2000 and −1000 V for positive and negative ion modes, a sample cone of 30 V, source offset of 80 V, source temperature of 120 °C, desolvation temperature of 600 °C, cone gas flow of 150 and 50 L/h for positive and negative ion mode. To identify lipids in BAT, the MS/MS data were acquired by product ion scan mode, in which the peaks for target lipids such as acylcarnitines (ACars), free fatty acid (FFAs), lysophosphatidylethanolamines (LysoPEs), lysophosphocholines (LysoPCs), phosphatidylcholines (PCs), phosphatidylethanolamines (PEs), phosphatidylglycerols (PGs), phosphatidylinositols (PIs), diacylglycerols (DAGs) and triacylglycerols (TAGs) were fragmented. Leucine-enkephalin was used as the lock mass to ensure mass accuracy generating an [M + H]^+^ ion at *m/z* 556.2771 in positive mode, and an [M-H]^−^ ion at *m/z* 554.2771 in negative mode. All the samples were pooled in equal amounts to generate quality control (QC) samples, which were analyzed prior to running sample acquisition and after every seven samples to monitor the stability and reproducibility of the analytical system. Progenesis QI software (Waters, Milford, MA) was used to perform peak finding, alignment, and generating peak tables of *m/z* and retention times (min). And then, the intensity of all peaks was normalized using the total sum of peak intensities for positive mode and batch normalization using QC samples for negative mode^73^. We identify lipids using our in-house library.

### Statistics and reproducibility

No statistical methods were used to predetermine the sample size. The experiments were randomized, and investigators were blinded to allocation during experiments and outcome analyses. All values are presented as mean ± standard deviation (SD). Statistical significance was determined by the two-tailed unpaired t-test between two groups, the one-way ANOVA test followed by Tukey’s *post-hoc* test for multiple-group comparison, or the two-way ANOVA test followed by Sidak test for the comparison of multiple-group with two independent variables. Statistical analysis was performed using Prism 7.0 (GraphPad Software). Statistical significance was set to *P*-value < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Single-cell RNA sequencing data are available in National Center for Biotechnology Information’s Gene Expression Omnibus under accession number GSE207096. The remaining data are available within the Article or Additional Information. Source data are provided as a Source Data file. Further information and requests for resources and reagents should be directed to and will be fulfilled by Hyuek Jong Lee () and Gou Young Koh (). Source data are provided with this paper.

## Source data

Source Data

## References

[1] Cannon B, Nedergaard J (2004). Brown adipose tissue: function and physiological significance. Physiol. Rev..

[2] Townsend KL, Tseng YH (2014). Brown fat fuel utilization and thermogenesis. Trends Endocrinol. Metab..

[3] Hue L, Taegtmeyer H (2009). The Randle cycle revisited: a new head for an old hat. Am. J. Physiol. Endocrinol. Metab..

[4] Sanchez-Gurmaches J (2018). Brown fat AKT2 is a cold-induced kinase that stimulates chrebp-mediated de novo lipogenesis to optimize fuel storage and thermogenesis. Cell Metab..

[5] Sidossis L, Kajimura S (2015). Brown and beige fat in humans: thermogenic adipocytes that control energy and glucose homeostasis. J. Clin. Invest.

[6] van Marken Lichtenbelt WD (2009). Cold-activated brown adipose tissue in healthy men. N. Engl. J. Med..

[7] Cypess AM (2009). Identification and importance of brown adipose tissue in adult humans. N. Engl. J. Med..

[8] Shimizu I (2014). Vascular rarefaction mediates whitening of brown fat in obesity. J. Clin. Invest..

[9] Schlein C (2021). Endogenous Fatty Acid Synthesis Drives Brown Adipose Tissue Involution. Cell Rep..

[10] Pulinilkunnil T (2011). Adrenergic regulation of AMP-activated protein kinase in brown adipose tissue in vivo. J. Biol. Chem..

[11] Batchuluun B, Pinkosky SL, Steinberg GR (2022). Lipogenesis inhibitors: therapeutic opportunities and challenges. Nat. Rev. Drug Disco..

[12] Graupera M, Claret M (2018). Endothelial cells: new players in obesity and related metabolic disorders. Trends Endocrinol. Metab..

[13] Boutagy NE, Singh AK, Sessa WC (2022). Targeting the vasculature in cardiometabolic disease. J. Clin. Invest.

[14] Jang C (2016). A branched-chain amino acid metabolite drives vascular fatty acid transport and causes insulin resistance. Nat. Med.

[15] Sawada N (2014). Endothelial PGC-1alpha mediates vascular dysfunction in diabetes. Cell Metab..

[16] Cho CH (2007). Angiogenic role of LYVE-1-positive macrophages in adipose tissue. Circ. Res.

[17] Monelli E (2022). Angiocrine polyamine production regulates adiposity. Nat. Metab..

[18] Choe SS, Huh JY, Hwang IJ, Kim JI, Kim JB (2016). Adipose tissue remodeling: its role in energy metabolism and metabolic disorders. Front Endocrinol. (Lausanne).

[19] Eelen G (2018). Endothelial cell metabolism. Physiol. Rev..

[20] Salameh A (2016). Prohibitin/annexin 2 interaction regulates fatty acid transport in adipose tissue. JCI Insight.

[21] Hwangbo C (2017). Endothelial APLNR regulates tissue fatty acid uptake and is essential for apelin’s glucose-lowering effects. Sci. Transl. Med.

[22] Gogg S, Nerstedt A, Boren J, Smith U (2019). Human adipose tissue microvascular endothelial cells secrete PPARgamma ligands and regulate adipose tissue lipid uptake. JCI Insight.

[23] Bae H (2020). Angiopoietin-2-integrin alpha5beta1 signaling enhances vascular fatty acid transport and prevents ectopic lipid-induced insulin resistance. Nat. Commun..

[24] Ibrahim A (2022). Insulin-stimulated adipocytes secrete lactate to promote endothelial fatty acid uptake and transport. J. Cell Sci..

[25] Xu J (2019). Endothelial adenosine kinase deficiency ameliorates diet-induced insulin resistance. J. Endocrinol..

[26] Sun X (2016). MicroRNA-181b improves glucose homeostasis and insulin sensitivity by regulating endothelial function in white adipose tissue. Circ. Res.

[27] Ashman LK (1999). The biology of stem cell factor and its receptor C-kit. Int J. Biochem Cell Biol..

[28] Zhao M, Jung Y, Jiang Z, Svensson KJ (2020). Regulation of energy metabolism by receptor tyrosine kinase ligands. Front Physiol..

[29] Liu Q (2015). c-kit(+) cells adopt vascular endothelial but not epithelial cell fates during lung maintenance and repair. Nat. Med.

[30] He L (2019). Reassessment of c-Kit(+) cells for cardiomyocyte contribution in adult heart. Circulation.

[31] Feng ZC, Riopel M, Popell A, Wang R (2015). A survival Kit for pancreatic beta cells: stem cell factor and c-Kit receptor tyrosine kinase. Diabetologia.

[32] Feng ZC (2015). c-Kit receptor signaling regulates islet vasculature, beta-cell survival, and function in vivo. Diabetes.

[33] Krishnamurthy M (2007). c-Kit in early onset of diabetes: a morphological and functional analysis of pancreatic beta-cells in c-KitW-v mutant mice. Endocrinology.

[34] Huang Z (2014). The stem cell factor/Kit signalling pathway regulates mitochondrial function and energy expenditure. Nat. Commun..

[35] Jin S (2021). Inference and analysis of cell-cell communication using CellChat. Nat. Commun..

[36] Ding L, Saunders TL, Enikolopov G, Morrison SJ (2012). Endothelial and perivascular cells maintain haematopoietic stem cells. Nature.

[37] Feng ZC (2012). Critical role of c-Kit in beta cell function: increased insulin secretion and protection against diabetes in a mouse model. Diabetologia.

[38] Harms M, Seale P (2013). Brown and beige fat: development, function and therapeutic potential. Nat. Med..

[39] Inagaki T, Sakai J, Kajimura S (2016). Transcriptional and epigenetic control of brown and beige adipose cell fate and function. Nat. Rev. Mol. Cell Biol..

[40] Masson K, Heiss E, Band H, Ronnstrand L (2006). Direct binding of Cbl to Tyr568 and Tyr936 of the stem cell factor receptor/c-Kit is required for ligand-induced ubiquitination, internalization and degradation. Biochem J..

[41] Sun J, Pedersen M, Bengtsson S, Ronnstrand L (2007). Grb2 mediates negative regulation of stem cell factor receptor/c-Kit signaling by recruitment of Cbl. Exp. Cell Res.

[42] Lee YH, Petkova AP, Mottillo EP, Granneman JG (2012). In vivo identification of bipotential adipocyte progenitors recruited by beta3-adrenoceptor activation and high-fat feeding. Cell Metab..

[43] Cao Q (2021). Fatty acids rescue the thermogenic function of sympathetically denervated brown fat. Biomolecules.

[44] Minokoshi Y, Saito M, Shimazu T (1986). Metabolic and morphological alterations of brown adipose tissue after sympathetic denervation in rats. J. Auton. Nerv. Syst..

[45] Schulz TJ (2013). Brown-fat paucity due to impaired BMP signalling induces compensatory browning of white fat. Nature.

[46] Horton JD, Goldstein JL, Brown MS (2002). SREBPs: activators of the complete program of cholesterol and fatty acid synthesis in the liver. J. Clin. Invest.

[47] Le Lay S, Lefrere I, Trautwein C, Dugail I, Krief S (2002). Insulin and sterol-regulatory element-binding protein-1c (SREBP-1C) regulation of gene expression in 3T3-L1 adipocytes. Identification of CCAAT/enhancer-binding protein beta as an SREBP-1C target. J. Biol. Chem..

[48] Shimano H (1997). Isoform 1c of sterol regulatory element binding protein is less active than isoform 1a in livers of transgenic mice and in cultured cells. J. Clin. Invest.

[49] Shimomura I, Shimano H, Korn BS, Bashmakov Y, Horton JD (1998). Nuclear sterol regulatory element-binding proteins activate genes responsible for the entire program of unsaturated fatty acid biosynthesis in transgenic mouse liver. J. Biol. Chem..

[50] Iizuka K, Bruick RK, Liang G, Horton JD, Uyeda K (2004). Deficiency of carbohydrate response element-binding protein (ChREBP) reduces lipogenesis as well as glycolysis. Proc. Natl Acad. Sci. USA.

[51] Abdul-Wahed A, Guilmeau S, Postic C (2017). Sweet sixteenth for ChREBP: established roles and future goals. Cell Metab..

[52] Yellaturu CR (2009). Insulin enhances post-translational processing of nascent SREBP-1c by promoting its phosphorylation and association with COPII vesicles. J. Biol. Chem..

[53] Kimura Y (2011). c-Kit-mediated functional positioning of stem cells to their niches is essential for maintenance and regeneration of adult hematopoiesis. PLoS One.

[54] AM AL, Syed DN, Ntambi JM (2017). Insights into stearoyl-coa desaturase-1 regulation of systemic metabolism. Trends Endocrinol. Metab..

[55] Popeijus HE, Saris WH, Mensink RP (2008). Role of stearoyl-CoA desaturases in obesity and the metabolic syndrome. Int J. Obes. (Lond.).

[56] Guilherme A (2017). Adipocyte lipid synthesis coupled to neuronal control of thermogenic programming. Mol. Metab..

[57] Vijayakumar A (2017). Absence of carbohydrate response element binding protein in adipocytes causes systemic insulin resistance and impairs glucose transport. Cell Rep..

[58] Buettner C (2008). Leptin controls adipose tissue lipogenesis via central, STAT3-independent mechanisms. Nat. Med.

[59] Dragos SM (2017). Reduced SCD1 activity alters markers of fatty acid reesterification, glyceroneogenesis, and lipolysis in murine white adipose tissue and 3T3-L1 adipocytes. Am. J. Physiol. Cell Physiol..

[60] Zou Y (2020). SCD1 promotes lipid mobilization in subcutaneous white adipose tissue. J. Lipid Res.

[61] Ntambi JM (2002). Loss of stearoyl-CoA desaturase-1 function protects mice against adiposity. Proc. Natl Acad. Sci. USA.

[62] Heinrich MC (1993). Constitutive expression of steel factor gene by human stromal cells. Blood.

[63] Roh HC (2018). Warming induces significant reprogramming of beige, but not brown, adipocyte cellular identity. Cell Metab..

[64] Kotzbeck P (2018). Brown adipose tissue whitening leads to brown adipocyte death and adipose tissue inflammation. J. Lipid Res.

[65] Shen B (2021). A mechanosensitive peri-arteriolar niche for osteogenesis and lymphopoiesis. Nature.

[66] He L (2017). Enhancing the precision of genetic lineage tracing using dual recombinases. Nat. Med.

[67] Okabe K (2014). Neurons limit angiogenesis by titrating VEGF in retina. Cell.

[68] Zhao L (2020). Even a low dose of tamoxifen profoundly induces adipose tissue browning in female mice. Int J. Obes. (Lond.).

[69] Alvarez M (2020). Enhancing droplet-based single-nucleus RNA-seq resolution using the semi-supervised machine learning classifier DIEM. Sci. Rep..

[70] Song A (2020). Low- and high-thermogenic brown adipocyte subpopulations coexist in murine adipose tissue. J. Clin. Invest.

[71] Wang Z (2022). Celda: a Bayesian model to perform co-clustering of genes into modules and cells into subpopulations using single-cell RNA-seq data. NAR Genom. Bioinform.

[72] Roberts MN (2017). A ketogenic diet extends longevity and healthspan in adult mice. Cell Metab..

[73] Wang SY, Kuo CH, Tseng YJ (2013). Batch Normalizer: a fast total abundance regression calibration method to simultaneously adjust batch and injection order effects in liquid chromatography/time-of-flight mass spectrometry-based metabolomics data and comparison with current calibration methods. Anal. Chem..

# Supplementary material for: Endothelial cell-derived stem cell factor promotes lipid accumulation through c-Kit-mediated increase of lipogenic enzymes in brown adipocytes
**Source:** Nat Commun. 2023 May 13;14:2754. doi: 10.1038/s41467-023-38433-5
**Supplement:** Supplementary file 1 — Supplementary Information

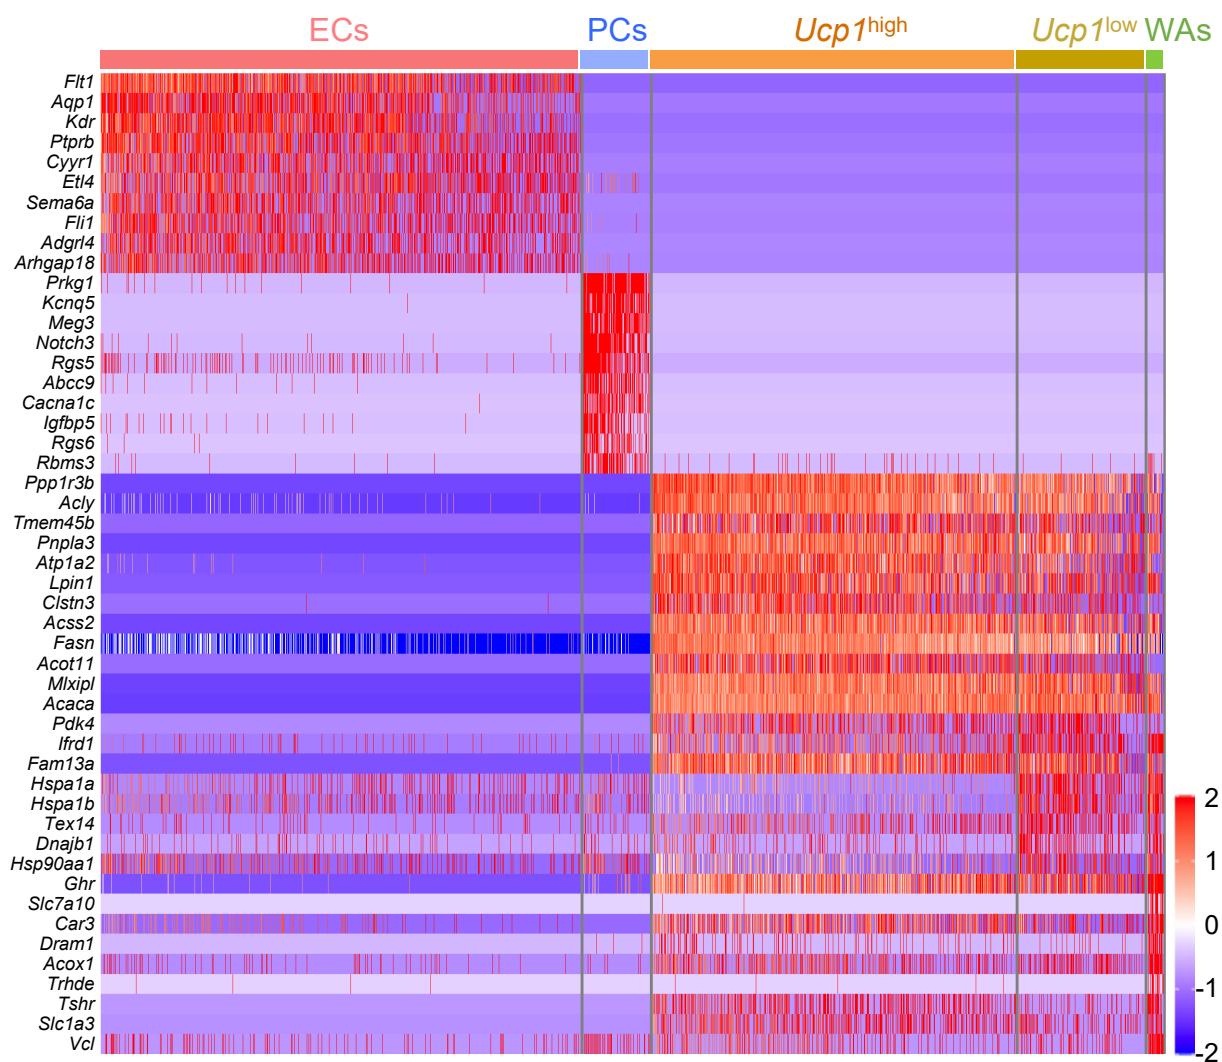

**Supplementary Fig. 1.** Heatmap showing differentially expressed genes in ECs, PCs, *Ucp1*<sup>high</sup> BAs or *Ucp1*<sup>low</sup> BAs, and WAs in the BAT of adult C57BL/6J mice.

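The genes legible in this heatmap were looked up in the untreated library. For each, the class with the highest CPM was found among endothelial-like, pericyte-like, brown adipocyte-like and white adipocyte-like nuclei only. Immune-like, fibroblast-like and Schwann-like nuclei were left out, and the adipocyte blocks were not told apart. All 10 genes of the EC block were highest in endothelial-like nuclei, and all 10 of the PC block in pericyte-like nuclei. All 29 genes of the adipocyte blocks were highest in brown or white adipocyte-like nuclei. The study chose these genes on its own clusters of BAT nuclei, and some of them also name clusters here, so the tally describes the clusters and is no independent evidence for them.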

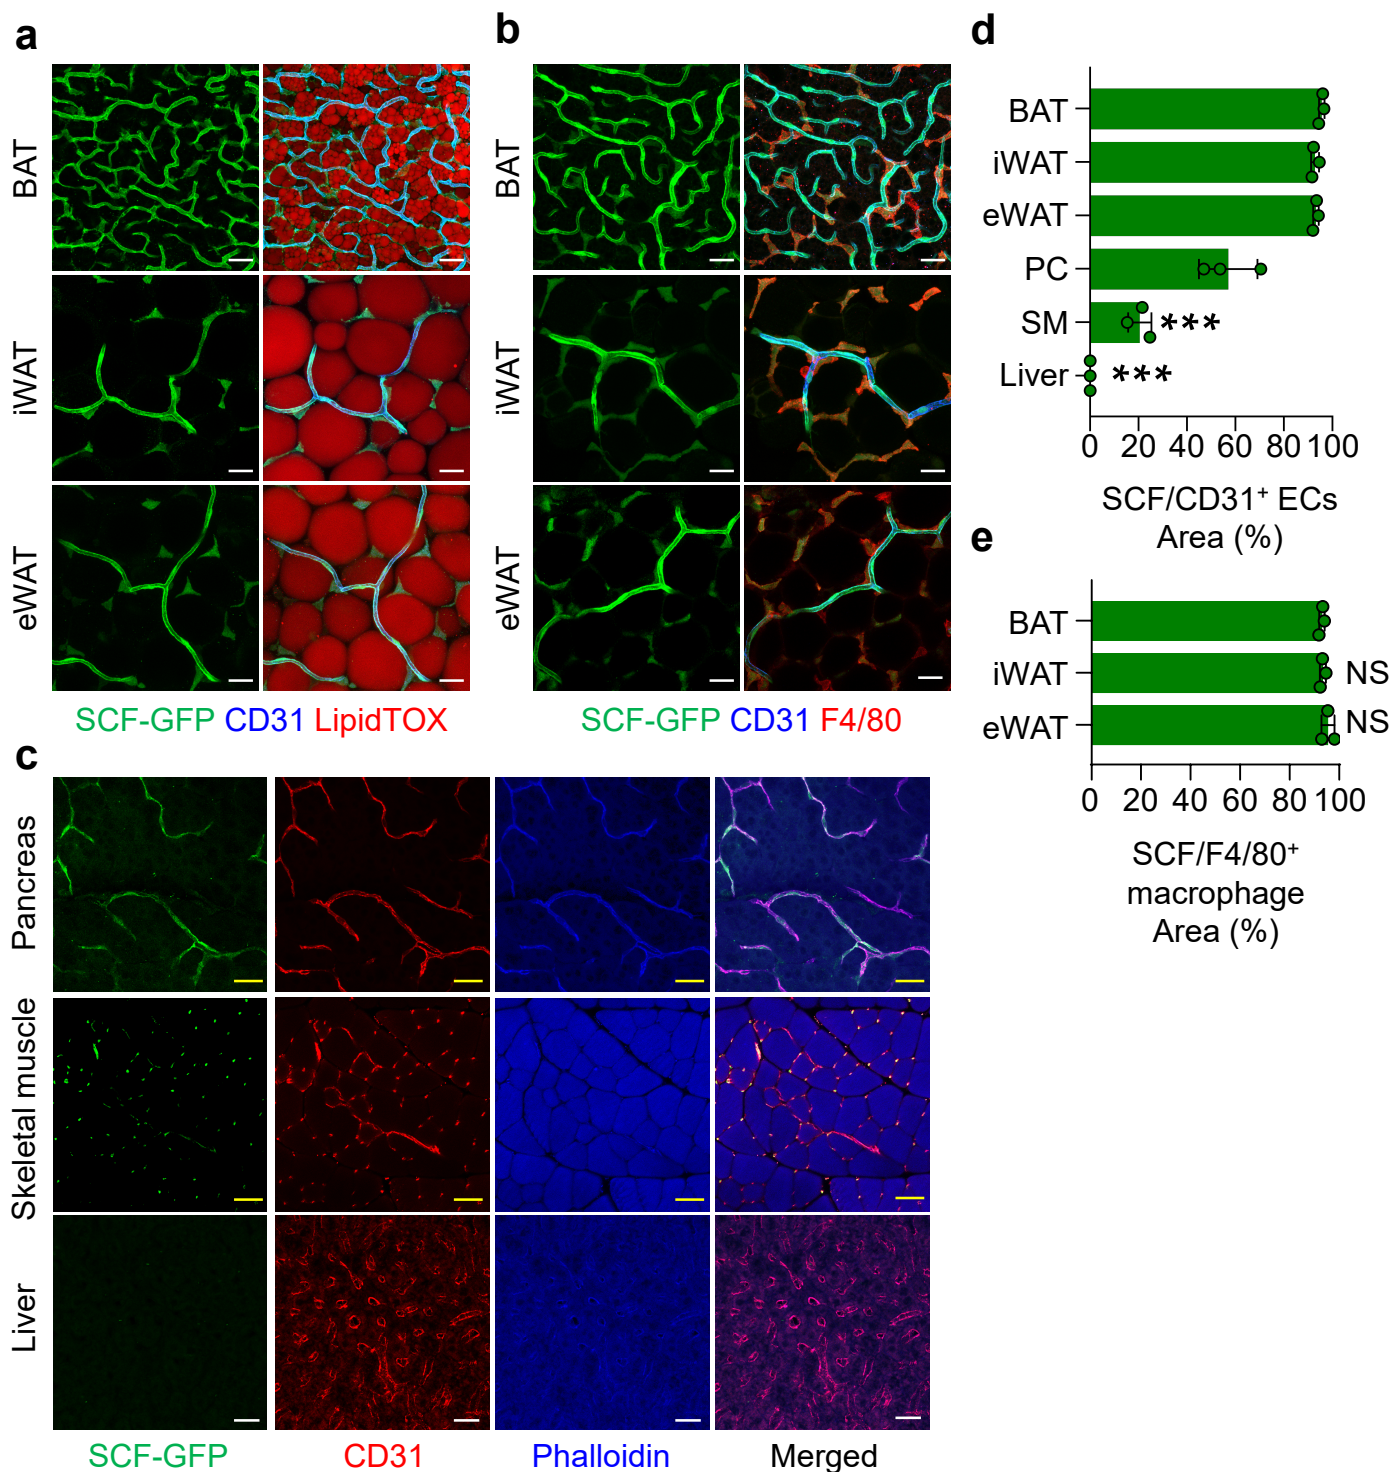

### Supplementary Fig. 2. Lineage tracing of SCF in major metabolic organs

**a-e**, Representative images and comparisons showing SCF expression in CD31<sup>+</sup> ECs and F4/80<sup>+</sup> macrophages but not in LipidTOX<sup>+</sup> adipocytes in the indicated organs of 8-week-old SCF-GFP reporter mice. Phalloidin<sup>+</sup> cells indicate each parenchymal cell of indicated organs. Scale bars, 20  $\mu$ m (white) and 100  $\mu$ m (yellow). BAT, brown adipose tissue; iWAT, inguinal white adipose tissue; eWAT, epididymal WAT; PC, pancreas; SM, skeletal muscle. Each dot indicates a value from one mouse and  $n = 3$  mice/group from two independent experiments. Horizontal bars indicate mean  $\pm$  SD. \*\*\* $P < 0.001$  versus BAT by one-way ANOVA test followed by Tukey's *post-hoc* test. NS, not significant.

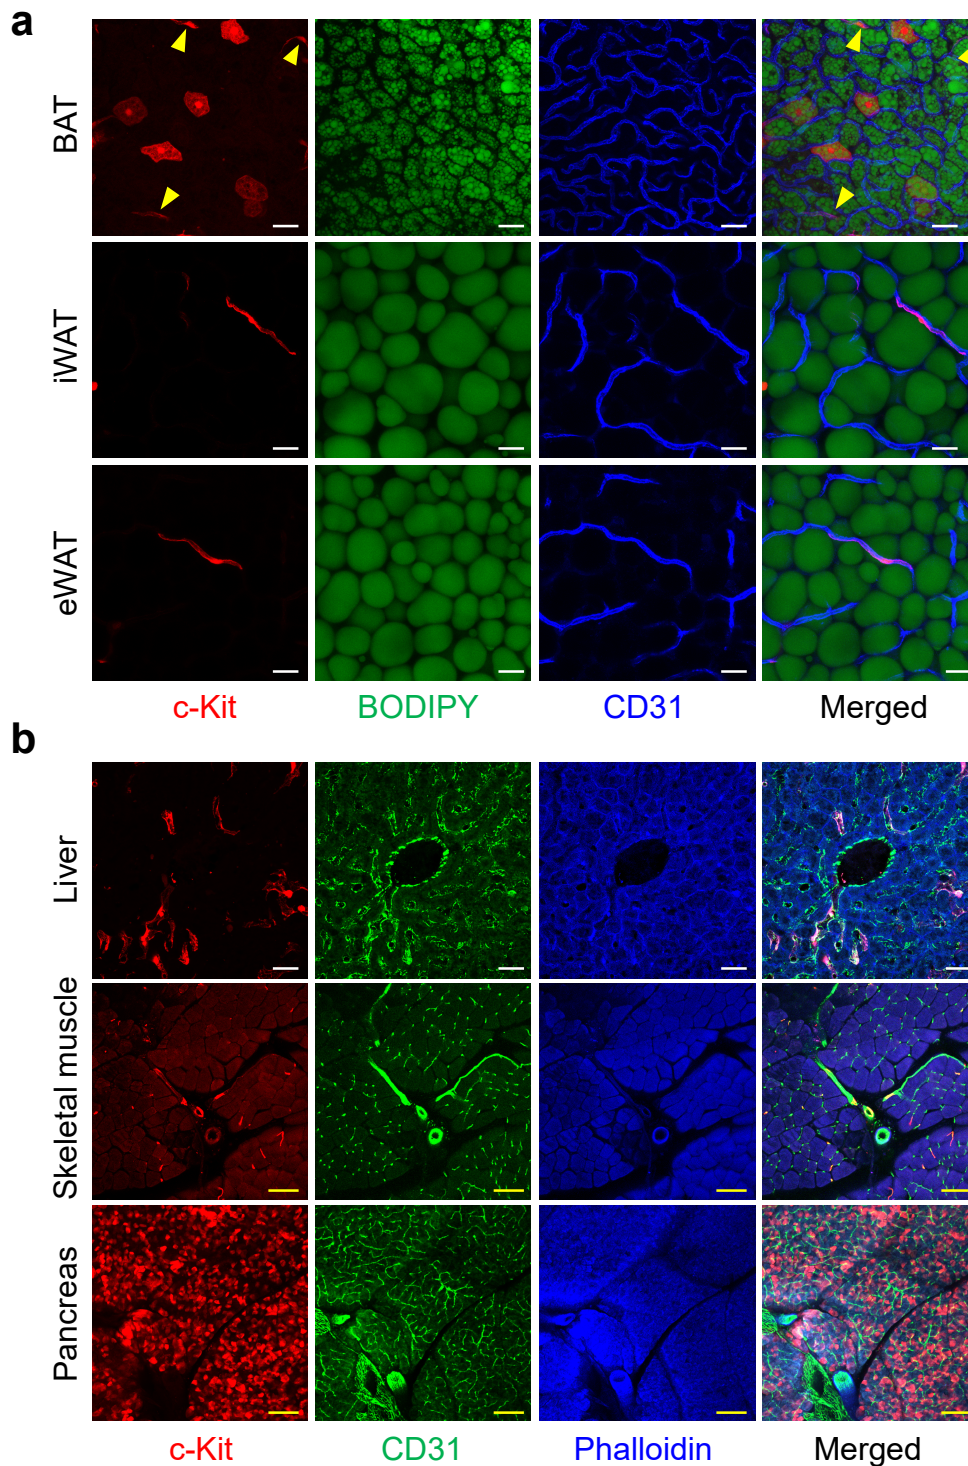

### Supplementary Fig. 3. Lineage tracing of c-Kit in major metabolic organs

**a,b**, Representative images showing c-Kit expression in CD31<sup>+</sup> ECs in BAT (yellow arrowheads), WATs, liver and skeletal muscle, and BODIPY<sup>+</sup> BAs in BAT but not in BODIPY<sup>+</sup> white adipocytes in WATs of 8-week-old *c-Kit*<sup>TR</sup> mice. Phalloidin<sup>+</sup> cell indicates each parenchymal cell of indicated organs. Similar findings were obtained from n = 3 mice/group from two independent experiments. Scale bars, 20  $\mu$ m (white) and 100  $\mu$ m (yellow).

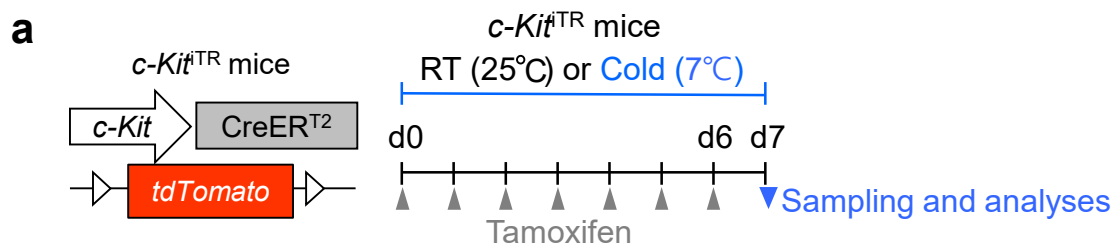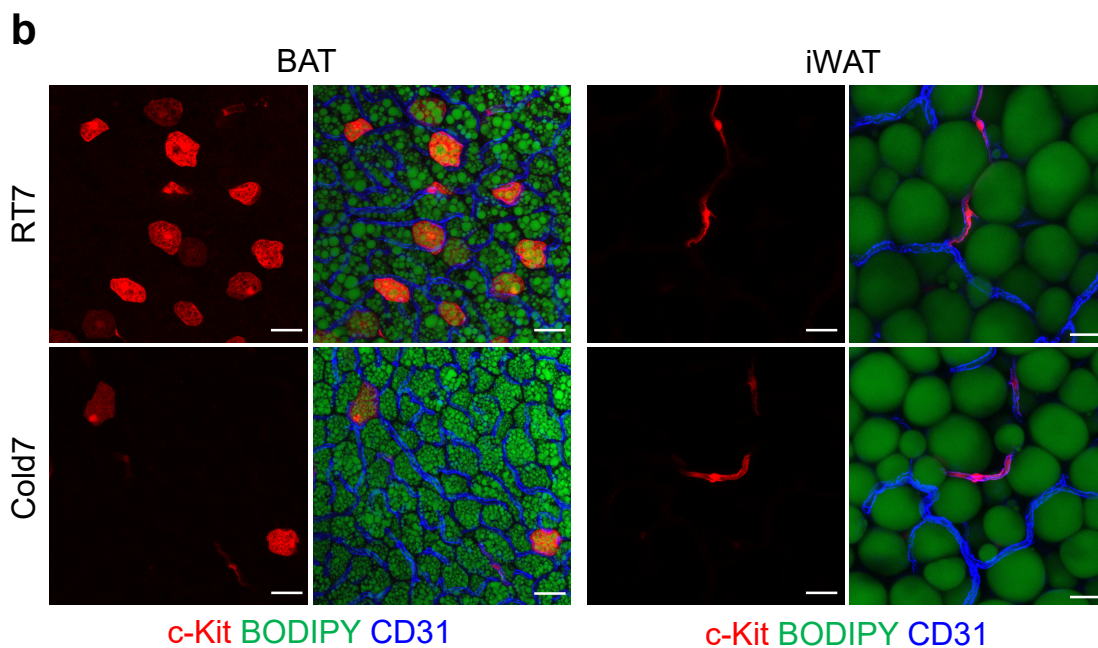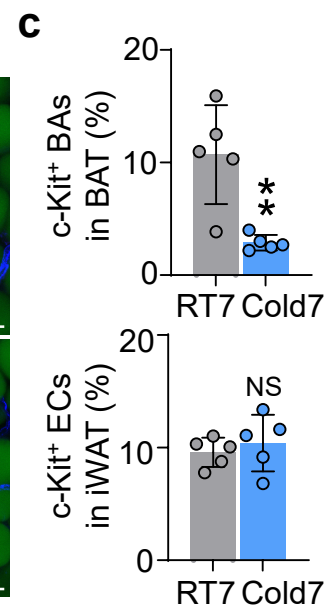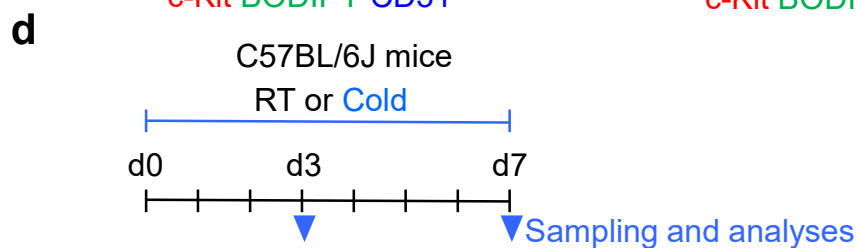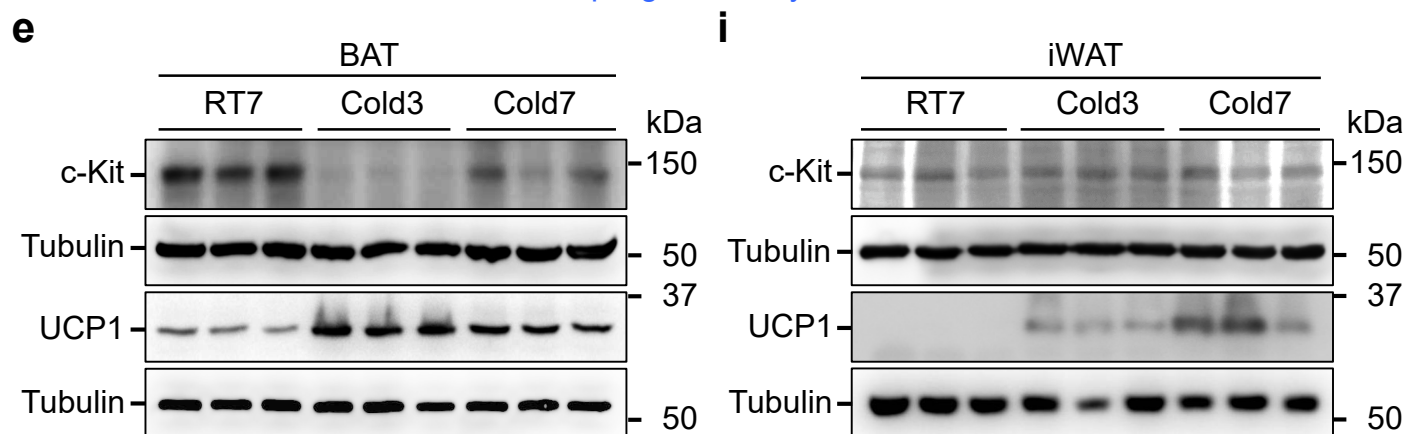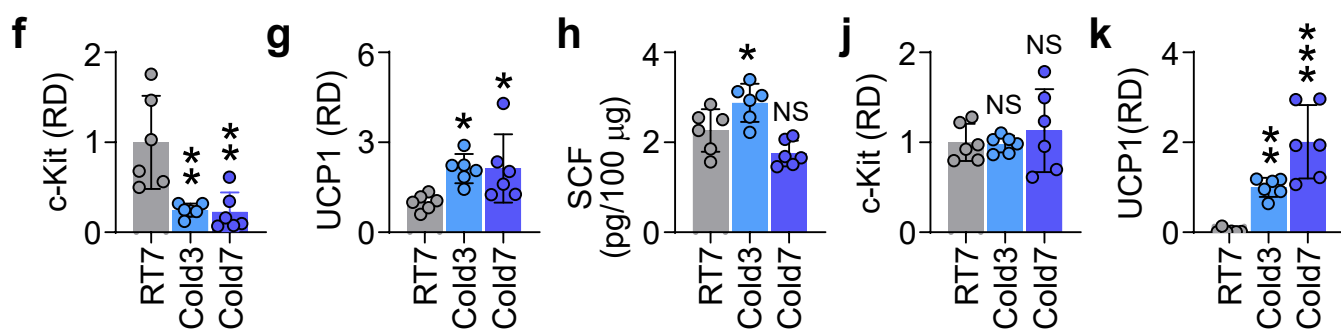

#### **Supplementary Fig. 4. Cold exposure reduces the number of c-Kit<sup>+</sup> BAs and protein level of c-Kit in BAT but not in iWAT**

**a**, Diagram depicting the generation of c-Kit reporter (*c-Kit<sup>TR</sup>*) mouse, and the exposure of 8-week-old *c-Kit<sup>TR</sup>* mice to room temperature (RT, 25°C) or cold (Cold, 7°C) for 7 days (RT7 or Cold7) with tamoxifen administrations.

**b,c**, Representative images and comparison of the number of c-Kit<sup>+</sup> BAs in BATs or the area of c-Kit<sup>+</sup> ECs to total area of CD31<sup>+</sup> ECs in iWATs from *c-Kit<sup>TR</sup>* mice at RT7 or Cold7. Scale bars, 20 µm. Each dot indicates a value from one mouse and n = 5 mice/group from two independent experiments. Vertical bars indicate mean ± SD. \*\**P* < 0.01 *versus* RT7 by two-tailed t-test. NS, not significant.

**d**, Diagram depicting the experimental procedure for the exposure of 8-week-old C57BL/6J mice to RT or cold for 3 or 7 days (Cold3, RT7, or Cold7).

**e-k**, Representative immunoblotting and comparisons of relative density (RD) of c-Kit and UCP1 in BAT or iWAT of C57BL/6J mice at RT7, Cold3, and Cold7. The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Comparisons of SCF concentration in BAT at RT7, Cold3, and Cold7 (**h**). Each dot indicates a value from one mouse and n = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. \**P* < 0.05, \*\**P* < 0.01, and \*\*\**P* < 0.001 *versus* R7 by one-way ANOVA test followed by Tukey's *post-hoc* test. NS, not significant. Protein sizes are indicated as kilodalton (kDa).

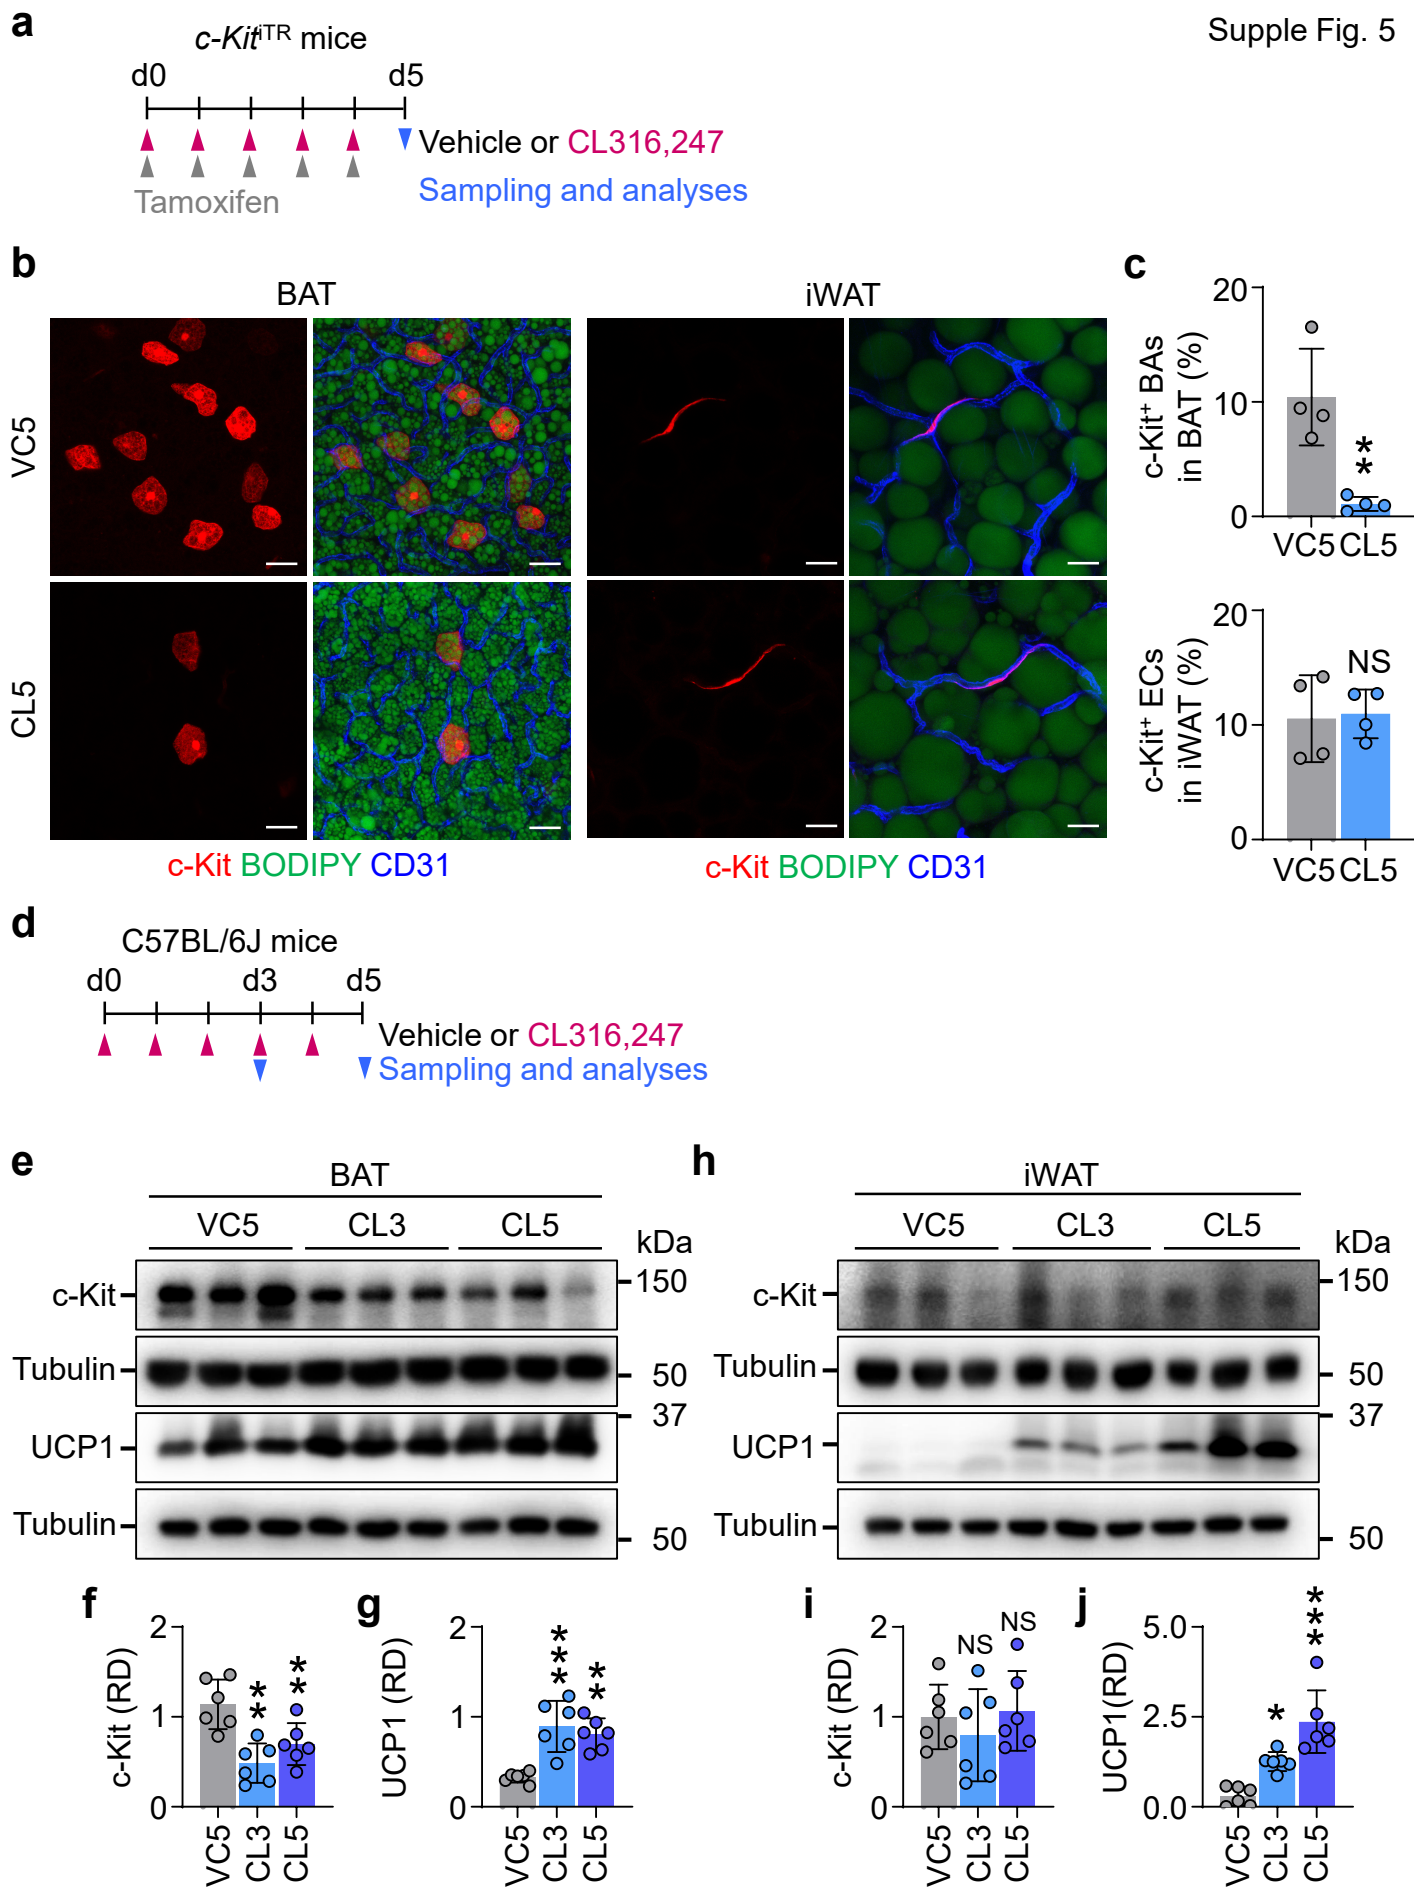

### Supplementary Fig. 5. $\beta$ 3-AR activation reduces the number of c-Kit<sup>+</sup> BAs and protein level of c-Kit in BAT

- a**, Diagram depicting the experimental procedure for intraperitoneally (i.p.) administration of vehicle or CL316,247 with simultaneous tamoxifen administrations for 5 consecutive days (VC5 or CL5) to 8-week-old *c-Kit*<sup>TR</sup> mice.
- b,c**, Representative images and comparison of the number of c-Kit<sup>+</sup> BAs in BATs or CD31<sup>+</sup> ECs in the iWATs from *c-Kit*<sup>TR</sup> mice after VC5 and CL5. Scale bars, 20  $\mu$ m. Each dot indicates a value from one mouse and  $n = 4$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD.  $**P < 0.01$  versus VC5 by two-tailed t-test.
- d**, Diagram depicting the experimental procedure for daily i.p. administration of vehicle (VC5) or CL316,247 for 3 or 5 consecutive days (CL3 or CL5) to 8-week-old C57BL/6J mice.
- e-j**, Representative immunoblotting and comparisons of relative density (RD) of c-Kit and UCP1 in BAT or iWAT at VC5, CL3, and CL5. The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Each dot indicates a value from one mouse and  $n = 6$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD.  $*P < 0.05$ ,  $**P < 0.01$ , and  $***P < 0.001$  versus VC5 by one-way ANOVA test followed by Tukey's *post-hoc* test. NS, not significant. Protein sizes are indicated as kilodalton (kDa).

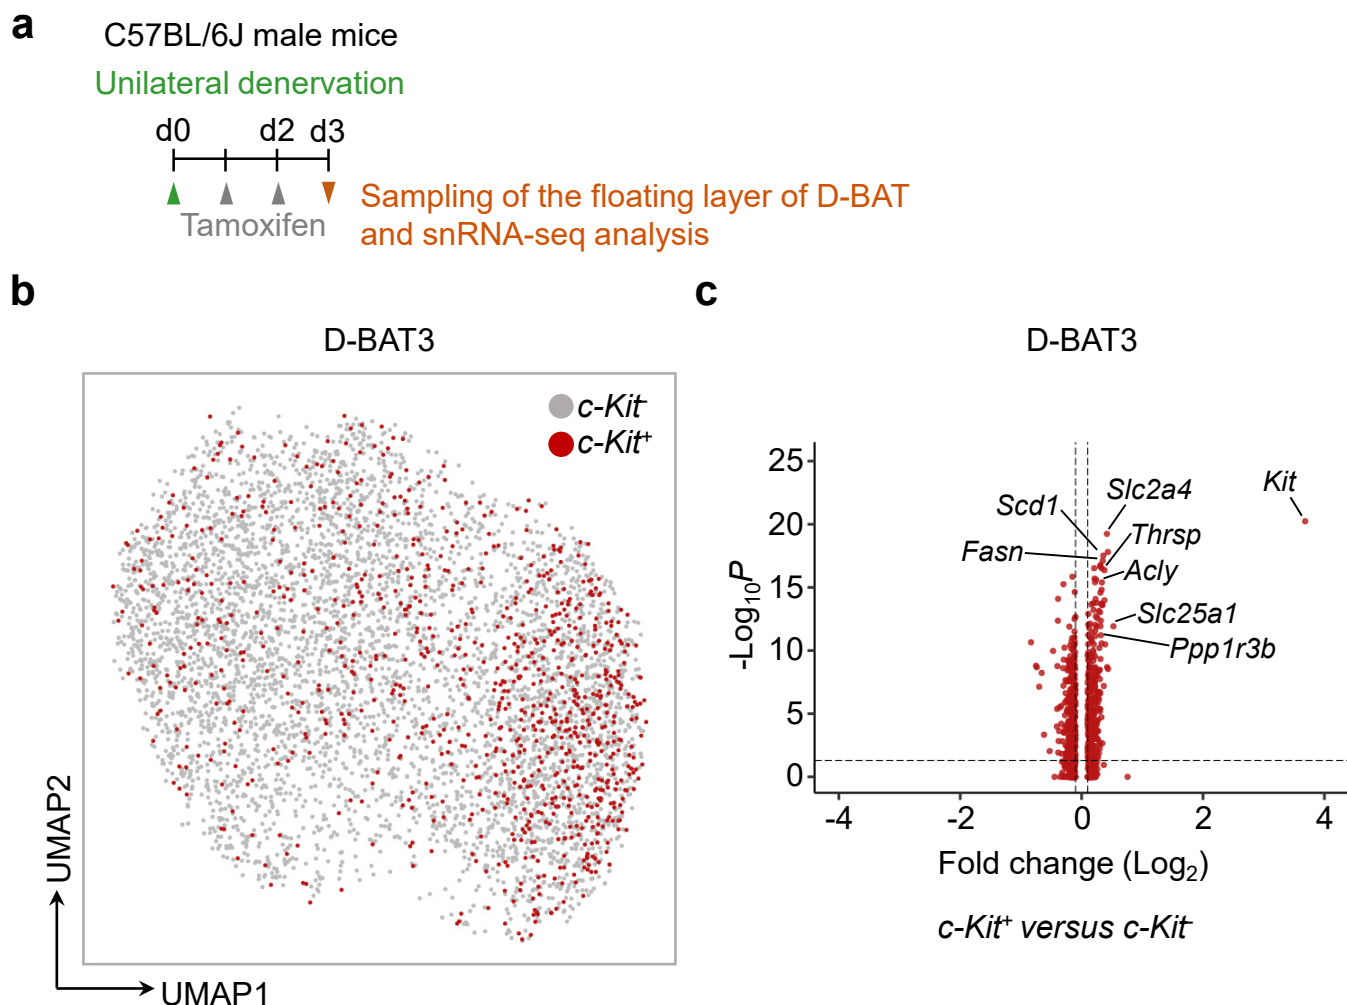

**Supplementary Fig. 6. The gene expressions related to lipogenesis are upregulated in *c-Kit*<sup>+</sup> BAs.**

**a**, Diagram depicting the experimental procedure for unilateral denervation in the interscapular BAT of 8-week-old C57BL/6J male mice (n = 20), tamoxifen administrations, and sampling for snRNA-seq at 3 days later (D-BAT3) for the analyses.

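The brown adipocyte-like nuclei of D-BAT3 fell into 3 clusters with different shares of c-Kit-positive nuclei. The cluster of 1829 nuclei, led by Gpd1, Angptl8 and Cebpa, held 22.5% (20.6 to 24.5) at a median of 1282 UMIs per nucleus. The cluster of 1184 nuclei held 12.7% (10.8 to 14.7) at a median of 794 UMIs. The cluster of 1566 nuclei, led by Cyr61 and the heat shock genes Hspa1a and Hspa1b, held 8.49% (7.16 to 9.98) at a median of 649.5 UMIs. The shares ranked as the depths of the clusters did.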

**b**, UMAP plots showing the distribution of *c-Kit*<sup>+</sup> or *c-Kit*<sup>-</sup> BAs in the D-BAT3.

**c**, Volcano plot showing the gene whose significance is  $P < 0.05$  in *c-Kit*<sup>+</sup> versus *c-Kit*<sup>-</sup> BAs in the D-BAT3. For differential expression testing, we implemented MAST(<https://genomebiology.biomedcentral.com/articles/10.1186/s13059-015-0844-5>) and p-values were adjusted by Bonferroni method. Interested genes are highlighted with indicating gene names.

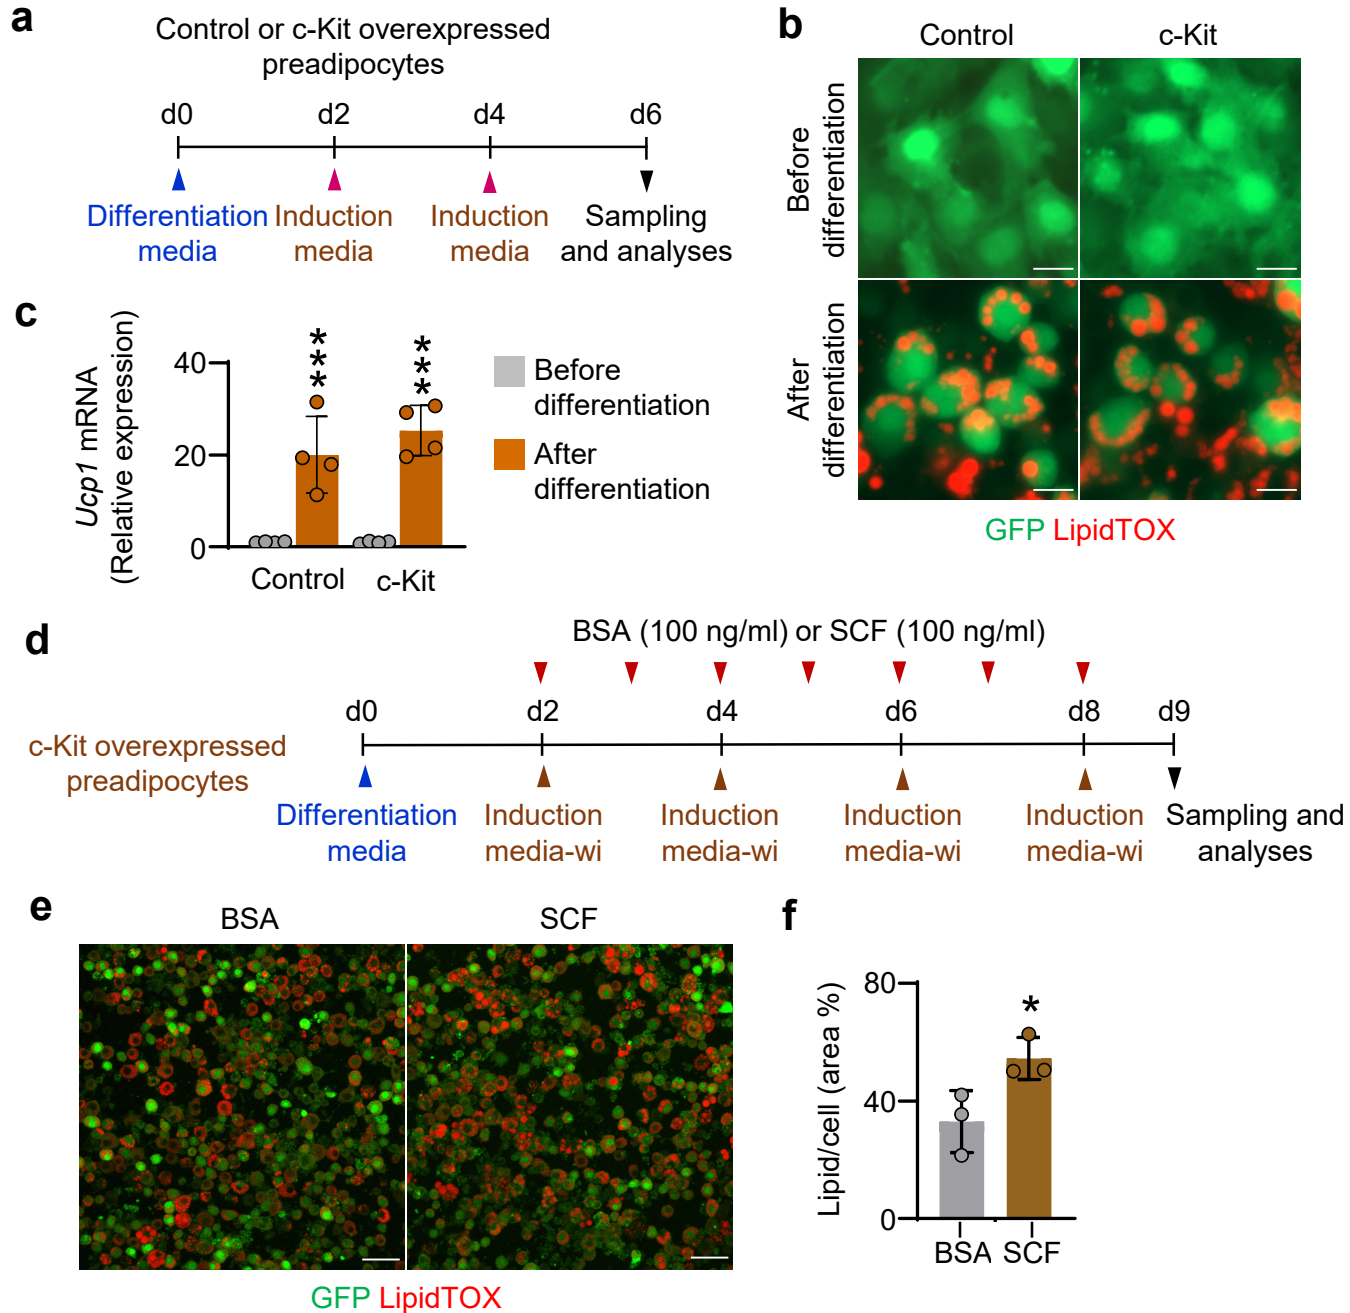

### Supplementary Fig. 7. SCF enhances lipid accumulation in cultured BAs

**a**, Diagram depicting the experimental procedure for differentiation of Control (transfected with empty lentiviral plasmid) or c-Kit overexpressed (transfected with *c-Kit* cDNA inserted lentiviral plasmid; c-Kit) in preadipocytes.

**b,c**, Representative images of LipidTOX staining and relative expression of *Ucp1* mRNA before and after differentiation in the adipocytes of Control and c-Kit. Scale bars, 20  $\mu$ m. Dots and bars indicate mean  $\pm$  SD from  $n = 4$ /group from two independent experiments. \*\*\* $P < 0.001$  versus before differentiation by two-tailed t-test.

**d**, Diagram depicting the experimental procedure for differentiation of c-Kit overexpressed preadipocytes with the induction media without insulin (-wi), and daily treatment of BSA (100 ng/ml) or SCF (100 ng/ml).

**e,f**, Representative images and comparison of LipidTOX-stained lipid accumulation treated with BSA or SCF for 7 days on the c-Kit over-expressed BAs. Scale bars, 50  $\mu$ m. Dots and bars indicate mean  $\pm$  SD from  $n = 3$ /group from two independent experiments. \* $P < 0.05$  versus BSA by two-tailed t-test.

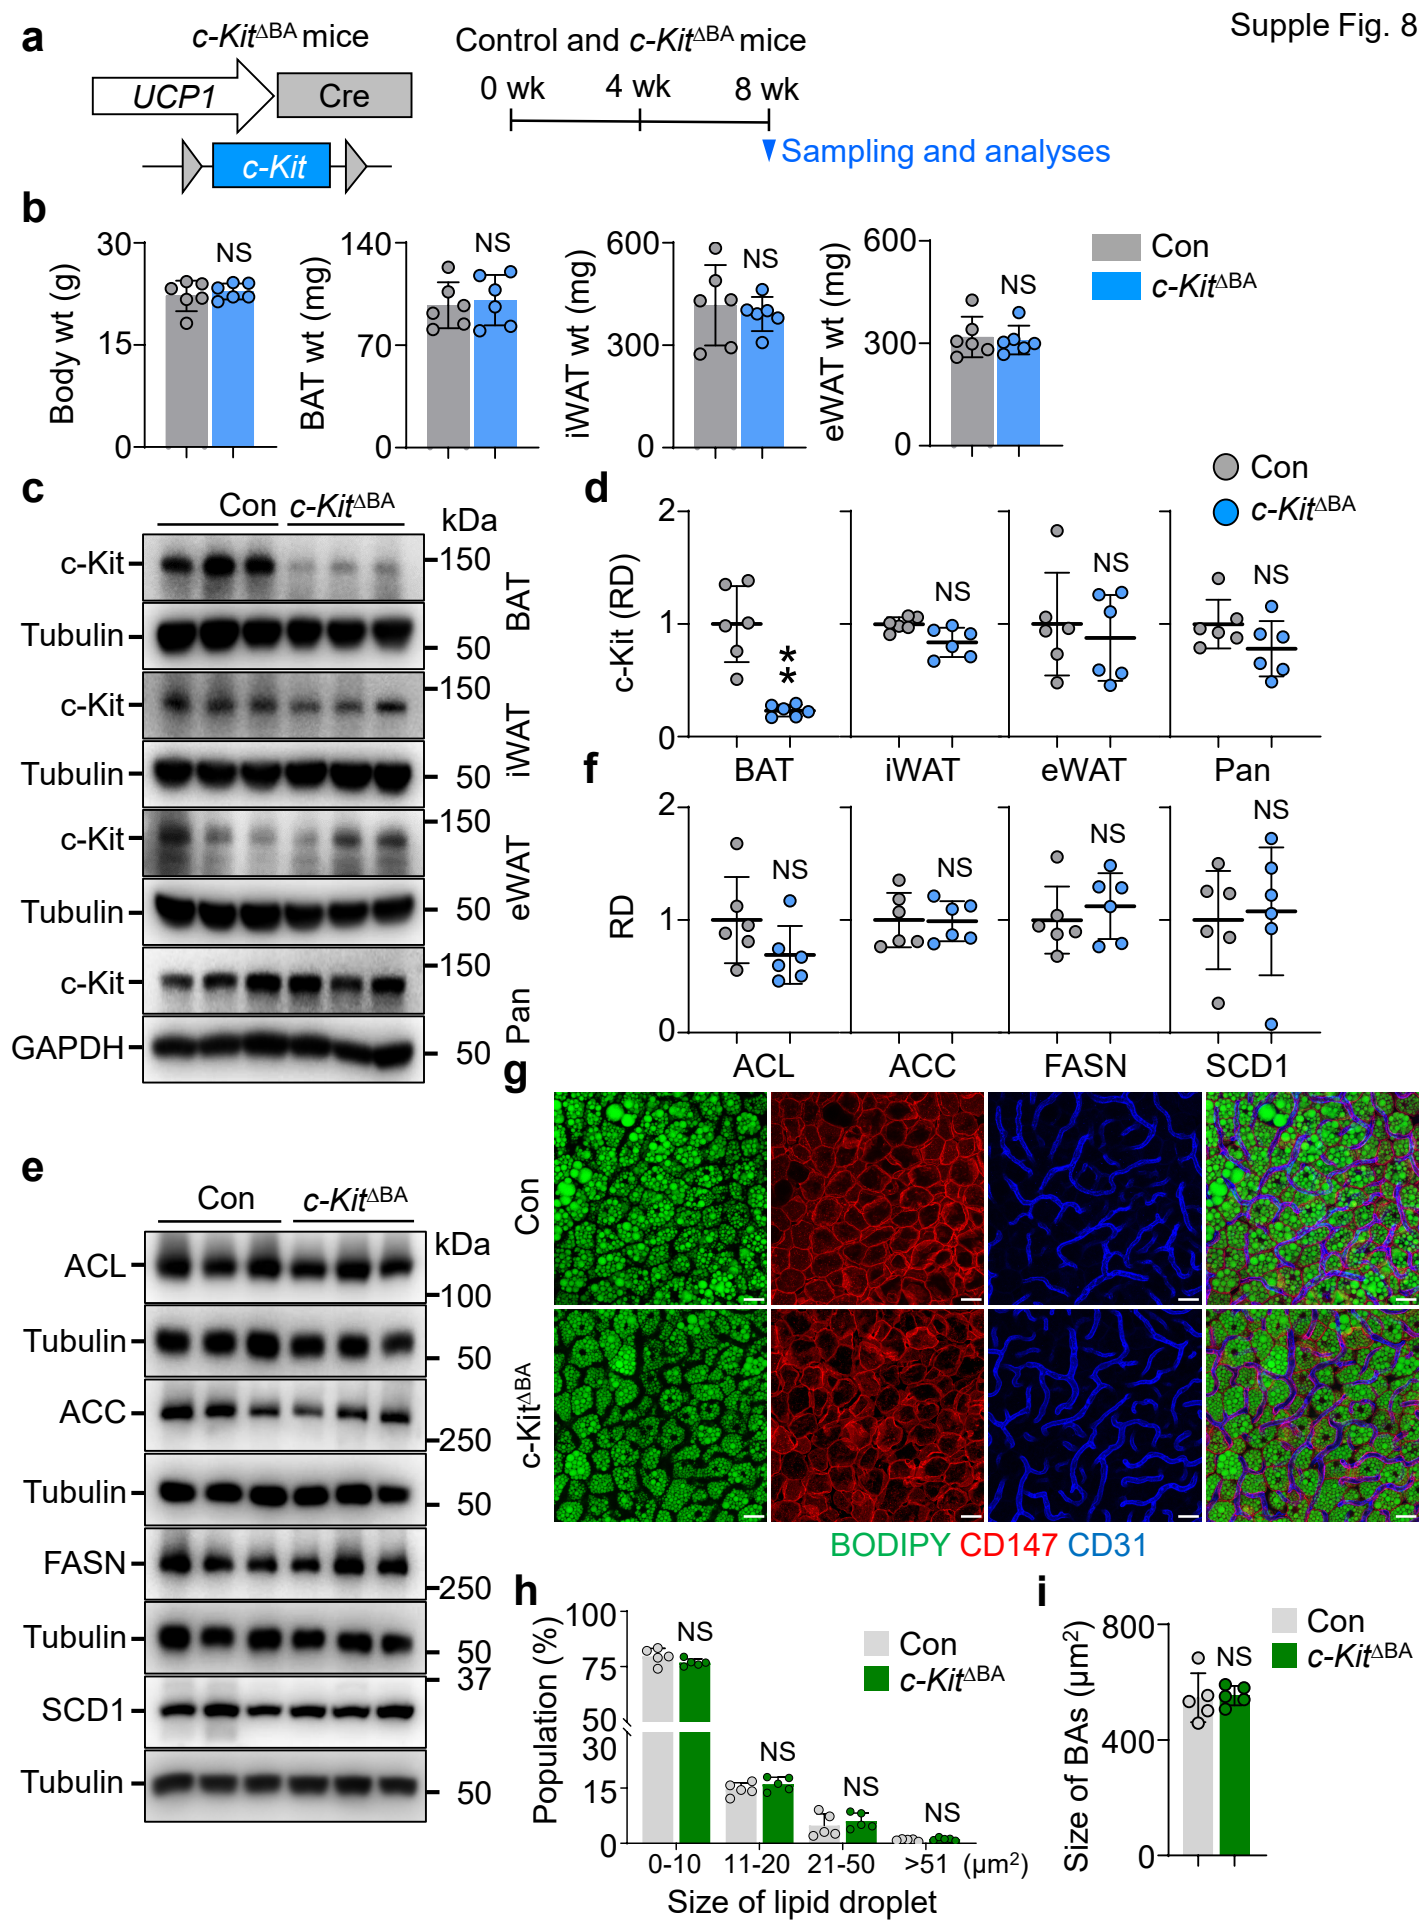

**Supplementary Fig. 8. BA-specific c-Kit deletion does not alter body weight, weights of adipose tissues, protein levels of lipogenic enzymes, and sizes of adipocytes in the BAT**

**a**, Diagrams for the generation of BA-specific c-Kit deletion (*c-Kit<sup>ΔBA</sup>*) mouse and analyses of 8-week-old control (Con) and *c-Kit<sup>ΔBA</sup>* mice.

**b**, Comparisons of body weight and fat weights in Con and *c-Kit<sup>ΔBA</sup>* mice. Each dot indicates a value from one mouse and *n* = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. NS, not significant *versus* Con by two-tailed t-test.

**c,d**, Representative immunoblotting and comparisons of relative density (RD) of c-Kit in the indicated adipose tissues and pancreas from Con and *c-Kit<sup>ΔBA</sup>* mice. The same amount of protein loading in each lane is verified by immunoblotting of tubulin or GAPDH. Each dot indicates a value from one mouse and *n* = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. \*\**P* < 0.01 *versus* Con by two-tailed t-test. NS, not significant. Protein sizes are indicated as kilodalton (kDa).

**e,f**, Representative immunoblotting and comparisons of RD of ACC, ACL, FASN, and SCD1 in BATs from Con and *c-Kit<sup>ΔBA</sup>* mice. The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Each dot indicates a value from one mouse and *n* = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. NS, not significant *versus* Con by two-tailed t-test. Protein sizes are indicated as kilodalton (kDa).

**g-i**, Representative images and comparisons of the populations of different sizes of lipid droplets and sizes of CD147<sup>+</sup> BAs in BATs from Con and *c-Kit<sup>ΔBA</sup>* mice. Scale bars, 20 μm. Each dot indicates the population (%) of the total of 1,200-2,400 droplets (100%) from 3 portions of BAT in one mouse and *n* = 5 mice/group from two independent experiments. Vertical bars indicate mean ± SD. NS, not significant *versus* Con by two-way ANOVA test followed by Sidak test (**h**) and by two-tailed t-test (**i**).

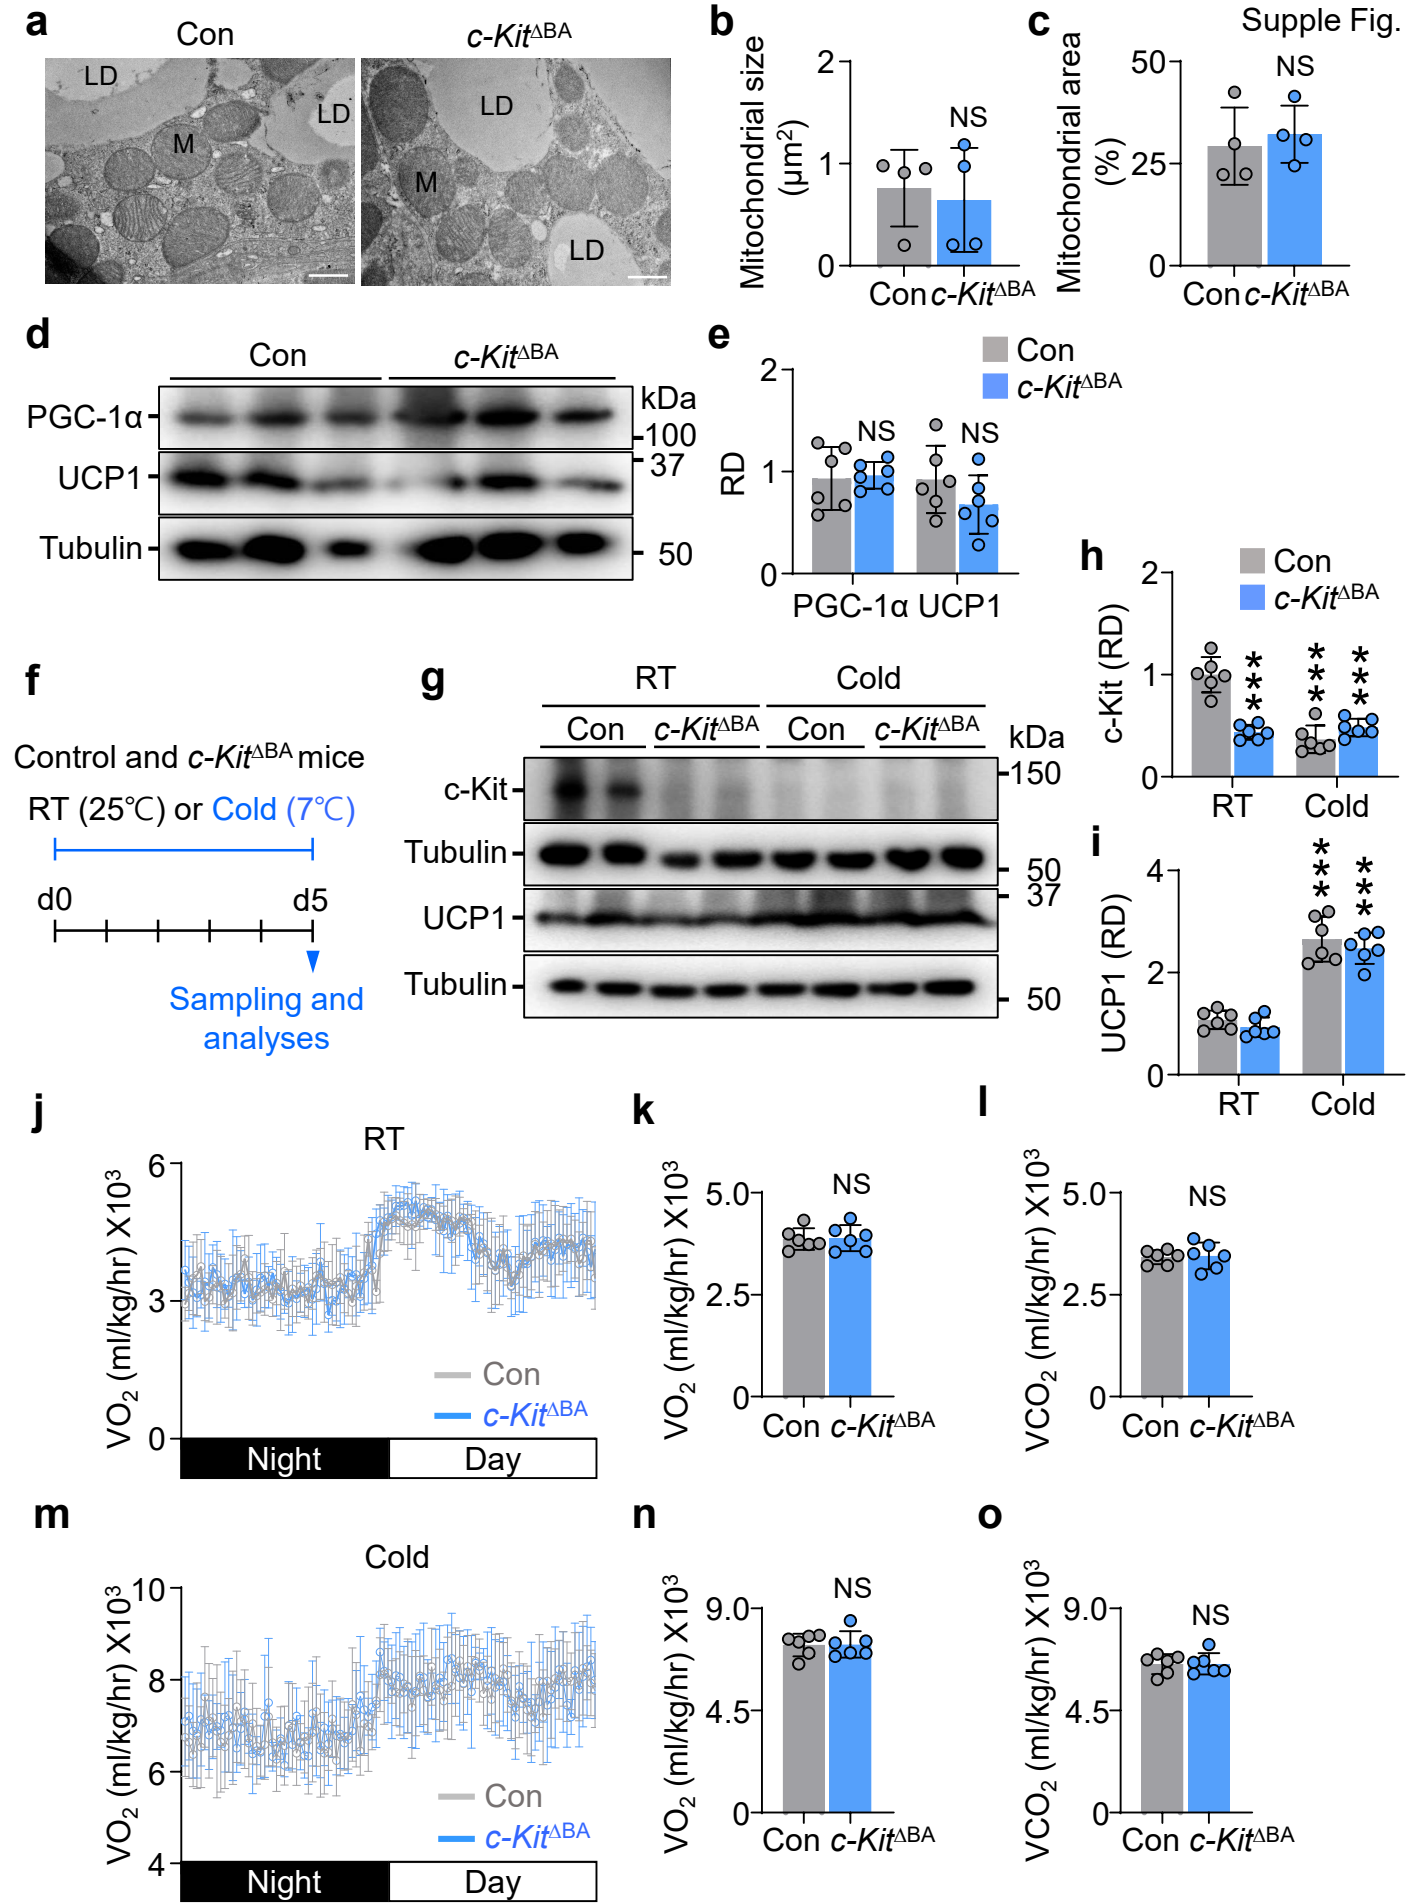

## Supplementary Fig. 9. BA-specific c-Kit deletion mice do not show altered thermogenesis

**a-c**, Representative electron microscopic (EM) images of mitochondria and comparisons of their size and area in BAT of 8-week-old Con *versus* *c-Kit*<sup>ΔBA</sup> mice. Scale bars, 600 nm. LD, lipid droplet. M, mitochondria. Dots and bars indicate mean ± SD from n = 4/group from two independent experiments. NS, not significant *versus* Con by two-tailed t-test.

**d,e**, Immunoblotting and comparisons of relative density (RD) of PGC-1α and UCP1 in BAT in Con *versus* *c-Kit*<sup>ΔBA</sup> mice at RT. The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Each dot indicates a value from one mouse and n = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. NS, not significant *versus* Con by two-tailed t-test. Protein sizes are indicated as kilodalton (kDa).

**f**, Diagram for the experimental procedure for cold (7°C) exposure for 5 days in 8-week-old Con and *c-Kit*<sup>ΔBA</sup> mice, and sampling for the analyses.

**g-i**, Immunoblotting and comparisons of relative density (RD) of c-Kit and UCP1 in BATs from Con and *c-Kit*<sup>ΔBA</sup> mice at 25°C or 7°C. The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Each dot indicates a value from one mouse and n = 6 mice/group from two independent experiments. Vertical bars indicate mean ± SD. \*\*\**P* < 0.001 *versus* Con RT by one-way ANOVA test followed by Tukey's *post-hoc* test. Protein sizes are indicated as kilodalton (kDa).

**j-o**, Oxygen and carbon dioxide consumption of Con and *c-Kit*<sup>ΔBA</sup> mice at 25°C or 7°C. Each dot indicates a value from one mouse and n = 6 mice/group. Vertical bars indicate mean ± SD. NS, not significant *versus* Con by two-tailed t-test.

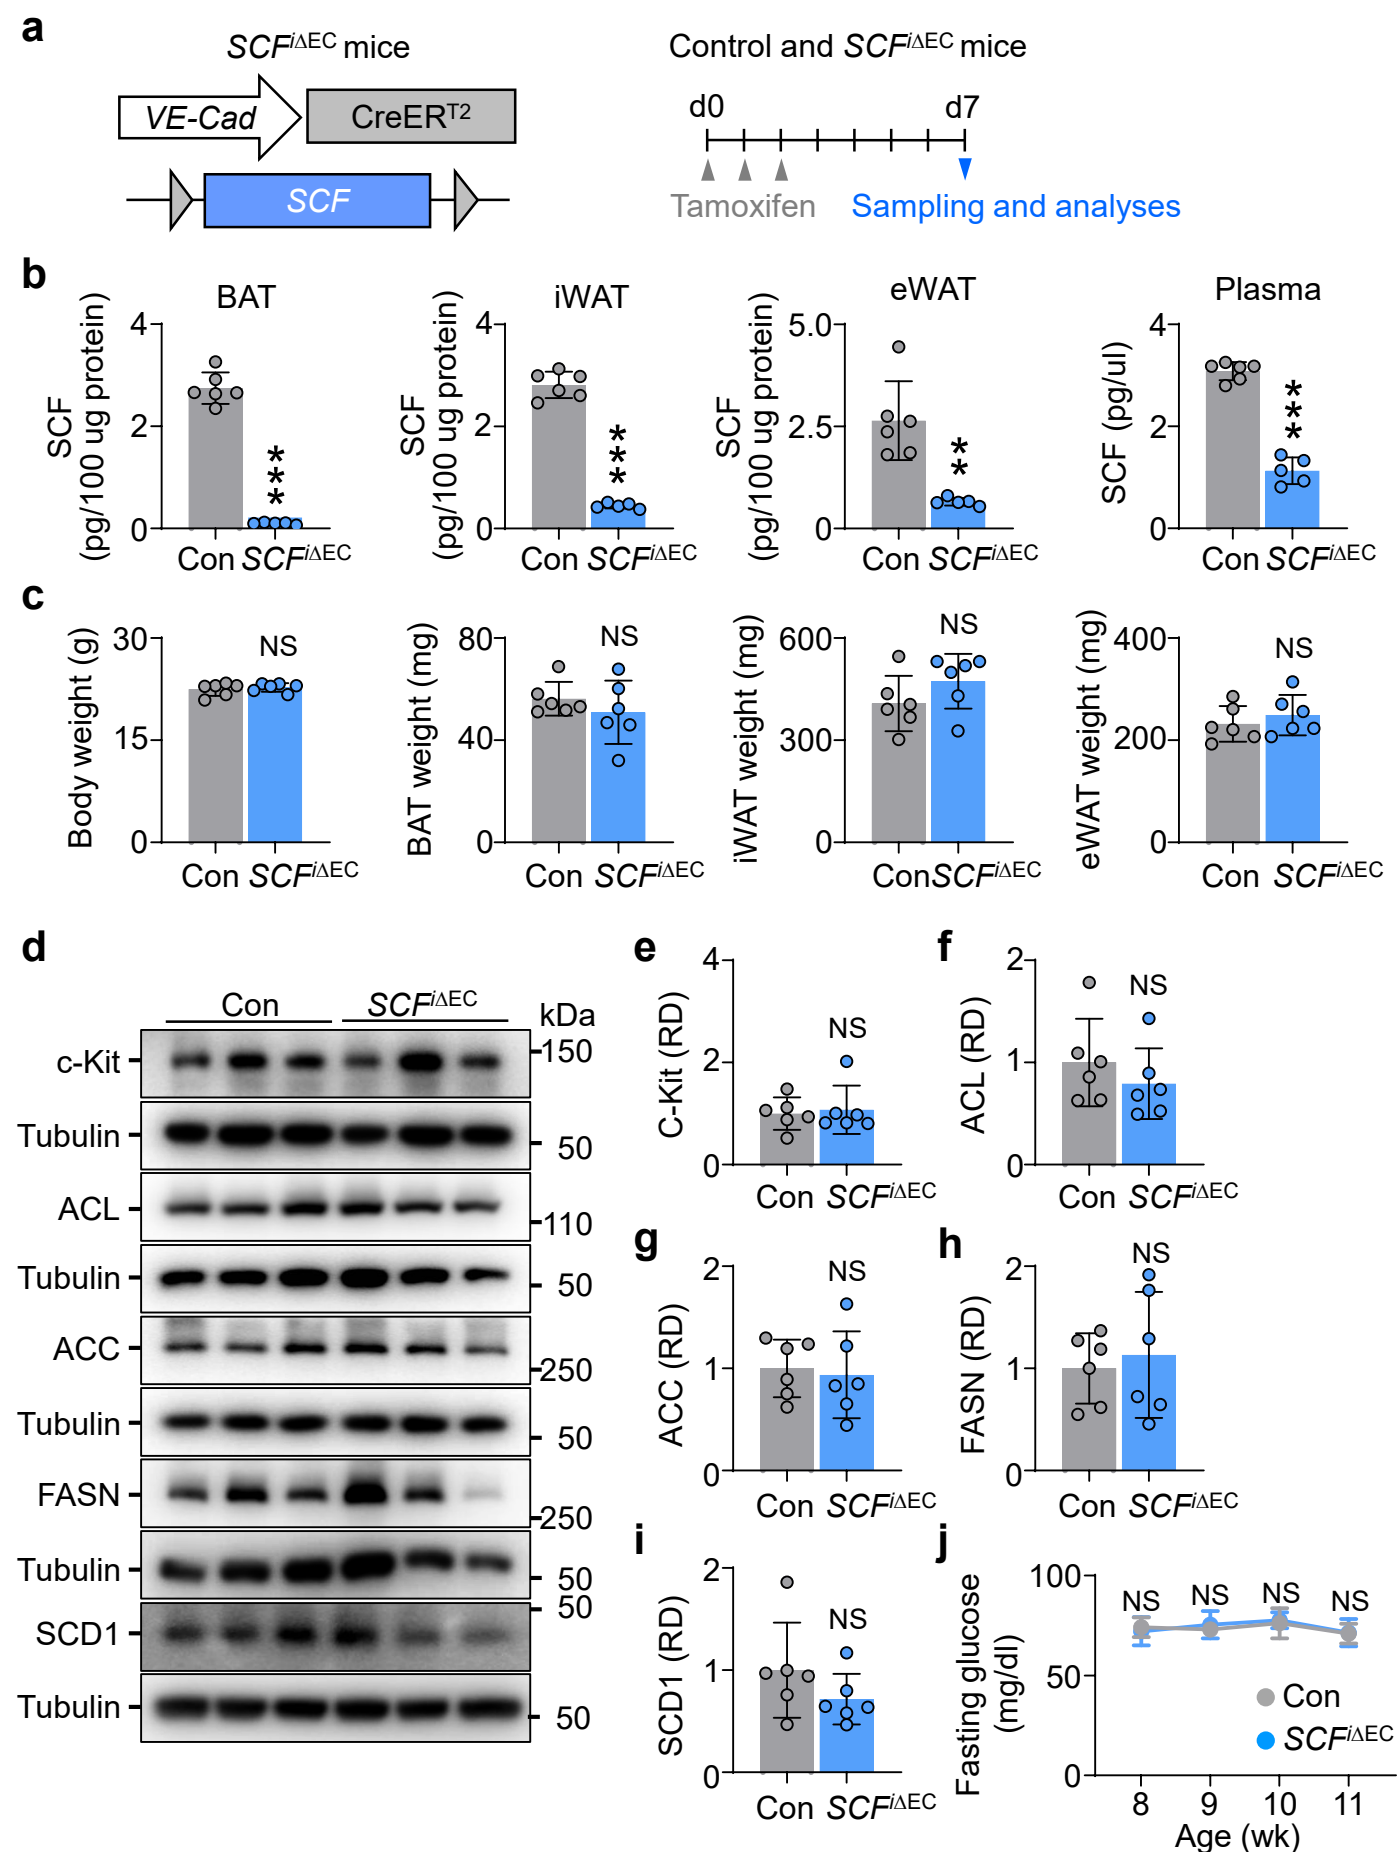

**Supplementary Fig. 10. EC-specific SCF deletion does not alter body weight, weights of adipose tissues, protein levels of lipogenic enzymes in the BAT, and fasting blood glucose levels**

**a**, Schematic diagram for the generation of inducible EC-specific SCF deletion ( $SCF^{\Delta EC}$ ) mice, and the experimental procedure for tamoxifen administrations, sampling, and analyses of 8-week-old control (Con) and  $SCF^{\Delta EC}$  mice.

**b**, Comparisons of SCF concentrations in adipose tissues and plasma from Con and  $SCF^{\Delta EC}$  mice. Each dot indicates a value from one mouse and  $n = 5-6$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD.  $**P < 0.01$ ,  $*** < 0.001$  *versus* Con by two-tailed t-test.

**c**, Comparisons of body weight and adipose tissue weights of Con and  $SCF^{\Delta EC}$  mice. Each dot indicates a value from one mouse and  $n = 6$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. NS, not significant *versus* Con by two-tailed t-test.

**d-i**, Representative immunoblotting and comparisons of c-Kit, ACL, ACC, FASN, and SCD1 in BATs from Con and  $SCF^{\Delta EC}$  mice. The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Each dot indicates a value from one mouse and  $n = 6$  mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. NS, not significant *versus* Con by two-tailed t-test. Protein sizes are indicated as kilodalton (kDa).

**j**, Comparisons of weekly fasting blood glucose levels in Con and  $SCF^{\Delta EC}$  mice during 8-11 weeks of age. Dots and bars indicate mean  $\pm$  SD from  $n = 6$  mice/group. NS, not significant *versus* Con by two-tailed t-test.

**a**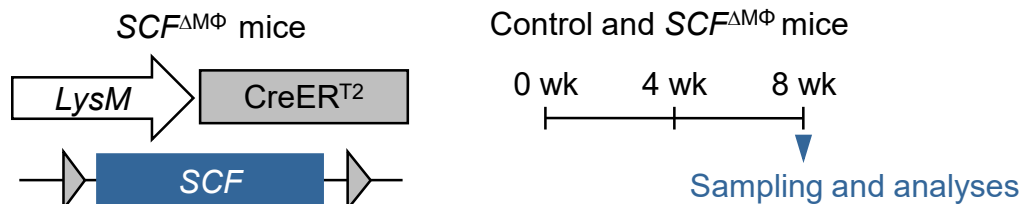**b**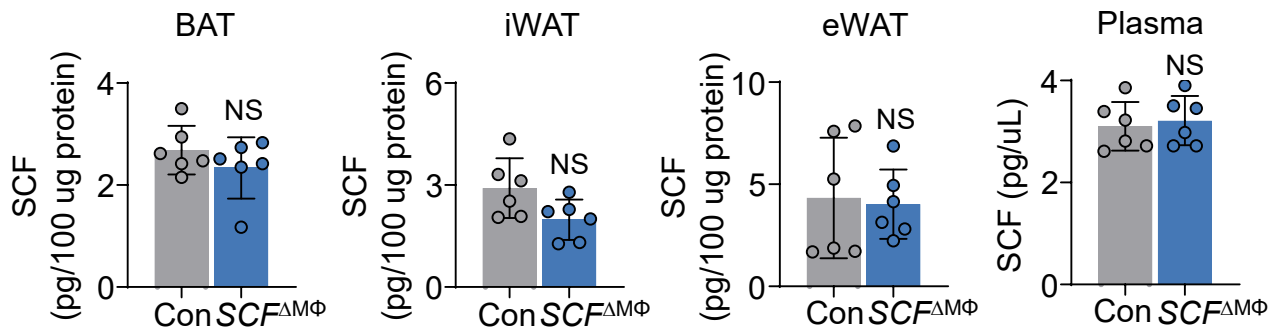**c**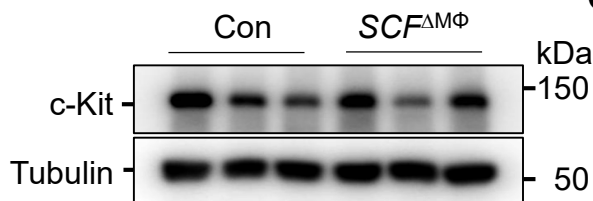**d**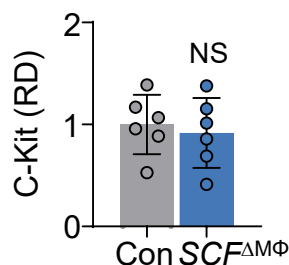

### Supplementary Fig. 11. Macrophage-specific SCF deletion neither alters SCF levels in the adipose tissues and plasma nor changes c-Kit in BAT

**a**, Schematic diagram for generation of macrophage-specific SCF deletion ( $SCF^{\Delta M\Phi}$ ) mice and the experimental procedure for sampling and analyses of 8-week-old control (Con) and  $SCF^{\Delta M\Phi}$  mice.

**b**, Comparisons of SCF concentrations in the adipose tissues and plasma of Con and  $SCF^{\Delta M\Phi}$  mice. Each dot indicates a value from one mouse and n = 6 mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. NS, not significant *versus* Con by two-tailed t-test.

**c,d**, Representative immunoblotting and comparisons of c-Kit in BAT from Con and  $SCF^{\Delta M\Phi}$  mice. The same amount of protein loading in each lane is verified by immunoblotting of tubulin. Each dot indicates a value from one mouse and n = 6 mice/group from two independent experiments. Vertical bars indicate mean  $\pm$  SD. NS, not significant *versus* Con by two-tailed t-test. Protein sizes are indicated as kilodalton (kDa).

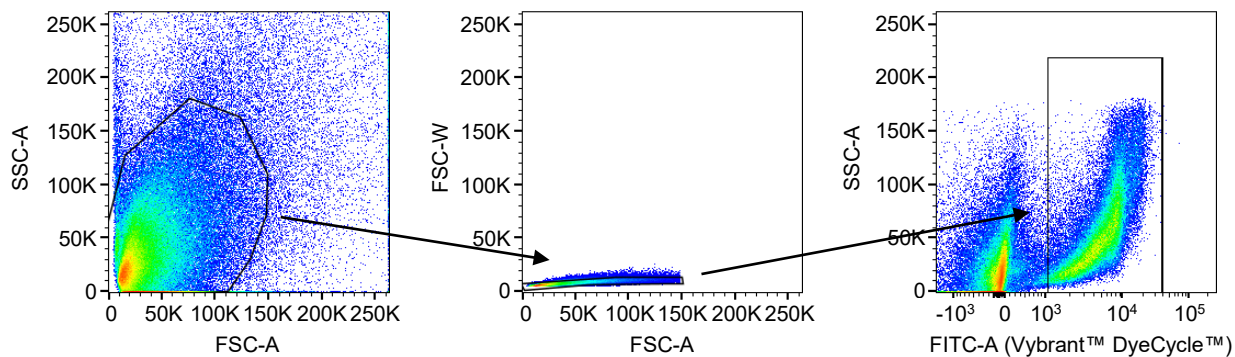

**Supplementary Fig. 12. FASC gating strategy for isolating nuclei from ECs, PCs, BAs, and WAs in the BAT of adult C57BL/6J mice.** In the total nuclei population defined by SSC-A and FSC-A detector, doublet nuclei were removed by the gating in FSC-W and FSC-A detector, and then only the Vybrant™ DyeCycle™-positive nuclei were isolated by a FACS.

# Supplementary material for: Endothelial cell-derived stem cell factor promotes lipid accumulation through c-Kit-mediated increase of lipogenic enzymes in brown adipocytes
**Source:** Nat Commun. 2023 May 13;14:2754. doi: 10.1038/s41467-023-38433-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Amersham Imager 600 (GE Healthcare Life Sciences)  
Transmission electron microscope (FEI, Tecnai G2 spirit TWIN)  
LSM880 confocal microscope (Carl Zeiss)  
Real-time PCR system (Applied Biosystems, Waltham, MA, USA)  
Oxymax/CLAMS calorimetry system (Columbus Instruments)  
Waters Xevo G2-XS QTOF MS (Waters Corp., Milford, MA, USA)

Data analysis

Zen 2.3 software (Carl Zeiss)  
Image Studio Lite (LI-COR)  
GraphPad Prism 7.0 (GraphPad Software)  
ImageJ (version 1.8.0\_172) software (NIH)  
R: The R Project for Statistical Computing (version 4.0.3)  
R: package 'Seurat' (version 4.0.6)  
NanoSprint12 CMOS camera (Advanced Microscopy Techniques)  
Progenesis software (Waters)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single-cell RNA sequencing data are available in National Center for Biotechnology Information's Gene Expression Omnibus under accession number GSE207096 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207096>). The remaining data are available within the Article or Additional Information. Source data are provided as a Source Data file. Further information and requests for resources and reagents should be directed to and will be fulfilled by Hyuek Jong Lee () and Gou Young Koh ().

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen on the basis of standard power calculations (with $\alpha = 0.05$ and power of 0.8) performed for similar experiments and statistical methods were not used to predetermine sample sizes as previously published (Robciuc et al., Cell Metabolism, 2016; Louveau et al., Nature, 2015).       |
| Data exclusions | No samples were excluded from the analysis.                                                                                                                                                                                                                                                                            |
| Replication     | Experiments were replicated at least once for all analyses to produce convincing results and the number of reproductions of each experimental finding is described in each figure legends. All attempts at experimental replication were successful.                                                                   |
| Randomization   | Because the experiments required a specific genetic signature, randomization per treatment was not possible. The animal studies were performed using littermate controls. For the experiments of snRNA-seq, cold exposure, CL316,247 treatment, UDN, or thermoneutrality exposure, C57BL/6J mice were randomly chosen. |
| Blinding        | The investigators were blinded during the experiments and the result analyses.                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>The following primary and secondary antibodies were used in the immunostaining: anti-CD31 (1:1000, hamster monoclonal, #MAB1398Z, clone TLD-3A12, Millipore); anti-GFP (1:1000, goat polyclonal, #ab6658, Abcam); anti-F4/80 (1:1000, rat monoclonal, #MCA497GA, clone Cl:A3-1, Bio-Rad); Alexa FluorTM 647 conjugated anti-phalloidin [1:1000, mouse, #8940, Cell Signaling Technology (CST)]; PE-conjugated CD147 (1:200, rat monoclonal, #123707, clone OX-114, BioLegend); and Cy3-, Cy5-, or Alexa488-conjugated, anti-rat, anti-goat or anti-hamster secondary antibodies (diluted at a ratio of 1:1000, #112-585-167, #127-605-160, #127-165-160, #127-545-160, #705-546-147) were purchased from Jackson ImmunoResearch. The following primary and secondary antibodies were used in the immunoblotting; rabbit anti-c-Kit (1:5000, D13A, #3074); rabbit anti-ACC (1:5000, C83B10, #3676); rabbit anti-FASN (1:5000, C20G5, #3180); rabbit anti-SCD1 (1:5000, C12H5, #2794); rabbit anti-GAPDH (1:5000, D16H11, #5174) (CST); rabbit anti-p-AKT1 (1:5000, ser473, D7F10, #9018); rabbit anti-AKT1 (1:5000, C73H10, #2938); rabbit anti-p-AKT2 (Ser474) (1:5000, D3H2, #8599); rabbit anti-AKT2 (1:5000, D6G4, #3063); rabbit anti-p-p44/42 MAPK (Thr202/Tyr204) (1:5000, 197G2, #4377); rabbit anti-p44/42 MAPK (1:5000, 137F5, #4695); rabbit anti-PGC1-<math>\alpha</math> (1:5000, #ab191838); rabbit anti-tyrosine hydroxylase (1:5000, EP1532Y, #ab137869); rabbit anti-ACL (1:5000, EP704Y, #ab40793); rabbit anti-UCP1 (1:5000, #ab23841) (Abcam) (4 h at RT or overnight); rat anti-<math>\alpha</math>-tubulin (1:5000, 3H3085, #sc-69970, Santacruz); and anti-rabbit (1:5000, #7074, CST) or anti-mouse (1:5000, #7076, CST) secondary peroxidase-conjugated antibodies. Neutral lipids in adipocytes were stained with BODIPYTM 493/503 (#D3922, Invitrogen) or lipidTOX red dyes (1:1000, #H34476, Invitrogen).</p> |
| Validation      | <p>All the antibodies were validated for the species (mouse) and applications (immunohistochemistry and immunoblotting) by the correspondent manufacturer, which is described in the manufacturer's website. Our usage was described in the Methods section of the manuscript as below.</p> <p>For immunofluorescence staining (IFS), the tissues were permeabilized and blocked with blocking buffer containing 5% donkey serum in 1% Triton-X 100 in PBS for 1 h at room temperature (RT). Then, they were incubated with a primary antibody diluted in the blocking buffer overnight at 4°C. After several washes with PBS, they were incubated with secondary antibodies (Jackson ImmunoResearch) diluted in the blocking buffer for 4 h at RT. After several washes with PBS, they were mounted with Vecta-shield (Vector Laboratories).</p> <p>For immunoblotting, membranes were incubated with 2% bovine serum albumin (BSA) blocking buffer for 1 h at RT, and blotted with the following antibodies overnight at 4°C. After several washes with TBST, they were incubated with secondary antibodies (Cell Signaling Technology) for 1 h at RT. Target proteins were detected using ECL western blot detection solution (#WBKLS0500, Millipore). The same amount of protein loading in each lane is verified by immunoblotting of tubulin or GAPDH.</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Scf+/gfp and Scf flox/flox mice (Ding et al., Nature, 2012 and Shen et al., Nature, 2021) were provided by Dr. Sean Morrison (Southwestern University, USA); c-Kit-CreERT2 mice (He et al., Nat Med, 2017) were provided by Dr. Bin Zhou (Chinese Academy of Sciences in Shanghai, China); VE-cadherin-Cre-ERT2 mice (Okabe, K. et al., Cell, 2014) were provided by Dr. Yoshiaki Kubota (Keio University); C57BL/6J, tdTomatoflox/flox (#007909), c-Kit flox/flox (#042035)64, UCP1-Cre (#024670), and LysM-Cre (#004781) mice were obtained from The Jackson Laboratory. All mice were bred and maintained under specific pathogen-free conditions at KAIST. Mice were housed under a 12 h light/dark cycle within a temperature-controlled room (21–22°C) and allowed to free access food (Teklad global 18% protein rodent diet, #2018C, Envigo®) and water |
| Wild animals            | The study dose not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Reporting on sex        | To avoid the off-target effect of tamoxifen on iWAT browning in the CreERT2 female mice (Zhao L et al., Int. J. Obes, 44:226-234, 2020) and to preclude the possible sexual differences among the mice groups, only male mice were used in all of this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | The study does not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | Animal care and experimental procedures were performed under the approval (KA2018-70) of the Institutional Animal Care and Use Committee of Korea Advanced Institute of Science and Technology (KAIST).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

Interscapular BATs were harvested from 8-week-old C57BL/6J mice and incubated in RPMI buffer containing 0.1% collagenase type II (#LS004177, Worthington), 0.1% dispase (#17105041, Gibco), and 0.05% trypsin (#T4799, Sigma-Aldrich) for 60 min at 37°C with constant shaking at 1,000 rpm (Eppendorf thermomixer, Sigma-Aldrich). After inactivating collagenase with RPMI buffer containing 10% fetal bovine serum (FBS) (#26140079, Gibco), the cell suspension was filtered through a 100µm nylon mesh (BD Biosciences), followed by centrifugation at 1,000 rpm for 5 min. Because massive amounts of fragmented vasculatures (FVs) were already aggregated with floating BAs after centrifugation, the entire floating cells were digested in Nuclei EZ lysis buffer (#NUC-101, Sigma-Aldrich) to disrupt cell membranes for the isolation of nuclei. The digestion was filtered through a 40µm nylon mesh, followed by centrifugation at 2,000 rpm for 10 min. The resulting pellet was incubated with Vybrant™ DyeCycle™ (#V35004, Thermo Fisher Scientific) for 30 min at 4°C to identify the nuclei

Instrument

BD FACS Aria cell sorter (BD Biosciences)

Software

Diva software (V 8.0)

Cell population abundance

After sorting nuclei, Vybrant™ DyeCycle™ positive nuclei were confirmed under an LSM880 confocal microscope (Carl Zeiss).

Gating strategy

In the total nuclei population detected by SSC-A and FSC-A detectors, doublet nuclei were removed by the gating in FSC-W and FSC-A detectors, and then the Vybrant™ DyeCycle™-positive nuclei were sorted (Extended Data Fig. 12). Vybrant™ DyeCycle™-negative cluster was defined as unstained nuclei. Compensation was performed at the time of acquisition in Diva software using compensation beads (#552843, BD Biosciences).

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

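Nuclei of mouse interscapular BAT were measured in 3 libraries, 1 each of untreated BAT, of BAT labelled as sham-operated, and of denervated BAT at day 3, the first and last from 20 mice each as the paper gives it. The authors deposited UMI counts per gene and nucleus, as whole numbers without normalization. The headers of the untreated and denervated tables name the BD Rhapsody analysis pipeline, GRCm38 with GENCODE vM19 and counts after correction of UMI errors, and the sham table has no header. The tables hold 13707, 15368 and 15822 barcodes in the untreated, sham and denervated libraries, with 14971579, 14725864 and 9420030 UMIs and a median of 859, 781 and 428 UMIs per barcode. Mitochondrial genes took 6.71%, 12.9% and 2.95% of the UMIs.

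Barcodes with at least 200 detected genes and at most 50% mitochondrial UMIs were kept. Doublets were nuclei with at least 3 UMIs of each of 2 exclusive marker lists, endothelial, adipocyte and pericyte or stromal, with the smaller sum at least 25% of the larger. The sham library kept 11826 of 14027 nuclei at this step, with a median of 737 UMIs. Each library was clustered on its own from log2 of scaled counts plus 1, 2000 variable genes, 30 principal components, 20 neighbours and the Louvain method at resolution 0.5. A cluster was named after the marker list with the best score, if at least 3 of its markers had at least 3 UMIs there and a CPM at least 2-fold above the lower quartile over clusters, and stayed unnamed where its leading genes went against the name. The marker lists, the main settings and most alternatives were fixed before the data were examined. The removal of the 6% of nuclei with the highest Scrublet scores, the omission of 2 sub-clusters and the subtraction of ambient RNA for genes other than those planned were added afterwards. The rule that turns marker lists into names was set after the clusters had been seen, and a difference from the study may come from these rebuilt names.

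UMIs were summed per class and compared as log2 ratios of CPM, with exact 95% intervals for counting error only: Poisson for a CPM, Clopper-Pearson for a share, conditional binomial for a ratio and the MOVER method for a difference between shares. The interval of the median over the 5 lipogenesis-related genes is the median of their bounds. With 1 library per condition no test was made and no p-value is given, and the sizes of classes are not compared between libraries. Shares of nuclei with a UMI were also computed after thinning each nucleus to 800 UMIs, the 25th percentile of brown adipocyte-like nuclei rounded down to 100, without the shallower nuclei. The genes named are those the paper names for these data, the 5 largest and 5 smallest ratios of the Kit split among genes with a UMI in at least 20% of nuclei of either group, the 5 genes highest and the 5 lowest in the denervated library against both others among genes with at least 50 CPM in a library and a log2 ratio of at least 1 in size, and genes that lead a named cluster. Gene positions were taken from GENCODE vM21 on GRCm38.

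The alternatives were a minimum of 500 detected genes, a limit of 10% mitochondrial UMIs, no removal of doublets, doublets by Scrublet as rewritten for these tables, resolution 1, all libraries clustered together, subtraction of ambient RNA, the mean log2 of counts per 10000 plus 1, groups matched on UMIs per nucleus, at least 2 Kit UMIs, other thinning, the sham library as the comparison, a split by Ucp1 UMIs, and splits by other genes. DIEM, decontX, MAST and CellChat were not used here, so debris and ambient RNA stay in the main values. The RNA subtracted as ambient had the profile of all barcodes of the library, nuclei included, and not that of empty barcodes. Such a subtraction can also take off a cell type's own transcripts. The comparison of summed UMIs was tested on simulated data for 4428 genes, of which 200 were set to change by a log2 ratio of at least 1 in size. Of the changed genes, 100% had the right sign, with a median absolute error of 0.13 on the log2 scale. Of the intervals of unchanged genes, 95.6% held the simulated value. These changes were larger than the ratios of the lipogenesis-related genes, and both simulated groups were drawn from the same depths. Small changes and unequal depth were thus not tested. Splits by 40 simulated independent genes gave a median of 0.00 for the lipogenesis-related genes and at most 0.06 in size. All nuclei of these splits shared 1 expression profile, so no difference was built in. In a further simulation, 3 groups were found as 3 clusters. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9, scikit-image 0.26.0 and matplotlib 3.10.9.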

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

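In this part, the tests of depth, of brown adipocyte transcripts and of free RNA for Kit and the test of mitochondrial carry-over were chosen only after the result was seen. The paper does not report on the library labelled as sham-operated, whose day after surgery and number of mice are not known, and both SCF and c-Kit transcripts were present in it. Kitl had 1147 CPM in its endothelial-like nuclei (1111 to 1184), against 1234 in the untreated and 1192 in the denervated library. Kit had 38.4 CPM in its brown adipocyte-like nuclei (32.2 to 45.6), against 313 and 192, a log2 ratio of sham over untreated of -3.03. The tables argue against several technical explanations of the low Kit level. Sham brown adipocyte-like nuclei, at a median of 1473 UMIs, were shallower than the untreated ones at 1780 but deeper than the denervated ones at 856, so lower depth does not account for less Kit than in the denervated library. At 800 UMIs per nucleus, 21.7% of untreated brown adipocyte-like nuclei had a Kit UMI (20.3 to 23.1, with 339 left out) and 3.07% of sham ones (2.38 to 3.91, with 261 left out). The difference was 18.6 percentage points (17.0 to 20.2), against depth as the whole cause, and without thinning the shares were 37.4% and 4.82%. The lowest log2 ratio of sham over untreated among the 8 brown adipocyte markers and Ucp1 was -0.35, for Plin5 (-0.55 to -0.14), and the highest 0.90, for Ppara, against fewer brown adipocyte transcripts overall. The markers also name the clusters, whereas Ucp1, which does not, was at 0.22 (0.13 to 0.32), and lipogenesis-related genes were lower in the sham library. The Y-linked genes differed between libraries by at most 1.09-fold, against mice of another sex. Xist had only 4, 10 and 8 UMIs in the untreated, sham and denervated libraries, too few for a fold between them. The paper states that all its mice were male. Kit in untreated brown adipocyte-like nuclei was above its level over all barcodes by a log2 ratio of 0.58 (0.50 to 0.66), against free RNA from other cells as its source there. What stays open is a library batch. Of 5043 genes, 0.397% differed at least as far as Kit between the sham and untreated libraries. A log2 ratio of at least 1 was reached by 786 of these genes for sham over untreated, against 82 for denervated over untreated. The sham library thus differed from the untreated one in many genes, and with 1 library per condition batch and surgery cannot be told apart. When all libraries were clustered together, 2332 of the 2687 nuclei of 1 brown adipocyte-like cluster came from the sham library, so that cluster may be the library and not a cell type. An effect of the operation, of the day or of the mice remains untested.

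Genes with at least 50 CPM in any library were ranked by the log2 ratio of smaller size among those of the denervated library over both other libraries, of the same sign, in brown adipocyte-like nuclei. The 5 genes highest in this ranking, which the paper does not discuss, were Clu, Zfp791, C86187, Slc17a9 and Hp, and other genes also passed the rule of a log2 ratio of at least 1. The log2 ratio of denervated over sham was 2.09 for Clu (1.60 to 2.60), 2.00 for Zfp791 (1.73 to 2.27), 3.30 for C86187 (2.75 to 3.91), 2.63 for Slc17a9 (2.43 to 2.83) and 1.55 for Hp (1.42 to 1.69). Over the untreated library it was 3.28, 1.66, 1.60, 1.56 and 1.79 in the same order. In endothelial-like nuclei the smaller of both ratios had a median of 1.51 over these genes, so a shift across the whole library is a candidate explanation, although Zfp791 was at 0.35 there (-0.05 to 0.74). Whether such a shift comes from denervation acting on several cell types, from free RNA or from the library itself stays open.

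The 5 genes at the low end of the same ranking were all mitochondrial, and other genes also passed the rule of size in that direction. The log2 ratio of denervated over sham was -1.64 for mt-Nd5, -2.13 for mt-Nd2, -1.53 for mt-Nd4l, -2.62 for mt-Cytb and -1.70 for mt-Nd4. Over the untreated library it was -1.78, -1.56, -2.33, -1.39 and -1.17 in the same order. In endothelial-like nuclei the smaller of both ratios had a median of -0.90, against -1.53 in brown adipocyte-like nuclei, so less carry-over of mitochondrial RNA across the whole library is a candidate explanation. Mitochondrial transcripts are not made in the nucleus, and their level depends on how clean the nuclei were. An effect of denervation on mitochondria was not tested.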

How the results depend on the processing

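In this part, the removal of the 6% of nuclei with the highest Scrublet scores and the omission of 2 sub-clusters were chosen only after the result was seen. No paired analysis was possible because there is 1 library per condition. The log2 ratios of Kitl and of Kit between endothelial-like and brown adipocyte-like nuclei, of Kit between the Ucp1 groups, of Slc7a10 and the median of the lipogenesis-related genes kept their sign under each alternative run for them that gave a value. The other log2 ratios were not recomputed under all of these alternatives. Among the ratios between libraries in brown adipocyte-like nuclei, Kit, Acly, Fasn and Thrsp were lower in the denervated than in the untreated library, whereas with the sham library as the comparison they were at 2.32, 2.02, 1.48 and 0.038, the last with an interval that includes 0 (-0.019 to 0.094). The difference between shares of Kit-positive nuclei, denervated minus untreated, was -8.48 percentage points (-10.4 to -6.53) at 800 UMIs and reversed to 10.2 with the sham library as the comparison, because Kit is lower in the sham library. It moved to -22.3 without thinning and to -1.37 with at least 2 Kit UMIs.

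A minimum of 500 detected genes left 6384 nuclei of the untreated library and moved the endothelial-like share to 36.7%, the Kit ratio of Ucp1-high over Ucp1-low nuclei to 0.59, the share of Kit-positive nuclei in the denervated library to 18.7% and the median of the lipogenesis-related genes to 0.30. A limit of 10% mitochondrial UMIs left 7956 nuclei, with an endothelial-like share of 43.1%. Without removal of doublets, 11792 nuclei were left, with an endothelial-like share of 46.4%, a Kitl ratio of 4.55, a Kit ratio of Ucp1-high over Ucp1-low nuclei of 0.67 and a share of Kit-positive nuclei of 16.3%. With Scrublet, 11420 nuclei were left and the endothelial-like share was 49.8%. All libraries clustered together gave a Kit ratio of Ucp1-high over Ucp1-low nuclei of 0.57. On the scale of the mean log2 of counts per 10000 plus 1, the ratios were 2.00 for Kitl, 0.99 for Kit in brown adipocyte-like over endothelial-like nuclei, 0.48 for Kit between the Ucp1 groups, 1.55 for Slc7a10 and 0.73 for the lipogenesis-related genes. This scale compresses low counts by its construction. Subtraction of ambient RNA moved Kit in brown adipocyte-like over endothelial-like nuclei to 6.62, with 8.96 corrected UMIs left in endothelial-like nuclei. Nuclei with a Ucp1 UMI against none, thinned, gave a Kit ratio of 0.058, with an interval that includes 0. For the lipogenesis-related genes, matching on UMIs per nucleus gave 0.19, at least 2 Kit UMIs 0.40, and splits by other genes a median of 0.16. The share of Kit-positive nuclei was 2.82% with at least 2 Kit UMIs and 13.2% after thinning. Where filters or thresholds remove nuclei, the numbers of nuclei and of Kit-positive nuclei fall by construction; of the other moved values the cause was not tested.

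The alternatives that stayed within the interval of the main value were 5 for Kitl, 6 for Kit in brown adipocyte-like over endothelial-like nuclei, 6 for Kit between the Ucp1 groups, 7 for Slc7a10, 2 for the endothelial-like share, 4 for the share of Kit-positive nuclei, 6 for the lipogenesis-related genes and 7 for the difference between shares. Among them, the 6% removal gave 15.5%, 0.36 and -7.31 percentage points for the last 3, and the omission of sub-clusters gave 0.29 for Kit between the Ucp1 groups. No value could be had for Kitl after subtraction of ambient RNA or for Slc7a10 with matched depth, since 0 UMIs were left in brown adipocyte-like nuclei. Scrublet at its automatic threshold marked 0.0356% of sham and 0.0191% of denervated nuclei, too few to have worked, and was not used for results that need these libraries. Depth limits the denervated library most: 2025 of its 4579 brown adipocyte-like nuclei hold under 800 UMIs.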

Differences from the paper's values

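The paper states that the selectivity of SCF and c-Kit between ECs and BAs exceeds that of the ephrin and BMP ligands and receptors. In the untreated library, Kitl exceeded 2 of the 4 other ligand genes and Kit exceeded 3 of the 4 other receptor genes in the log2 ratio between endothelial-like and brown adipocyte-like nuclei. Efnb2 at 5.57 and Bmp6 at 5.53 had intervals that overlap that of Kitl at 5.49, and Bmpr1a at -4.44 was more selective for brown adipocyte-like nuclei than Kit at -2.65. In CPM, Kitl was the highest of these ligand genes in endothelial-like nuclei and Kit the highest of these receptor genes in brown adipocyte-like nuclei. After subtraction of ambient RNA, Kit was at -6.62 and Ephb2 at -3.84, while Kitl, Efnb2, Bmp6 and Bmpr1a had no value because 0 UMIs were left on 1 side; this subtraction was planned for Kit and Kitl, and the other genes were added after seeing the values. For c-Kit-positive and c-Kit-negative nuclei, the paper tested nuclei with MAST, and here their summed UMIs were compared without a test. At day 3 the paper reports more c-Kit-positive BAs in reporter mice and more c-Kit protein in D-BAT than in I-BAT. Kit RNA in denervated brown adipocyte-like nuclei, at 192 CPM, was below the untreated library at 313 and above the sham library at 38.4. No library is labelled as I-BAT and RNA is not protein, so these values do not decide on that increase.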

Other observations

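In this part, the repeated draws of matched nuclei and the test of stress were chosen only after the result was seen. The lipogenesis-related genes were higher in Kit-positive than in Kit-negative brown adipocyte-like nuclei of the denervated library, by a median of 0.35. The value for Kit exceeded that of 90.2% of 437 other genes of similar detection, yet lies within their middle 90%. A value as large came from 43 of them, so a split by detection of another gene can give such a difference. Most gave a smaller one, with a median of 0.16. The paper named these lipogenesis-related genes for being higher in c-Kit-positive BAs of the same library, which favours Kit in this ranking. Other explanations stay open. With matched UMIs per nucleus the median was 0.19, and over 100 draws of matched nuclei it ranged from 0.09 to 0.22, with 55 draws under 0.17, a level set at 50% of the unmatched value, so depth may account for part of it. The endothelial, pericyte and immune markers had a median log2 ratio of -0.26, lower in Kit-positive nuclei but by less than the lipogenesis-related genes were higher, which decides neither way on RNA of other cells. Within clusters the lowest median was 0.11, and the values were 32.7%, 53.8% and 53.3% of the pooled one, so a mix of clusters may account for part of it.

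Among Ucp1-low nuclei of the untreated library, a sub-cluster was led by heat shock genes. Stress during isolation of nuclei was weighed with lists of 6 heat shock and 6 immediate early genes, but most of the listed genes themselves lead a sub-cluster and cannot test it. Of the listed genes that lead none, the log2 ratio of Ucp1-low over Ucp1-high nuclei was 0.32 for the heat shock gene Hsph1 (0.20 to 0.45), and among the immediate early genes 1.69 for Fos (1.09 to 2.31), 1.25 for Junb (0.89 to 1.61) and -0.12 for Ier2 (-0.61 to 0.35). Ier2 did not differ beyond counting error, so stress during isolation stays open, and a difference between living cells was not tested.

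The sham library, in which Kit was low, also had lower lipogenesis-related genes in brown adipocyte-like nuclei than the untreated library. The log2 ratio of sham over untreated was -2.84 for Acly, -1.91 for Fasn, -1.78 for Scd1, -1.51 for Acaca, -0.85 for Slc25a1 and -0.67 for Thrsp. Denervated over untreated, it was -0.82 for Acly, -0.43 for Fasn, 0.10 for Scd1, 0.13 for Acaca, -0.90 for Slc25a1 and -0.63 for Thrsp. Fasn, Scd1 and Acly thus stood at 1497, 4112 and 578 CPM in the sham library. These genes were set beside Kit after its level in the sham library had been seen, and no explanation was tested.

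The paper states that c-Kit was not detected in white adipocytes at the basal level. Its reporter images show this for white adipocytes of WAT. The values here are of RNA in nuclei of BAT, another tissue and another measure, so they do not test that statement. In white adipocyte-like nuclei of BAT, Kit had 144 CPM in the untreated library (92.1 to 214), from 24 UMIs, 26.7 CPM in the sham library (20.4 to 34.3) and 32.0 CPM in the denervated library (21.1 to 46.5). The sham cluster of this name is not established as the same type: with all libraries clustered together, a cluster with 1808 of its 1950 nuclei from the sham library stayed unnamed. A Kit UMI was found in 12.7% of the untreated white adipocyte-like nuclei at a median of 1111.5 UMIs, against 0.917% of pericyte-like nuclei at 774 UMIs, and in 13.6% after thinning (7.63 to 21.8), with 31 nuclei left out. In endothelial-like nuclei the share was 3.11% at a median of 660 UMIs and 4.05% after thinning (3.17 to 5.09), with 3377 left out. The 134 untreated white adipocyte-like nuclei also had Ucp1 at 108 CPM (63.9 to 170.5), against 340 in brown adipocyte-like and 90.5 in endothelial-like nuclei (80.9 to 101). Doublets were called with a single adipocyte list, which does not remove doublets of brown and white adipocytes, so whether these Kit UMIs come from white adipocytes or from RNA of brown adipocytes stays open.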
